# SWEET1‐mediated glucose transport is crucial for energy availability in *Arabidopsis*

**DOI:** 10.1111/nph.70738

**Published:** 2025-11-18

**Authors:** Xueyi Xue, Jiankun Li, Ya‐Chi Yu, Li‐Qing Chen

**Keywords:** abscisic acid, glucose, KIN10, seed germination, sugar transporter, SWEET1, TOR

## Abstract

- The stress‐responsive hormone abscisic acid (ABA) is known for its inhibitory effects on various physiological processes, including seed germination, often resulting in energy deprivation. Interestingly, ABA‐induced germination inhibition can be alleviated by exogenous glucose (Glc), mimicking a functional interplay between ABA and sugar signaling *in vivo*. However, it remains poorly understood which sugar transporter mediates Glc allocation under ABA treatment and how Glc counteracts the effects of ABA.
- To address this, we combined transcriptomic analyses, transport assays, physiological studies, and genetic approaches to identify and characterize processes involved in Glc allocation that counteract the inhibitory effects of ABA during seed germination in *Arabidopsis thaliana*.
- We identified the plasma membrane‐localized Glc uniporter SWEET1 as a key player in the Glc‐mediated suppression of ABA inhibition. The *sweet1* mutants showed delayed germination in the presence of ABA, reduced Glc transport, and slower root growth under energy starvation conditions. The suppression of ABA inhibited germination by Glc transported by SWEET1 appears to depend, at least partially, on Glc signaling through SnRK1 kinase pathway, including KIN10.
- Our findings demonstrate that SWEET1 is crucial for Glc suppression of ABA‐induced inhibition during seed germination and provide insight into sugar signaling pathways linked to environment‐ or ABA‐triggered energy deficiency.

## Introduction

Seed germination is the first step of the plant life cycle for seed plants. It is a complex process of physiological and biochemical changes, including water uptake, metabolism reactivation, DNA repair, and mitochondria rebuilding, which leads to the emergence of the radicle from the seed (Bewley, 1997). Germination is strictly controlled by environmental stimuli and intrinsic hormones, such as abscisic acid (ABA) and gibberellin (GA) (Bewley, 1997; Tuan *et al*., 2018). Environmental stresses, such as drought, salinity, and high temperature, cause low water potential and cellular damage, restrict reserve remobilization, and inhibit seed germination (Cutler *et al*., 2010; Zhu, 2016). ABA, as a stress hormone, is induced by various environmental stresses, such as drought and salinity, and plays a vital role in various physiological processes, including maintaining seed dormancy and inhibiting seed germination (Finkelstein *et al*., 2002, 2008).

Angiosperm seeds generally consist of a seed coat, endosperm, and embryo, which are symplasmically isolated and, therefore, require membrane transporters to communicate nutrients. Our previous study showed that ABA similarly inhibited, but did not fully inhibit ^14^C‐labeled glucose (Glc) accumulation in both the embryo and endosperm/testa, likely by affecting Glc transporters present in both tissues (Xue *et al*., 2021). In addition, exogenous Glc was able to rescue ABA‐induced growth inhibition in both isolated embryos and whole seeds, indicating that the effect of ABA on Glc import in embryos is representative of its overall effect on the seed (Xue *et al*., 2021). Moreover, the endosperm plays a critical role in nutrient provision and hormone regulation of embryo development (Lee *et al*., 2010; Kang *et al*., 2015; Sanchez‐Montesino *et al*., 2019). However, it remains unclear which transporter is still functional to mediate Glc import into an embryo, thereby overcoming ABA‐induced inhibition.

ABA treatment can mimic abiotic stress conditions without causing visible cellular damage, making it a useful tool for studying stress‐related, ABA‐dependent responses. Previous studies have shown that low concentrations of Glc, sucrose (Suc), or fructose (Fru) can alleviate ABA‐induced inhibition of seed germination (Garciarrubio *et al*., 1997; Finkelstein & Lynch, 2000; Xue *et al*., 2021). This suggests that inhibition of germination by ABA reflects energy and nutrient limitations rather than a simple nutrient deficiency. In germinating seeds, higher levels of soluble sugars mobilized from internal reserves are positively associated with faster germination rates (Zhao *et al*., 2018). In starch‐rich seeds, these sugars mainly derive from starch degradation. However, mature Arabidopsis seeds contain minimal starch – restricted to the lower hypocotyl – and instead store lipids as their main carbon source (Streb & Zeeman, 2012; Chen *et al*., 2015). During germination, lipids are broken down into acetyl‐CoA, which feeds into the glyoxylate cycle to produce four‐carbon intermediates. These are converted to sucrose via gluconeogenesis (Quettier & Eastmond, 2009), then transported or further metabolized into Glc and Fru before being transported to support growth.

Several sugar signaling pathways in Arabidopsis have been reported, including Hexokinase 1 (HXK1) (Jang *et al*., 1997; Moore *et al*., 2003), the regulator of G‐protein signaling 1 (RGS1) (Chen *et al*., 2003), target of rapamycin (TOR) (Menand *et al*., 2002; Xiong & Sheen, 2012), and SNF1‐related protein kinase (SnRK1)‐mediated pathways (Le Guen *et al*., 1992; Baena‐Gonzalez *et al*., 2007). In yeast, both energy deprivation caused by Glc limitation and environmental stress, such as sodium ion stress and alkaline pH can activate the SNF1 signaling pathway (Woods *et al*., 1994; Hong & Carlson, 2007). The plant orthologs, the SnRK1s, exert similar responses to energy deprivation, such as hypoxia and extended darkness (Baena‐Gonzalez *et al*., 2007). SnRK1s and TOR are evolutionarily conserved protein kinases that sense energy status but play antagonistic roles in energy homeostasis through the control of gene expression (Baena‐Gonzalez *et al*., 2007; Xiong *et al*., 2013). It remains unclear which sugar signaling pathway is involved in the inhibitory effect of Glc on ABA during seed germination.

Our previous study showed that in ABA‐treated seeds, genes encoding sugar transport proteins 1 and 4 (STP1 and STP4) and SWEET15 were downregulated by ABA, which implies that they may contribute to reduced Glc absorption into ABA‐treated seeds and are unlikely to play a key role in mediating Glc transport for the antagonistic role of ABA (Xue *et al*., 2021). In this study, we report that *sweet1* mutants fail to restore germination under ABA treatment in the presence of Glc. We also demonstrate that SWEET1 transports Glc and is localized to the plasma membrane of embryo epidermal and cortical cells in germinating seeds. This suggests SWEET1 is primarily responsible for Glc transport into the embryo, thereby providing the energy needed to overcome ABA inhibition during germination. Our transcriptomic data show that the SnRK1 pathway was differentially regulated by Glc + ABA in WT and in *sweet1*. The genetic analysis reveals that mutation of *SNF1 kinase homolog 10* (*KIN10*), encoding a key catalytic subunit of the SnRK1 complex, compromises the Glc effects on antagonizing ABA inhibition.

## Materials and Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* ecotype Col‐0 was used as wild‐type (WT). All plants used in this study were in the Col‐0 background. The *sweet1* (SALK_029479), *stp1‐1* (SALK_048848), *stp13‐1* (SALK_045494), *plt4* (SAIL_759_E05), *plt5* (SALK_050162), *abi5‐8* (SALK_013163), and *tor‐es* were obtained from the Arabidopsis Biological Resource Center (ABRC). The *kin10* (GABI_579_E09) and *p35S:KIN10‐myc* were obtained from Dr Ming‐Yi Bai. The T‐DNA insertion site of *sweet1* was determined by amplifying the flanking region and sequencing the PCR products. Seeds were surface sterilized by 70% ethanol for 5 min, rinsed with distilled water three times, and then kept at 4°C for 3 d for imbibition. The seeds were then sown on ½‐strength Murashige & Skoog (½MS) medium with 1% agar. All stocks added to sterilized media (sugars, ABA, and estradiol) were sterilized by a 0.22‐μm filter. Plates were incubated in the growth chamber with constant light (100 μmol m^−2^ s^−1^) at 22°C.

### Plasmid constructs and plant transformation

The 4056‐bp genomic fragment containing the *SWEET1* promoter and coding region was amplified using primers SWEET1CMF‐1 and SWEET1CMR‐1 and cloned into the entry vector pDORN221‐f1. The *pSWEET1:gSWEET1* cassette was switched to the binary vectors pEG‐TW1‐EYFP and pMDC163 via LR reaction to make *pSWEET1:gSWEET1‐YFP* and *pSWEET1:gSWEET1‐GUS*, respectively. The fragment *pSWEET1:gSWEET4* was synthesized by replacing the *SWEET1* exonic sequences with the *SWEET4* exonic sequences and retaining the *SWEET1* introns and cloned into the entry vector pDORN221‐f1 to obtain *pDONR221‐f1/pSWEET1:gSWEET4*. The *pSWEET1:gSWEET4* cassette was switched to the pEG‐TW1‐EYFP vector by LR reaction. The *sweet1_crispr* lines were generated via the pCAMBIA1300/*pYAO*:hSpCas9 system (Yan *et al*., 2015) using primers SWT1_CRISPR‐F and SWT1_CRISPR‐R. Arabidopsis plants were transformed using standard floral dip methods. Transformants were selected on ½MS supplemented with 25 μg ml^−1^ glufosinate ammonium or 50 μg ml^−1^ hygromycin. See Supporting Information Dataset S1 for oligonucleotide sequences.

### Germination assays

After 3‐d imbibition at 4°C in the dark, at least 50 seeds for each genotype were sown on ½MS medium supplemented with or without ABA, sugar, or other chemicals. Germination is defined as the first sign of radicle tip emergence from the endosperm, which is counted every 12 h. The germination rate was calculated based on at least three replicates. Without being specified in this text, either 60 mM Glc, 2 μM ABA, or 2 μM ABA plus 60 mM Glc (ABA + Glc) was applied for this study. Seeds in each germination assay were harvested from the same batch of plants, which were grown in the same room and under consistent controlled growth conditions. We observed that different batches and storage periods of ABA may slightly affect the suppression of germination.

### Glc uptake assays

Seeds were sown on ½MS medium with 1% agar and grown under constant light at 22°C for 24 h in the chamber, then transferred to fresh liquid ½MS medium containing 12.8 μM D‐[^14^C]‐Glc (NEC‐042X; PerkinElmer, Waltham, MA, USA) with or without 5 μM ABA, or in the presence of 60 mM cold Glc, for 6 h with 200 rpm shaking. Seeds were rinsed three times and ground with a pestle in a 1.5‐ml tube. The lysate solution was transferred into a 5‐ml scintillation vial, followed by the addition of 200 μl 1% bleach. Radioactivity was measured by liquid scintillation spectrometry (LS 6500 multi‐purpose scintillation counter; Beckman Coulter, Brea, CA, USA) for 3 min per vial. For the uptake assay in germinating seeds, seeds were sown on ½MS medium with 1% agar supplemented with D‐[^14^C]‐Glc. Ten newly sprouted seedlings from each genotype per replicate were collected at 60 h after imbibition (HAI).

### GUS histochemistry

*pSWEET1:gSWEET1‐GUS* seeds were surface‐sterilized and dissected by a needle to separate the embryos and seed coats (endosperm + testa) at the indicated time points. The isolated embryos and seed coats were submerged in 0.5 mg ml^−1^ X‐Gluc solution (0.1 M sodium phosphate buffer, pH 7.0, 10 mM EDTA, 0.1% Triton X‐100, 0.5 mM potassium ferrocyanide, 0.5 mM potassium ferricyanide), subjected to vacuum infiltration a few times, and kept at 37°C for 12 h. After that, the materials were destained in 70% ethanol.

### Confocal imaging

After imbibition, *pSWEET1:gSWEET1‐YFP*/*sweet1* seeds were sown on ½MS medium with or without treatments. The embryos were isolated at the indicated time points. The fluorescence in the embryonic tissues was observed and imaged using a Carl Zeiss LSM710 confocal microscope. Fluorescent proteins were excited at 514 nm, and emissions were collected at 540 nm. The confocal images were processed using ImageJ (Fiji).

### Yeast complementation assay

The CDS fragments of *SWEET1* and *SWEET4* were cloned into the pDONR221‐f1 vector and then switched to the pDRf1‐GW vector via LR reaction. These constructs were transferred into *Saccharomyces cerevisiae* strain EBY.VW4000 using the LiAc‐mediated method. The positive control pDRf1‐GW/HXT5 and the yeast growth assay on plates supplemented with 2% different sugars were described in a previous study (Chen *et al*., 2010).

### Transcriptomic analysis

After 3‐d imbibition at 4°C, WT and *sweet1* seeds were sown on ½ MS medium and incubated for 24 h in a growth chamber with constant light at 22°C. Seeds were collected and transferred to liquid ½MS medium under treatment of either 60 mM Glc, 5 μM ABA or 60 mM Glc plus 5 μM ABA for 6 h. RNA was extracted by RNeasy PowerPlant Kit (13500‐50; Qiagen) according to the manufacturer's instructions. DNA was removed by Turbo DNA‐free kit (AM1907; Invitrogen). A total of 1 μg total RNA was used for library preparation. The libraries were constructed using KAPA mRNA Hyper Prep kit (KK8581; Roche) with KAPA Dual‐indexed Adapter kit for Illumina platforms (KK8722; Roche). Libraries were pooled at equimolar ratios and sequenced on an Illumina NovaSeq 6000 platform with paired‐end reads at the UIUC Roy J. Carver Biotechnology Center. Gene expression levels were quantified using Kallisto v 0.44.033 (Bray *et al*., 2016) by mapping reads to *Arabidopsis thaliana* primary transcript sequences (v11). The differentially expressed genes (DEGs) were screened out using the Sleuth program (Pimentel *et al*., 2017) with > 10 counts per million reads in at least 50% samples, a |*b*| ≥ 0.2, and a *q*‐value < 0.05. Samples were evaluated based on pair‐wise comparison between different treatments, and outliers within each treatment condition were removed before further principal component analysis. Hierarchical clustering was performed using the gplots package in R based on the TPM data. GO analysis was performed using PANTHER35 (*P* < 0.05). The transcriptomic data from Col‐0 under different treatments were published in Xue *et al*. (2021), although the *sweet1* dataset was collected together.

### Total protein extraction and immunoblotting

WT and *sweet1* seeds were sown on ½MS medium supplemented with Glc, ABA, or ABA + Glc, and samples were collected at 60 HAI. Total proteins were extracted in a buffer containing 50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 10 mM MgCl_2_, 0.1% Tween 20, 1 mM PMSF, and 1% protease inhibitor cocktail. After centrifugation at 14 000 ***g*** for 15 min at 4°C, supernatants were transferred to new tubes. Equal amounts of total protein were loaded and separated by electrophoresis on a 12% SDS‐PAGE gel. ABI5 levels were determined by immunoblotting with the primary antibody against ABI5 (ab98831; Abcam, Cambridge, UK).

## Results

### SWEET1 is involved in antagonizing ABA‐inhibited seed germination

After a 3‐d imbibition, WT (Col‐0) seeds were sown on ½MS medium supplemented with either Glc, ABA, or ABA + Glc. Germination inhibition by ABA was relieved by Glc supplementation (Fig. 1a). Using a noninvasive FRET Glc sensor that can monitor steady cytosolic Glc levels, we previously showed that Glc breaks ABA inhibition on seed germination by overcoming the local restrictions on Glc availability (Xue *et al*., 2021). This phenomenon suggests that at least one Glc transporter still functions under ABA treatment. To investigate which sugar transporter mediates Glc uptake into seeds to overcome ABA inhibition during germination, we checked the expression patterns of known Glc transporter gene families from our transcriptome dataset that were collected from WT seeds treated for 6 h at 30 hours after imbibition (HAI) (Xue *et al*., 2021). Under the control condition, mRNA transcripts of *SWEET1*, *sugar transport protein 1* (*STP1*), *STP4*, *STP7*, *STP13*, *STP14*, *polyol transporter 4* (*PLT4*), and *PLT5* were detected before germination (Fig. S1a–c). Among them, *STP1*, *STP4*, *PLT4*, and *PLT5* were downregulated to a similar degree by ABA and ABA + Glc treatments in germinating seeds (Fig. 1b) (Xue *et al*., 2021), which suggests that they are unlikely to be involved in Glc suppression of ABA inhibition. Only the *SWEET1* transcript level remained high upon ABA treatment with or without Glc, which indicates that SWEET1 may maintain its full function under all conditions (Fig. 1b). Moreover, *SWEET1* was upregulated, while *STP1*, *STP4*, and *STP14* were downregulated by ABA + Glc in the seedling stage (Fig. S1d) (Li *et al*., 2006). To validate their functions, we tested the germination phenotypes of T‐DNA insertional mutants of *SWEET1*, *STP1*, *STP13*, *PLT4*, and *PLT5* under these conditions. Only the *sweet1* mutant failed to relieve ABA inhibition on germination by Glc. Other mutants we tested did not show any visible differences compared to WT under treatment (Fig. 1c). The *sweet1* (SALK_029479) is a null mutant since no transcript was detected (Fig. S2a,b). Comparison of the germination rate over time between *sweet1* and WT upon the different treatments clearly showed that germination of both WT and *sweet1* was suppressed by ABA up to 7 d after imbibition (DAI), and that Glc rescued germination of the WT but not *sweet1* under ABA treatment (Fig. 1d). This partial rescue of WT and lack of rescue for *sweet1* by Glc was further confirmed by a second mutant generated by CRISPR/Cas9 editing (Fig. S2c), consistent with what was shown in Fig. 1(c). As we expected, late germination and retarded seedling growth of *sweet1* on media containing ABA + Glc could be fully rescued by SWEET1‐YFP translational fusion under the control of the native promoter (*pSWEET1:gSWEET1‐YFP*) (Fig. 1e). Therefore, we concluded that SWEET1 contributes to Glc allocation in ABA‐treated seeds.

**Fig. 1:**
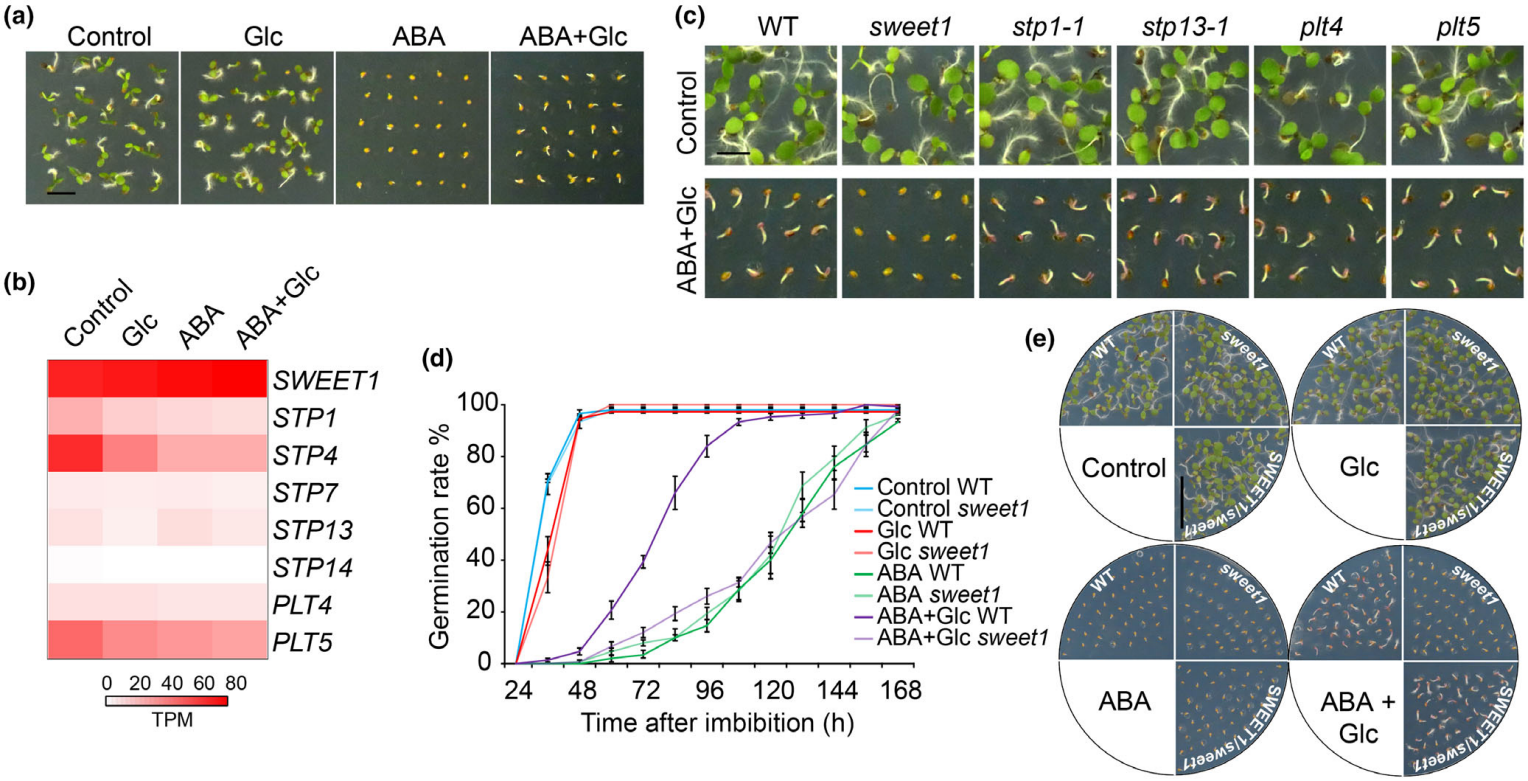
SWEET1 contributes to glucose (Glc) suppression of abscisic acid (ABA) inhibition on seed germination. (a) Glc antagonizes ABA inhibition on germination in *Arabidopsis thaliana*. After a 3‐d imbibition, wild‐type (WT) (Col‐0) seeds were placed on ½‐strength Murashige & Skoog (½MS) medium supplemented with either Glc or ABA or both. Images were captured at 4 d after imbibition (DAI). Bar, 5 mm. (b) Transcript levels of Glc transporter genes upon treatments in germinating seeds at 30 h after imbibition. Values are transcripts per million (TPM). (c) Phenotypes of sugar transporter mutants upon ABA + Glc treatment. After 3‐d imbibition, mutant seeds were sown on ½MS medium with either Glc, ABA, or ABA + Glc. Mutants showed comparable phenotypes to WT under all conditions except *sweet1* under ABA + Glc condition. Images were captured on 7 DAI. Bar, 5 mm. (d) Germination rate of WT and *sweet1* under treatments. Glc fails to promote germination of *sweet1* in the presence of ABA. Values are means ± SE (*n* = 3). (e) Phenotypes of *sweet1* upon treatments for 7 d. Seeds of WT, *sweet1,* and *pSWEET1:gSWEET1‐YFP/sweet1* were grown on the indicated medium. SWEET1‐YFP can rescue *sweet1* defects on the ABA + Glc medium. Bar, 1 cm.

### The *sweet1* mutant impairs Glc uptake and allocation

In addition to germination phenotypes mentioned above, we observed that the hypocotyl region of 3‐d‐old SWEET1 seedlings accumulated less anthocyanin than WT, likely due to impaired Glc uptake (Fig. 2a), aligning with previous findings that a high concentration of Glc can trigger anthocyanin accumulation in plants (Solfanelli *et al*., 2006; Hu *et al*., 2016). This result demonstrates that SWEET1 plays a role at the post‐germination growth stage.

**Fig. 2:**
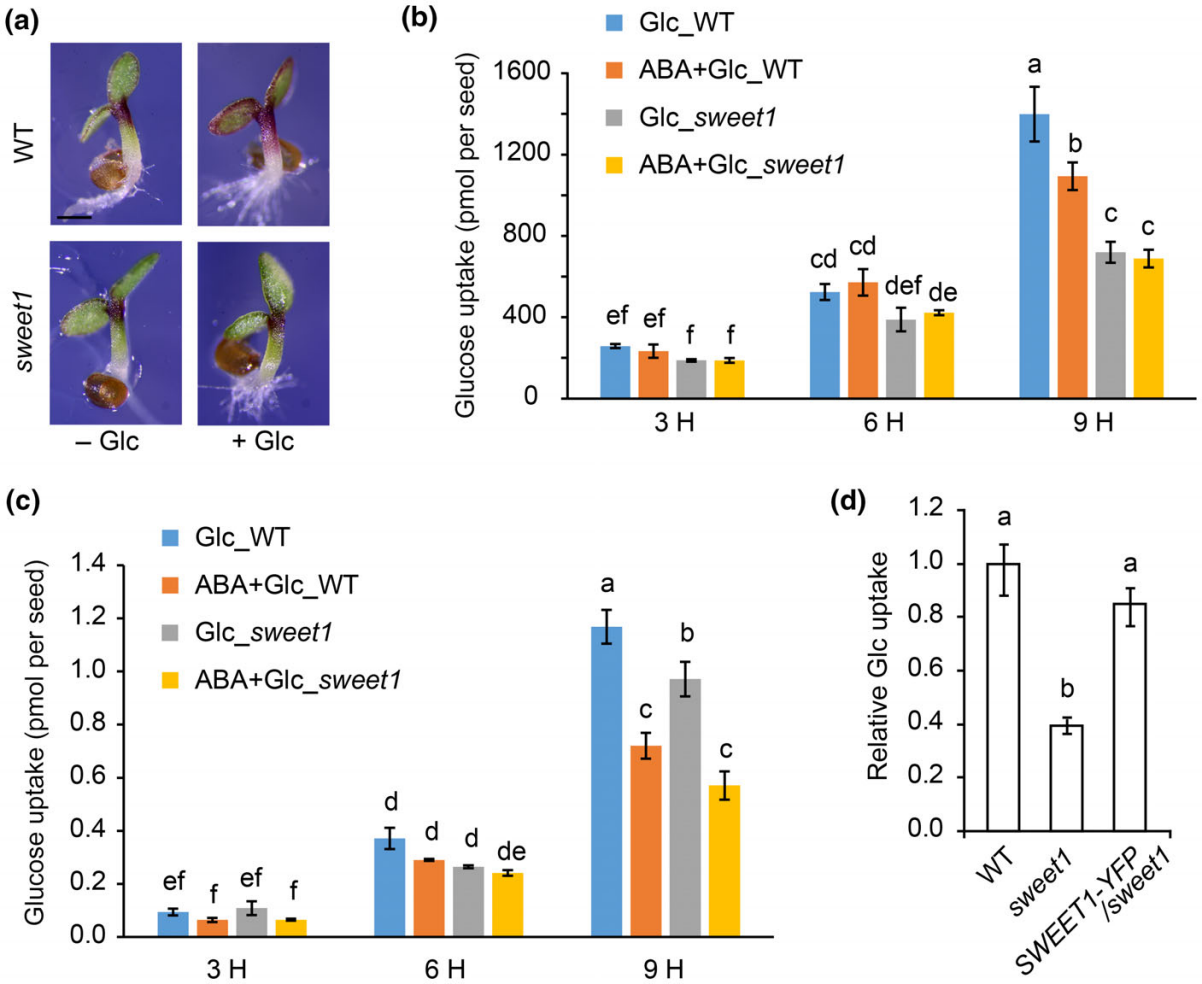
Glucose (Glc) uptake is impaired in the *sweet1* mutant. (a) Phenotypes of wild‐type (WT) and *sweet1* on medium supplied with 60 mM Glc. More anthocyanin accumulates in the hypocotyl region of 3‐d‐old WT seedlings. Bar, 0.5 mm. (b, c) Glc uptake assay in WT and *sweet1* upon abscisic acid (ABA) treatment with (b) or without (c) 60 mM cold Glc in the medium. Arabidopsis seeds at 24 h after imbibition were collected and transferred to a liquid ½‐strength Murashige & Skoog medium with incubation for 3, 6, and 9 h. Values are means ± SE (*n* = 3). Different lowercase letters indicate significantly different means at *P* < 0.05 by one‐way ANOVA Tukey test. (d) Glc uptake assay of WT, *sweet1,* and *SWEET1‐YFP/sweet1*. Relative levels of Glc uptake in *sweet1* and *SWEET1‐YFP/sweet1* were normalized to the value of WT. Values are means ± SE (*n* = 4). Different lowercase letters indicate significantly different means at *P* < 0.05 by one‐way ANOVA Tukey test.

Since SWEET1 transports Glc (Chen *et al*., 2010) and functions during and after seed germination, we directly evaluated how much SWEET1 contributes to overall Glc uptake in germinating seeds. The uptake of radioactive Glc was measured in WT and *sweet1* upon ABA treatment with (Fig. 2b) or without (Fig. 2c) 60 mM cold Glc. Under the 60 mM Glc condition, the amount of Glc absorbed by the *sweet1* mutant was only half that of WT after incubation for 9 h (Fig. 2b). ABA significantly suppressed Glc uptake in both WT and *sweet1*, although the difference is not as great for the mutant with and without ABA. These data indicate that SWEET1 is the main contributor to Glc uptake in the presence of 60 mM Glc (Fig. 2b). Under the limited Glc condition with radioactively labeled Glc only (*c*. 12.8 μM Glc in the final reaction buffer), the *sweet1* took up 85% of the Glc absorbed by WT (Fig. 2c), which is consistent with the presence of other high‐affinity Glc transporters, such as the STPs (Buttner, 2010). Under the low Glc concentration, the inhibition of Glc uptake by ABA in both WT and *sweet1* is likely due to ABA‐mediated downregulation of *STP* expression (Xue *et al*., 2021). Our data suggest that SWEET1 functions better when Glc is in the millimolar range, which aligns with its affinity for Glc at *c*. 9 mM (Chen *et al*., 2010). By contrast, STPs generally function at a low Glc concentration, compatible with their high affinity with *K*_m_ values in the micromolar range (Buttner, 2010). To test the Glc uptake during germination, seeds were sown on ½MS medium supplemented with D‐[^14^C]‐Glc, and seeds that had just germinated were collected at 60 HAI. The Glc uptake defect of the *sweet1* mutant under ABA + Glc was fully complemented by *pSWEET1:gSWEET1‐YFP* (Fig. 2d). This complementation further supports the idea that SWEET1 plays a critical role in countering ABA inhibition.

### Cell‐type expression of *SWEET1*

To determine whether SWEET1 is potentially involved in sugar allocation among different tissues, we analyzed its tissue expression pattern throughout the life cycle. The SWEET1‐GUS translational reporter line was generated by fusing the genomic coding region with *GUS* under the control of the native promoter (*pSWEET1:gSWEET1‐GUS*). We observed that SWEET1 was active in dry seeds and remained high in the whole embryo except for the radical tip, proceeding from imbibition to 2 DAI, and then appeared to accumulate in the root tip and newly emerging true leaves until 4 DAI (Figs 3a–e, S3a–c). There was no GUS staining detected in the endosperm and testa (Fig. S3a). In the first pair of true leaves, GUS signals appeared on the veins (Fig. S3d).

**Fig. 3:**
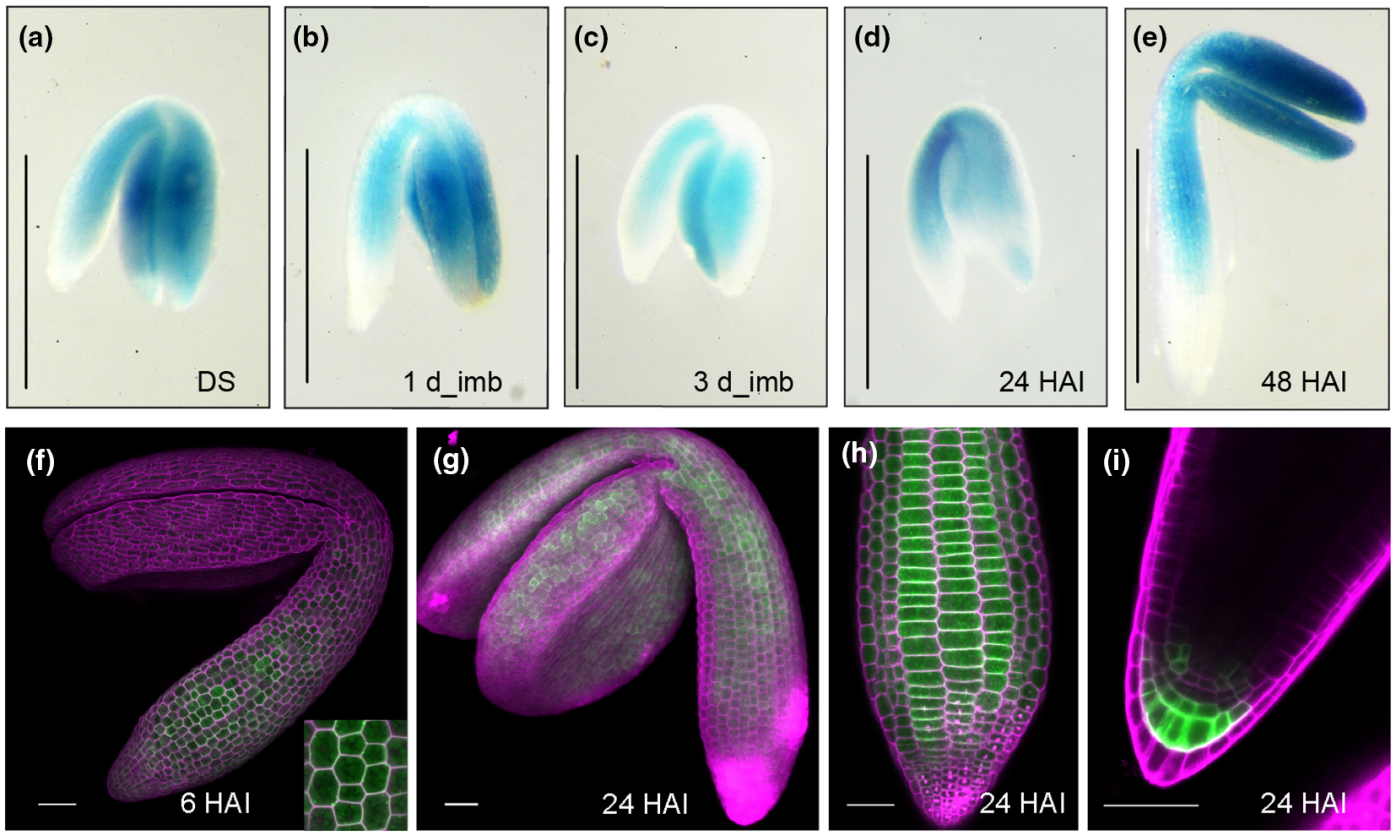
Expression profile of *SWEET1*. (a–e) SWEET1 accumulation pattern from dry seeds (DS) to seedlings. GUS staining of *pSWEET1:gSWEET1‐GUS* was observed in dry seeds (a), imbibed seeds (b, c), and germinating seeds (d, e) at the indicated stages after imbibition. Bars, 0.5 mm. (f) SWEET1‐YFP is detected in the epidermis of hypocotyl at 6 h after imbibition (HAI). The inset shows an enlarged hypocotyl epidermal cell. Bar, 50 μm. (g–i) SWEET1 is detectable in germinating seeds. SWEET1‐YFP under control of native promoter is active in cotyledon (g), cortex cells of the hypocotyl (h), and root tip (i) at 24 HAI. Bars, 50 μm. GUS, β‐glucuronidase; YFP, yellow fluorescent protein.

Since cell elongation in the hypocotyl is critical for germination and SWEET1‐GUS shows interesting patterns before and post‐germination, we in turn investigate the cell‐type expression pattern in *pSWEET1:gSWEET1‐YFP*, *sweet1* plants. SWEET1‐YFP was detected first in hypocotyl epidermal cells (Fig. 3f), as well as weak expression in cortex cells at 6 HAI (Fig. S3e). Then SWEET1‐YFP was expressed in the whole embryo at 24 HAI (Fig. 3g) and strong expression was found in hypocotyl cortex cells (Fig. 3h) and root tip, relatively stronger in cortex/endodermis initials, epidermis/lateral root cap initials, and columella cells (Fig. 3i). Because SWEET1‐YFP accumulates at the root tip and SWEET1 mediates sugar allocation, we speculate that SWEET1 may contribute to root development.

### Sugar suppression of ABA inhibition is dependent on the availability of substrate and the corresponding transporters locally

To explore the possible mechanism underlying SWEET1 being involved in seed germination under ABA + Glc, we evaluated the *SWEET1* transcript and protein levels throughout seed germination at different time points upon treatment. Our quantitative polymerase chain reaction revealed that the *SWEET1* transcript was slightly upregulated by Glc at 12 HAI, showed no change at 24 HAI, whereas it was upregulated by Glc, ABA, and ABA + Glc at 48 HAI (Fig. S4a).

To test how SWEET1 responds to treatments during germination and if the reduced Glc uptake under ABA is due to the degradation of SWEET1, we used confocal microscopy to visualize the dynamics of SWEET1‐YFP driven by the *SWEET1* native promoter under treatments at 24 HAI. We found that in hypocotyl cortical cells, SWEET1‐YFP abundance was lowered by Glc but enhanced by ABA (Fig. 4a). Because SWEET1 transcript levels were not changed by Glc or ABA at 24 HAI (Fig. S4a), we speculated that the abundance of SWEET1‐YFP was affected by ABA and Glc at translational or posttranslational levels. In addition, the SWEET1‐YFP did show plasma membrane (PM) localization in germinating seeds, which is consistent with constitutively expressed SWEET1 (Chen *et al*., 2010).

**Fig. 4:**
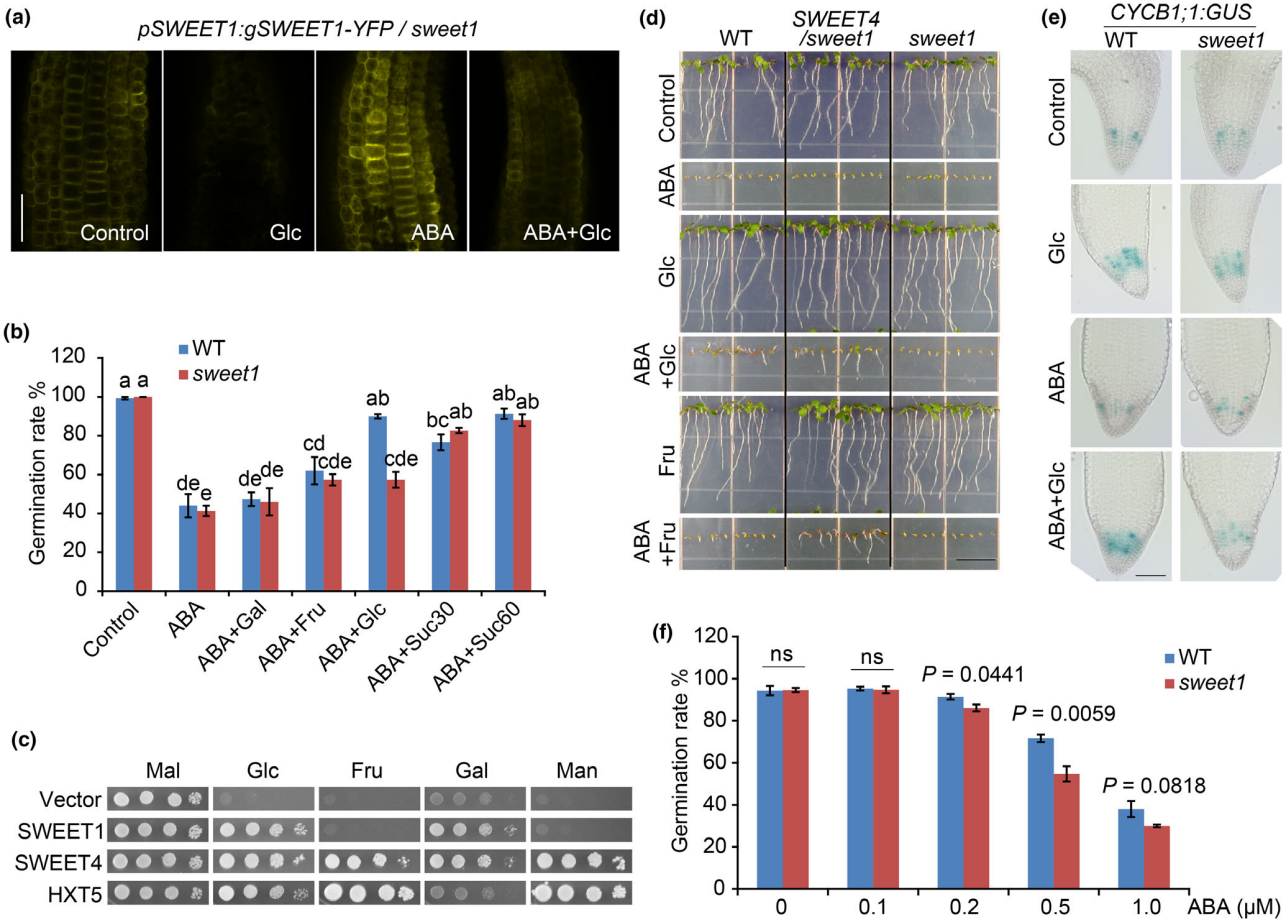
Sugar relief of abscisic acid (ABA) inhibition depends on transporter activities. (a) Glucose (Glc) and ABA regulate SWEET1 abundance in the hypocotyl during germination. The *pSWEET1:gSWEET1‐YFP/sweet1* seeds were sown on a ½‐strength Murashige & Skoog medium (½MS) medium supplemented with Glc, ABA, and ABA + Glc, respectively. Lower SWEET1‐YFP levels were detected under Glc, and higher SWEET1‐YFP levels were observed under ABA in the hypocotyl at 24 h after imbibition (HAI). Bar, 50 μm. (b) Germination rate of WT and *sweet1* seeds under ABA or ABA + sugar treatment. After a 3‐d imbibition, seeds were sown on ½MS medium supplemented with ABA or ABA with 60 mM of a hexose, namely galactose (Gal), fructose (Fru), and Glc, or sucrose (Suc) at two concentrations. The germination rates at 72 HAI were shown as means ± SE (*n* = 3). Different lowercase letters indicate significantly different means at *P* < 0.05 by one‐way ANOVA Tukey test. (c) Transport activities of SWEET1 and SWEET4 in yeast. The complementation assay was performed in yeast strain EBY.VW4000. Yeast transformed with Arabidopsis SWEET1, SWEET4, yeast hexose transporter HXT5, or empty vector (vector) were cultured on the medium supplemented with 2% of sugar, namely maltose (Mal), Glc, Fru, Gal, and mannose (Man). SWEET4 can transport Glc, Fru, Gal, and Man in yeast. (d) Root growth phenotypes of WT, *sweet1,* and *pSWEET1:gSWEET4‐YFP/sweet1* plants grown under ABA and ABA + sugar treatment. Both Glc and Fru can promote root growth under ABA conditions in *pSWEET1:gSWEET4‐YFP/sweet1* plants. Bar, 10 mm. (e) CYCB1;1‐GUS activities upon treatments. Seeds of CYCB1;1‐GUS in WT and *sweet1* were incubated on medium supplemented with Glc, ABA, or ABA + Glc for 48 h. Bar, 0.1 mm. (f) Germination rates of WT and sweet1 under low ABA concentrations at 48 h after imbibition. *P* values (Student's *t*‐test) are shown above the histogram. Values are means ± SE (*n* = 4). ns, no significant difference.

The observation aforementioned supported that Glc suppressing ABA inhibition is unlikely to be explained by SWEET1 protein levels because SWEET1‐YFP level under ABA + Glc was lower than that under ABA (Fig. 4a). Then, we examined whether this process was associated with SWEET1 substrates. We tested the germination rate and primary root growth on a medium supplemented with ABA and other sugars. Interestingly, in *sweet1*, Suc could relieve ABA inhibition during both seed germination and seedling root growth, while Glc could not (Figs 4b, S4b). These data suggest that there must be another active Suc transporter, rather than SWEET1, that plays a primary role in Suc‐mediated relief of ABA inhibition, although SWEET1 shows weak Suc transporting activity (Chen *et al*., 2010). In addition, galactose (Gal) and mannitol (Mann) failed to relieve ABA inhibition on germination and root growth, respectively (Figs 4b, S4b).

It is worth noting that Fru only showed a slight rescue of germination and root growth in both WT and *sweet1* in the presence of ABA (Figs 4b, S4b), but was not significantly different from ABA treatment alone, which may be due to the lack of an efficient Fru transporter in germinating seeds. To test this notion and if either the transporter or a substrate of the transporter matters most, we introduced SWEET4 into our assay since SWEET4 can transport Fru (Liu *et al*., 2016) and its transcript was undetectable in germinating seeds (Fig. S1a). Before we introduced SWEET4 into the *sweet1* mutant, we tested the sugar transport activities of SWEET1 and SWEET4 in yeast. SWEET4 can transport Fru, Gal, and mannose (Man) in addition to Glc in yeast, showing the same activity as the positive control HXT5, whereas SWEET1 can transport Gal and Glc in our system (Fig. 4c). Then, we made a chimeric construct that replaced the *SWEET1* exons with the corresponding *SWEET4* exons, but kept the *SWEET1* introns and its promoter for a genetic complementation assay. As shown in Fig. 4(d), *sweet1* carrying *pSWEET1:gSWEET4‐YFP* displayed a phenotype comparable to that of WT when germinating on ABA + Glc medium, which indicates that the substrate transported by a transporter, not the transporter itself, matters most. It is worth noting that SWEET4 is expected to be a low‐affinity transporter, since all SWEETs with a measured *K*_m_ from Arabidopsis or other species have been demonstrated to be low‐affinity STPs (Chen *et al*., 2010, 2012; Guo *et al*., 2014; Ho *et al*., 2019; Xue *et al*., 2022). In the presence of Fru, seeds of *pSWEET1:SWEET4‐YFP/sweet1* germinated better on ABA medium than WT. These data suggest that the potential of a metabolizable sugar to antagonize ABA signaling is determined by substrate availability and activities of corresponding local transporters during seed germination.

### Sugar partitioning is compromised in *sweet1* during germination

It has been reported that Glc can activate the transcription of S‐phase‐related genes to promote cell proliferation in the root meristem zone (Xiong *et al*., 2013), while our data found that Glc evoked germination and primary root growth in the presence of ABA. To investigate whether Glc‐promoted cell division is compromised in *sweet1*, we introduced the cell cycle marker CYCB1;1‐GUS into the *sweet1* mutant and tested the activities upon treatments. GUS staining results showed that cell division was enhanced by Glc in both WT and *sweet1* at 48 HAI but suppressed by ABA in germinating seeds. This inhibition was also reversed by Glc addition in WT, but not in *sweet1* (Fig. 4e). These data suggest that under normal growth conditions, other sugar transporters such as STPs can compensate for the loss of SWEET1. However, in the presence of ABA, which inhibits other STPs, the loss of SWEET1 leads to Glc transport defects, thereby hindering root tip cell division. This phenomenon, namely that SWEET1 is conditionally functional, is consistent with the findings shown in Fig. 2(b,c).

Since SWEET1 functions when other STPs were inhibited by the presence of ABA, we needed to create a condition that met two criteria simultaneously to observe SWEET1 function without the addition of Glc. First, the ABA concentration must reach a level that inhibits STPs, and second, the ABA concentration must not be so high that the endogenous Glc level falls far below the *K*_m_ of SWEET1. Our previous study also found that germination inhibition caused by 2 μM ABA can be overcome by exogenous Glc (15–90 mM) in a dosage‐dependent manner (Xue *et al*., 2021). It is conceivable that endogenous Glc concentrations antagonize relatively low ABA levels. The lack of any seed germination phenotype for *sweet1* under normal conditions indicates that endogenous ABA levels may be below the antagonism window. One would assume that Glc may not be able to reach the antagonism window in a particular embryo subdomain in *sweet1* due to insufficient Glc allocation if a low amount of ABA is provided exogenously, which may allow us to observe any phenotypic differences between WT and *sweet1*. To test this assumption, we germinated *sweet1* at low ABA concentrations, from 0.1 to 1 μM. At these low ABA concentrations and without exogenous Glc, the *sweet1* mutation delayed germination compared to WT (Fig. 4f), although the *sweet1* phenotype was more severe when germinating on 2 μM ABA plus 60 mM Glc (Fig. 1d). This finding suggests that less sugar is partitioned to where it can suppress ABA inhibition in the *sweet1* mutant. However, it cannot be excluded that ABA signaling may be altered in the *sweet1* mutant.

### Glc antagonism of ABA response is globally weakened in *sweet1*

Glc functions as a source of energy and carbon skeleton, as well as a signal molecule that regulates many biological processes and interplays with other signaling pathways, including ABA (Zhang *et al*., 2016; Wang *et al*., 2018; Fu *et al*., 2020). 

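The *sweet1* line carries a T-DNA in *SWEET1* (AT1G21460), which encodes a sugar transporter of the SWEET family and lies on the minus strand of chromosome 1 from 7511750 to 7513481 in TAIR10.1.
In the libraries labelled *sweet1*, control replicates 1 to 4 held 11.1, 13.0, 13.3 and 10.8 TPM of *SWEET1*.
Glc replicates 1 to 4 held 12.4, 13.6, 14.5 and 17.59 TPM, and ABA replicates 1 to 4 held 14.4, 13.0, 16.9 and 17.1 TPM.
ABA + Glc replicates 1 to 4 held 14.9, 11.5, 8.29 and 11.2 TPM.
The paper reports no *SWEET1* transcript in the mutant by RT-PCR (Fig. S2b).
The files hold 1 value per gene and do not show on which side of the insertion the reads lie, so these levels do not check the genotype.
The log2 fold change of *SWEET1* was 0.25 with Glc (limma, Benjamini-Hochberg adjusted p = 0.223), 0.28 with ABA (adjusted p = 0.0996) and 0.05 with ABA + Glc (adjusted p = 0.828), which did not pass the test.
Over all 16 libraries the change with ABA did not pass either (adjusted p = 0.0928), but it passed with ABA replicate 3 added alone, a setting chosen after the values were seen (0.33, adjusted p = 0.0365).
Every comparison below is between treatments within this label, and the WT libraries were not analysed here.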

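Whole *sweet1* seeds in the Col-0 background were imbibed for 3 d and moved to agar medium in constant light at 22 °C before treatment.
They then spent 6 h in liquid medium with no addition (control), with 60 mM Glc, with 5 µM ABA, or with both, and RNA was taken at 30 h after imbibition.
The labels give 4 biological replicates of each treatment, 16 libraries in all.
RNA was extracted with the RNeasy PowerPlant kit, and KAPA mRNA libraries were sequenced with paired-end reads, on a NovaSeq instrument by the paper's methods and on a HiSeq instrument by the labels.
The authors trimmed reads with Trimmomatic and estimated gene values with kallisto on primary transcripts.
The deposited values carry the header TPM, yet their sum per library was 951008 to 1053766.
The median over genes of each library's ratio to the geometric mean of all libraries was 0.9987 to 1.0057, so the authors had rescaled the values between libraries, in a step not given in the sources used here.
TPM means these deposited values throughout.
They are not read counts, so the depth per library and the counting error of a value are not known from them.
Dataset S1 has columns for 14 of the 16 libraries and lacks ABA replicate 3 and ABA + Glc replicate 3; the methods say only that outliers within each treatment were removed.
Values are given over those 14 libraries first, with n = 4 for control and Glc and n = 3 for ABA and ABA + Glc, and then over all 16.
The 17498 genes with over 0.5 TPM in at least 50% of the libraries were tested with limma on log2(TPM + 0.5), in 1 model of the 4 treatments.
A gene is said to have risen, fallen or changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.289, the paper's minimum of 0.2 on the natural log scale.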

To better understand the molecular interaction between Glc and ABA and explain the *sweet1* germination phenotype, we performed transcriptome analysis comparing the downstream response genes in WT and *sweet1* under Glc, ABA, or ABA + Glc treatments. Pairwise comparison identified 6230 DEGs, which are grouped into four clusters (Fig. 5a; Dataset S1).

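In *sweet1* seeds, ABA changed many more genes than Glc did. Against the control, ABA raised 1815 genes and lowered 2324 (1744 and 2237 over all 16 libraries). *LTI65* (AT5G52300), a desiccation gene also called *RD29B*, lies on chromosome 5 from 21237021 to 21239531 and held 8.46 ± 1.67 TPM (SD, n = 4) in the control and 362 ± 31.0 TPM (SD, n = 3) under ABA. This is a log2 fold change of 5.36 (SE 0.14, adjusted p = 2.91e-13, and 5.37 over 16 libraries). ABA replicate 3 held 381 TPM of it. *NADP-ME1* (AT2G19900), which encodes a cytosolic malic enzyme, had a log2 fold change of 4.81 (SE 0.15, adjusted p = 1.27e-12, and 4.80 over 16 libraries) under ABA. *KCS19* (AT5G04530), which encodes an enzyme that elongates fatty acids for surface lipids, fell from 20.5 ± 3.31 TPM (SD, n = 4) to 2.66 ± 0.825 TPM (SD, n = 3), a log2 fold change of -2.75 (SE 0.16, adjusted p = 1.57e-09, and -2.70 over 16 libraries). *ELIP2* (AT4G14690), which encodes an early light-induced protein of the chloroplast, had a log2 fold change of -2.02 (SE 0.14, adjusted p = 1.20e-08, and -2.00 over 16 libraries) under ABA. When every library was scaled to the same sum, an alternative chosen after the sums were seen, 1364 genes rose under ABA and 3097 fell, and the share of risen genes went from 43.9 to 30.6%. The first principal component over the 14 libraries held 53.8% of the variance. On it, controls lay from -31.33 to -24.86, Glc from -22.1 to -18.7, ABA + Glc from 25.59 to 27.32 and ABA from 38.69 to 39.56. Over 16 libraries, ABA replicate 3 lay at 33.06 and ABA + Glc replicate 3 at 24.57, inside or next to their groups. ABA + Glc replicate 3 stood apart on the second component, at -42.8 against -10.89 to 12.26 for the other 15 libraries.

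**Figure D1:**
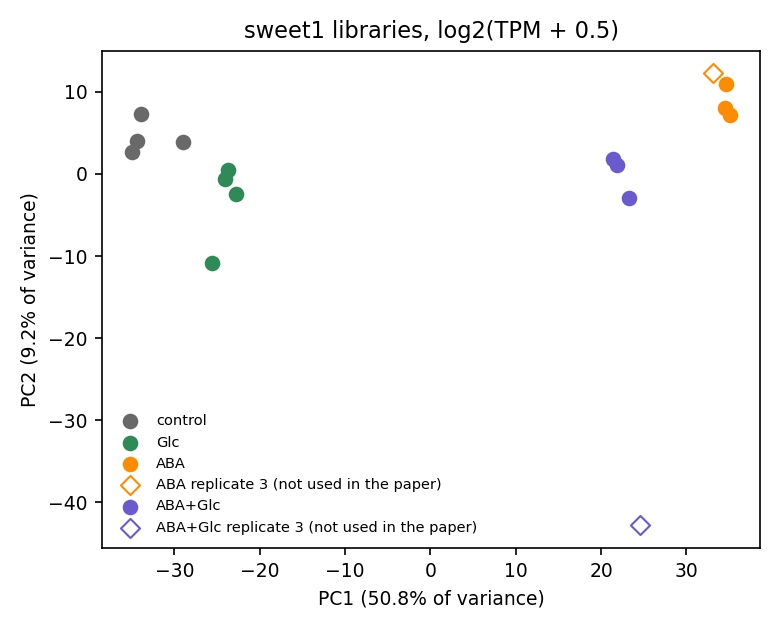
First and second principal components of log2 values of 17500 genes over all 16 libraries, 1 point per library, with 50.8% and 9.2% of the variance. Open diamonds mark ABA replicate 3 and ABA + Glc replicate 3, and the latter lies at -42.8 on the second component.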

**Fig. 5:**
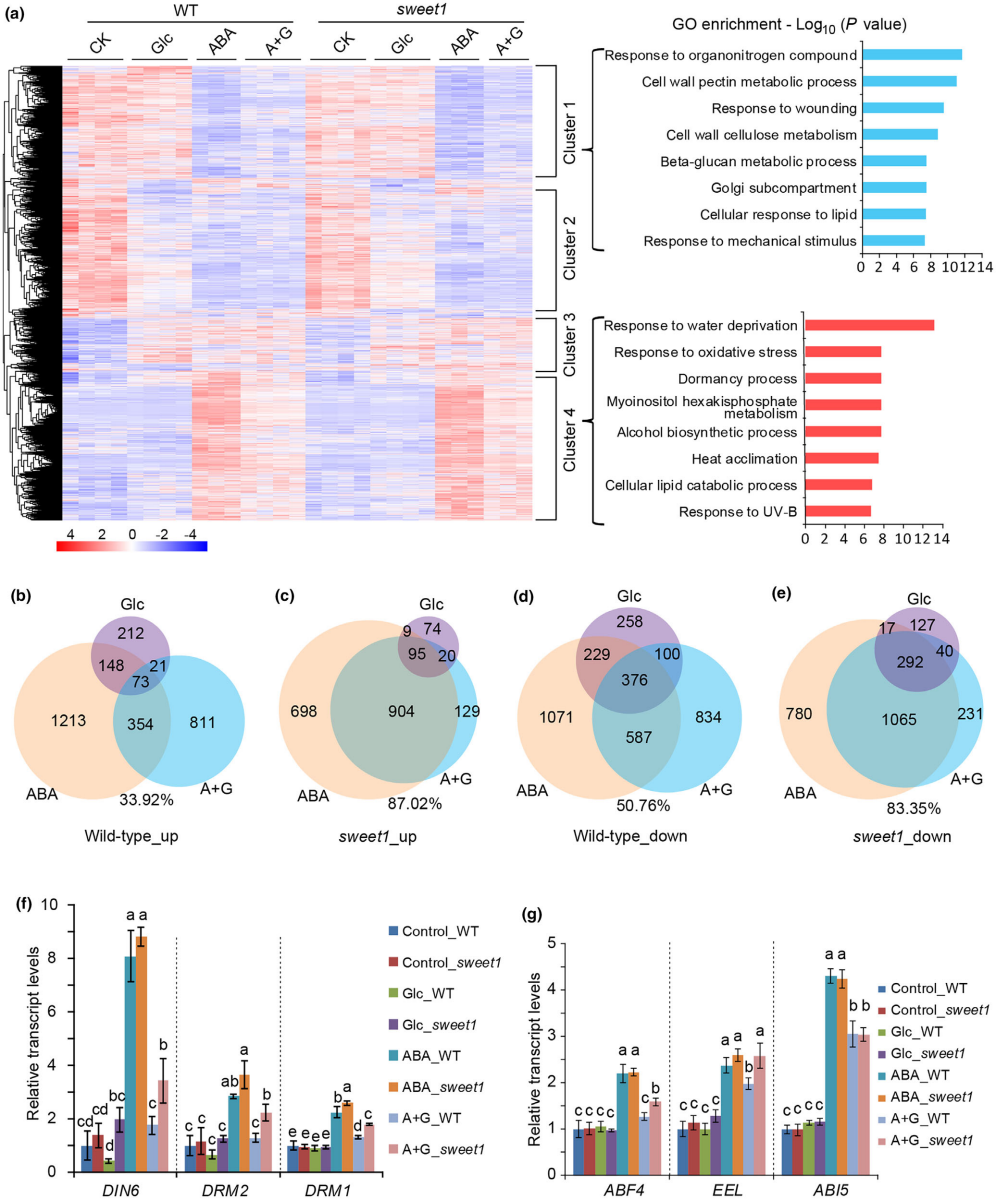
Glucose (Glc) antagonism of the abscisic acid (ABA) response is globally compromised in *sweet1*. (a) Heatmap of differentially expressed genes (DEGs). Four clusters of DEGs were classified based on the co‐expression pattern. The eight most enriched Gene Ontology terms in clusters 1 and 4 are presented in brackets. (b–e) The numbers of genes responding to Glc, ABA, and ABA + Glc in wild‐type (WT) and *sweet1*. The Venn diagrams represent DEGs (|*b*| ≥ 0.2, *q* < 0.05) with increased response upon treatments compared with that of the control condition in WT (b) and *sweet1* (c). (d, e) The numbers of downregulated DEGs upon treatments in WT (d) and *sweet1* (e), respectively. The percentage of ABA + Glc‐responsive genes overlapping with ABA‐responsive ones is shown below the diagrams. The overlapping ratio is higher in the *sweet1* background. (f) Transcript levels of SnRK1 activity marker genes. SnRK1 marker genes *DIN6*, *DRM1*, and *DRM2* were induced by ABA and suppressed by the addition of Glc. The transcript levels were higher in *sweet1* than in WT under ABA + Glc condition. Values are means ± SD (*n* = 3 or 4). (g) Transcript levels of bZIP genes under treatments. *ABF4*, *EEL*, and *ABI5* were induced by ABA. The expression of *ABF4* and *EEL* was reduced by the addition of Glc in WT, and to a lesser degree in *sweet1*, but *ABI5* was not. Values are means ± SD (*n* = 3 or 4). Different lowercase letters in (f, g) indicate significantly different means for each gene at *P* < 0.05 by one‐way ANOVA Tukey test.

Gene ontology (GO) analysis revealed distinct functional enrichment in each cluster. Cluster 1 genes, suppressed by ABA and to a lesser degree by ABA + Glc, are involved in biological processes associated with response to organonitrogen compounds, cell wall pectin metabolism, wound response, and beta‐glucan metabolism. 

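Pectin is the gel of the growing cell wall, and its synthesis and trimming enzymes set how far a radicle can expand.
Of 13 tested genes of pectin synthesis and modification, 11 fell under ABA and 5 under ABA + Glc, and the rest did not pass (8 and 5 over all 16 libraries and the same counts, 11 and 5, adjusted over the list alone).
The set test passed at the preset correlation only, under ABA (limma camera, adjusted p = 5.02e-05, and adjusted p = 0.0829 with an estimated correlation) and under ABA + Glc (adjusted p = 4.96e-05, and adjusted p = 0.0829 with an estimated correlation).
*PME3* (AT3G14310), a pectin methylesterase on chromosome 3 from 4771833 to 4775258, held 262 ± 5.03 TPM (SD, n = 4) in the control, 120.2 ± 4.61 TPM (SD, n = 3) under ABA and 139.6 ± 1.93 TPM (SD, n = 3) under ABA + Glc.
Its log2 fold change was -1.12 (SE 0.04, adjusted p = 1.16e-12, and -1.07 over 16 libraries) under ABA and -0.91 (SE 0.04, adjusted p = 2.53e-11, and -0.94 over 16 libraries) under ABA + Glc.
ABA replicate 3 held 138 TPM of *PME3* and ABA + Glc replicate 3 held 129 TPM.
*GAE1* (AT4G30440), whose enzyme makes the galacturonic acid precursor of pectin, had log2 fold changes of -0.86 (adjusted p = 6.29e-10, and -0.89 over 16 libraries) and -0.76 (adjusted p = 4.81e-09, and -0.69 over 16 libraries).
Among 21 genes of wound and touch responses, 9 fell under ABA and 9 under ABA + Glc (10 and 10 over all 16 libraries and 11 and 9 adjusted over the list alone, adjusted p = 0.109 with an estimated correlation and adjusted p = 0.0829 with an estimated correlation).
The list member *MPK3* rose under ABA, except with every library scaled to the same sum.
*WRKY18* (AT4G31800), a transcription factor of defence and wounding, had log2 fold changes of -1.15 (adjusted p = 5.58e-08, and -1.14 over 16 libraries) under ABA and -0.95 (adjusted p = 8.25e-07, and -0.78 over 16 libraries) under ABA + Glc.
*CML24* (AT5G37770), a touch-induced calmodulin-like protein, had -1.01 (adjusted p = 9.49e-08, and -1.01 over 16 libraries) and -1.06 (adjusted p = 8.31e-08, and -0.92 over 16 libraries).
Beta-glucans are cellulose and xyloglucan, and of 12 genes of their synthesis 6 fell under ABA and 4 under ABA + Glc (5 and 3 over all 16 libraries and 6 and 4 adjusted over the list alone).
Without ABA replicate 4, 3 fell under ABA. Over the 14 libraries the set test gave adjusted p = 0.22 with an estimated correlation for ABA. For ABA + Glc it gave adjusted p = 0.219 with an estimated correlation.
*CESA5* (AT5G09870), a cellulose synthase of primary walls and seed mucilage, had log2 fold changes of -0.39 (adjusted p = 0.000718, and -0.32 over 16 libraries) and -0.43 (adjusted p = 0.000487, and -0.44 over 16 libraries).
These 3 lists were chosen from terms the study reports for the same libraries, so their counts are not independent evidence.
Expansins and xyloglucan endotransglucosylases loosen walls as cells grow, and of 23 tested 17 fell and 2 rose under ABA (18 and 2 over all 16 libraries and 17 and 3 adjusted over the list alone, adjusted p = 0.0829 with an estimated correlation).
Without ABA replicate 1 or ABA replicate 4, 1 rose.
Under ABA + Glc, 14 fell and 2 rose (adjusted p = 0.0829 with an estimated correlation).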

The genes in cluster 4 which were induced by ABA and, to a lesser degree, by ABA + Glc are linked to water deprivation, oxidative stress and heat, as well as processes like dormancy including genes *DRM1* (*dormancy‐associated gene 1*) and *DRM2* (*dormancy associated gene 2*), myoinositol hexakisphosphate metabolism, alcohol biosynthesis, and cellular lipid catabolism (Fig. 5a). 

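Late embryogenesis abundant (LEA) proteins protect the contents of a drying seed, and their genes are classic targets of ABA.
Of 22 tested LEA and desiccation genes, 19 rose under ABA and 19 under ABA + Glc, with 1 fall in each, the dehydrin gene *ERD10* (18 rises under ABA over all 16 libraries and 19 and 19 adjusted over the list alone).
The set test gave adjusted p = 0.0686 with an estimated correlation under ABA and adjusted p = 0.0677 with an estimated correlation under ABA + Glc.
With Glc added to ABA, 12 of them fell (12 over all 16 libraries and 16 adjusted over the list alone, adjusted p = 0.0767 with an estimated correlation).
Without ABA replicate 1, 6 fell, and without ABA + Glc replicate 4, 6 fell.
*LEA29* (AT3G15670), on chromosome 3 from 5309886 to 5310988, held 122 ± 27.8 TPM (SD, n = 4) in the control, 3649 ± 256 TPM (SD, n = 3) under ABA and 2181 ± 126 TPM (SD, n = 3) under ABA + Glc.
*LEA29* held 3825 TPM in ABA replicate 3 and 2454 TPM in ABA + Glc replicate 3.
Its log2 fold change was 4.93 (SE 0.15, adjusted p = 1.03e-12, and 4.95 over 16 libraries) under ABA and -0.74 (SE 0.16, adjusted p = 0.0193, and -0.72 over 16 libraries) from ABA to ABA + Glc.
The fall did not pass without ABA replicate 1 (adjusted p = 0.0691), ABA replicate 4 (adjusted p = 0.0728), ABA + Glc replicate 1 (adjusted p = 0.077) or ABA + Glc replicate 4 (adjusted p = 0.067).
Clade A protein phosphatases 2C switch off ABA signalling and are themselves induced by ABA.
Of 8 tested, 7 rose under ABA and 6 under ABA + Glc (7 and 6 adjusted over the list alone, and 7 under ABA over all 16 libraries; adjusted p = 0.0686 with an estimated correlation and adjusted p = 0.0686 with an estimated correlation).
With every library scaled to the same sum, 6 rose and 1 fell under ABA.
*PP2CA* (AT3G11410) had log2 fold changes of 1.02 (adjusted p = 6.59e-09, and 1.02 over 16 libraries) under ABA and -0.39 (adjusted p = 0.00551, and -0.44 over 16 libraries) from ABA to ABA + Glc.
Phytic acid (inositol hexakisphosphate) stores phosphate in seeds.
Of 11 genes of its metabolism, 7 rose and 3 fell under ABA (7 and 2 over all 16 libraries and 7 and 3 adjusted over the list alone, adjusted p = 0.109 with an estimated correlation).
Without control replicate 1, 1 fell.
Under ABA + Glc 6 rose and 2 fell (6 and 1 over all 16 libraries and 6 and 2 adjusted over the list alone, adjusted p = 0.129 with an estimated correlation), and 1 fell when control replicate 1, 2, 3 or 4 or Glc replicate 1, 2 or 3 was left out.
*IPS2* (AT2G22240), an inositol phosphate synthase, and *GOLS2* (AT1G56600), whose enzyme makes galactinol from inositol, had log2 fold changes of 2.31 (adjusted p = 1.05e-07, and 2.30 over 16 libraries) and 2.92 (adjusted p = 7.55e-08, and 2.98 over 16 libraries) under ABA.
Of 15 heat shock genes, 6 rose and 1 (*HSFA3*) fell under ABA (4 and 1 over all 16 libraries and 6 and 1 adjusted over the list alone, adjusted p = 0.502 with an estimated correlation).
Without ABA replicate 1 or ABA replicate 2, 3 rose.
Under ABA + Glc limma called 0 rises and 1 fall in the heat list, with 2 higher and 1 lower at an unadjusted p under 0.05 (2 rose and 1 fell over all 16 libraries, 0 and 0 adjusted over the list alone, adjusted p = 0.781 with an estimated correlation).
Leaving out Glc replicate 1 or ABA replicate 4 gave 1 rise and leaving out Glc replicate 4 gave 2.
That fall was lost without control replicate 1, control replicate 2, control replicate 4, ABA + Glc replicate 2 or ABA + Glc replicate 4.
The median of the heat list against the control was 1.29 on the log2 scale in ABA + Glc replicate 3 and 0.13 to 0.35 in the other ABA + Glc libraries.
In ABA replicates 1 to 4 it was 0.96, 0.88, 0.27 and 0.17, and in the controls -0.44 to 0.19.
The inositol and heat lists were chosen from terms the study reports for these libraries, so their counts are not independent evidence.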

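Photosynthesis genes stay low in a germinating seed until the seedling greens.
Of 37 tested genes of the photosystems, light-harvesting complexes and Rubisco small subunit, 12 fell with Glc, 18 with ABA and 19 with ABA + Glc (7, 18 and 20 over all 16 libraries and 16, 19 and 20 adjusted over the list alone).
Under ABA, 2 of them also rose, *LHCB4.1* among them, and 1 rose without control replicate 1, control replicate 2 or ABA replicate 1.
As a set the genes were lower with Glc (limma camera, adjusted p = 2.05e-16, and adjusted p = 0.0446 with an estimated correlation), and adjusted p = 0.0488 with an estimated correlation for ABA + Glc and adjusted p = 0.111 with an estimated correlation for ABA.
The study reports photosynthesis for these same libraries, so the count is not independent evidence.
*RBCS-2B* (AT5G38420), a Rubisco small subunit gene on chromosome 5 from 15380907 to 15382071, held 40.6 ± 2.31 TPM (SD, n = 4) in the control, 26.9 ± 2.64 TPM (SD, n = 4) with Glc, 21.7 ± 2.63 TPM (SD, n = 3) with ABA and 18.6 ± 2.86 TPM (SD, n = 3) with ABA + Glc.
Its log2 fold changes were -0.59 (SE 0.10, adjusted p = 0.00168, and -0.59 over 16 libraries), -0.89 (SE 0.10, adjusted p = 5.29e-06, and -0.99 over 16 libraries) and -1.11 (SE 0.10, adjusted p = 6.90e-07, and -1.04 over 16 libraries) in that order, and replicate 3 held 16.5 TPM under ABA and 22.6 TPM under ABA + Glc.
*LHCB3* (AT5G54270), a light-harvesting protein of photosystem II, had log2 fold changes of -0.74 (adjusted p = 0.0035, and -0.74 over 16 libraries), -0.79 (adjusted p = 0.000472, and -0.80 over 16 libraries) and -0.99 (adjusted p = 8.73e-05, and -1.17 over 16 libraries).
*LHB1B2* (AT2G34420), another light-harvesting gene, had -0.70 (adjusted p = 0.00307, and -0.70 over 16 libraries) with Glc.
The list's median against the control was -0.67 in ABA + Glc replicate 3 and -0.36 to -0.29 in the other ABA + Glc libraries.
Of amino acid metabolism, 9 genes of branched-chain amino acid breakdown were tested, which feed respiration when sugar is short.
Of these, 3 rose under ABA (3 over all 16 libraries and 4 adjusted over the list alone, adjusted p = 0.106 with an estimated correlation), and 1, *MCCA*, under ABA + Glc (1 over all 16 libraries and 1 adjusted over the list alone, adjusted p = 0.479 with an estimated correlation).
*MCCA* (AT1G03090), a subunit of methylcrotonyl-CoA carboxylase in leucine breakdown, had log2 fold changes of 0.71 (adjusted p = 1.77e-05, and 0.72 over 16 libraries) with ABA and 0.40 (adjusted p = 0.00441, and 0.37 over 16 libraries) with ABA + Glc.
In all, 293 genes fell with Glc, with ABA and with ABA + Glc (210 over all 16 libraries). The 3 comparisons share the control libraries, which alone makes effects resemble each other, so part of this count may come from them.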

Cluster 2 genes were suppressed by Glc, ABA, and ABA + Glc and were predicted to play roles in photosynthesis and amino acid metabolic processes. Cluster 3 genes were upregulated across all treatments and were predicted to function in gene regulation and the meiotic cell cycle (Dataset S2). 

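Storage proteins and oleosins fill the maturing seed, and their transcripts normally fade as germination proceeds.
In all, 118 genes rose with Glc, with ABA and with ABA + Glc (88 over all 16 libraries). Here too the 3 comparisons share the control libraries, which alone makes effects resemble each other.
Of 14 genes of seed storage proteins and oleosins, 7 rose with ABA and 10 with ABA + Glc (7 and 13 over all 16 libraries and 7 and 13 adjusted over the list alone, adjusted p = 0.2 with an estimated correlation and adjusted p = 0.109 with an estimated correlation).
With Glc 6 rose (5 over all 16 libraries and 12 adjusted over the list alone, adjusted p = 0.126 with an estimated correlation).
This count was 3 without control replicate 1, control replicate 4 or Glc replicate 1, 2 without control replicate 2, Glc replicate 2 or Glc replicate 3, and 11 without Glc replicate 4.
*CRA1* (AT5G44120), a cruciferin storage protein on chromosome 5 from 17756238 to 17758336, held 156 ± 37.3 TPM (SD, n = 4) in the control, 237 ± 27.3 TPM (SD, n = 4) with Glc, 1631 ± 164 TPM (SD, n = 3) with ABA and 1278 ± 50.7 TPM (SD, n = 3) with ABA + Glc.
*CRA1* held 1609 TPM in ABA replicate 3 and 1001 TPM in ABA + Glc replicate 3.
Its log2 fold changes were 0.62 (SE 0.12, adjusted p = 0.00619, and 0.62 over 16 libraries), 3.40 (SE 0.13, adjusted p = 1.18e-11, and 3.40 over 16 libraries) and 3.05 (SE 0.13, adjusted p = 7.23e-11, and 2.96 over 16 libraries).
*OLEO2* (AT5G40420), an oleosin that coats oil bodies, had 4.47 (adjusted p = 1.31e-11, and 4.45 over 16 libraries) with ABA.
*MAN7* (AT5G66460), an endo-beta-mannanase that loosens the endosperm around the radicle, had 0.77 (adjusted p = 1.28e-05, and 0.77 over 16 libraries) with Glc, 1.50 (adjusted p = 2.55e-10, and 1.50 over 16 libraries) with ABA and 1.62 (adjusted p = 1.73e-10, and 1.67 over 16 libraries) with ABA + Glc.
Division begins late in germination, and of 20 tested genes of the cell cycle and DNA replication 4 fell with ABA (2 over all 16 libraries and 4 adjusted over the list alone, adjusted p = 0.109 with an estimated correlation).
With every library scaled to the same sum, 7 fell.
With Glc, limma called 0 of them, and at an unadjusted p under 0.05 1 was higher and 4 were lower.
*PCNA* (AT1G07370), the sliding clamp of DNA polymerase, had log2 fold changes of -0.42 (adjusted p = 0.00187, and -0.48 over 16 libraries) with ABA and -0.47 (adjusted p = 0.00117, and -0.61 over 16 libraries) with ABA + Glc.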

As clusters 2 and 3 are uniformly regulated by the three treatments, they were not the focus of this study.

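Glc raised 200 genes in *sweet1* seeds and lowered 516 (134 and 356 over all 16 libraries), and the change was small for most of them.
Without control replicate 1, 324 fell.
With every library scaled to the same sum, an alternative chosen after the sums were seen, 310 rose and 410 fell, so that the share of risen genes went from 27.9 to 43.1%.
*GPT2* (AT1G61800), a sugar-induced gene for a plastid glucose 6-phosphate transporter, had the largest rise among genes of at least 10 TPM whose libraries did not overlap.
It lies on chromosome 1 from 22824414 to 22826902 and held 10.8 ± 0.859 TPM (SD, n = 4) in the control and 31.7 ± 2.31 TPM (SD, n = 4) with Glc, a log2 fold change of 1.52 (SE 0.07, adjusted p = 1.79e-08, and 1.52 over 16 libraries).
*NIA2* (AT1G37130), a nitrate reductase that sugars induce, had 0.96 (SE 0.06, adjusted p = 4.43e-07, and 0.96 over 16 libraries).
*GASA1* (AT1G75750), a gibberellin-regulated gene that sugars lower, fell from 17.2 ± 1.198 TPM (SD, n = 4) to 5.85 ± 0.681 TPM (SD, n = 4), a log2 fold change of -1.49 (SE 0.09, adjusted p = 3.23e-07, and -1.49 over 16 libraries).
*BXL1* (AT5G49360), a beta-xylosidase of the wall, had -1.04 (SE 0.15, adjusted p = 0.000597, and -1.04 over 16 libraries).
*AOX1A* (AT3G22370), the alternative oxidase of mitochondria, had -1.03 (SE 0.09, adjusted p = 1.28e-05, and -1.03 over 16 libraries).
*DIN10* (AT5G20250), a dark-induced gene for a raffinose synthase-like protein, had -0.53 (SE 0.05, adjusted p = 1.28e-05, and -0.53 over 16 libraries).
For these genes the control and Glc libraries are the same in both sets, and only the spread shared with the ABA libraries differs.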

Upon Glc treatment, WT showed 454 upregulated genes, whereas *sweet1* had only 198 (Fig. 5b,c), and also fewer downregulated genes were observed in *sweet1* (Fig. 5d,e), consistent with the reduced Glc uptake in *sweet1* (Fig. 2b,c). Upon ABA + Glc treatment, 3156 DEGs were identified in WT and 2776 in *sweet1*. Among these, 44% overlapped with ABA‐responsive genes in WT, while this overlap rose to 85% in *sweet1* (Fig. 5b–e), indicating the transcriptomic response in *sweet1* under ABA + Glc is more similar to that under ABA alone. This pattern mirrors the germination phenotype, where Glc partially rescues ABA‐induced inhibition in WT but not in *sweet1* (Fig. 1d). 

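Together, ABA and Glc changed 2982 genes in *sweet1* seeds, 1216 up and 1766 down (1406 and 1779 over all 16 libraries).
Between ABA and ABA + Glc, 128 genes rose and 335 fell when Glc was added (166 and 374 over all 16 libraries).
The rises were 74 without ABA replicate 2, 66 without ABA + Glc replicate 1, 71 without ABA + Glc replicate 2 and 85 without ABA + Glc replicate 4.
The falls were 192 without ABA replicate 1 and 218 without ABA + Glc replicate 1.
With every library scaled to the same sum, 181 rose and 255 fell.
Genes of the ABA response were among the largest falls.
*COR413PM1* (AT2G15970), a cold- and ABA-induced membrane protein, lies on chromosome 2 from 6949851 to 6951192 and held 7.51 ± 1.74 TPM (SD, n = 4) in the control, 112 ± 4.58 TPM (SD, n = 3) under ABA and 46.8 ± 3.41 TPM (SD, n = 3) under ABA + Glc.
*COR413PM1* held 106 TPM in ABA replicate 3 and 32.2 TPM in ABA + Glc replicate 3.
Its log2 fold change from ABA to ABA + Glc was -1.26 (SE 0.17, adjusted p = 0.000736, and -1.37 over 16 libraries).
*TSPO* (AT2G47770), a membrane protein induced by ABA in seeds, had -1.13 (SE 0.17, adjusted p = 0.00155, and -1.14 over 16 libraries).
*PV42A* (AT1G15330), a CBS-domain protein related to the SnRK1 gamma subunits, had -1.07 (SE 0.13, adjusted p = 0.000256, and -1.18 over 16 libraries).
Wall-loosening genes were among the rises.
*XTH31* (AT3G44990), a xyloglucan endotransglucosylase, held 256 ± 45.6 TPM (SD, n = 4) in the control, 156 ± 33.3 TPM (SD, n = 3) under ABA and 277 ± 8.93 TPM (SD, n = 3) under ABA + Glc.
*XTH31* held 153 TPM in ABA replicate 3 and 258 TPM in ABA + Glc replicate 3, and its change was 0.85 (SE 0.14, adjusted p = 0.00399, and 0.83 over 16 libraries).
*ADPG2* (AT2G41850), a polygalacturonase of cell separation, had 0.83 (SE 0.08, adjusted p = 4.66e-05, and 0.79 over 16 libraries).
*ATEXPA1* (AT1G69530), an expansin, had 0.66 (SE 0.04, adjusted p = 3.27e-07, and 0.65 over 16 libraries). Without ABA, Glc also raised *XTH31* (0.525 to 0.706 over the alternatives) and *ADPG2* (0.511 to 0.617). *ATEXPA1* stayed under the minimum change with Glc alone (0.131 to 0.184).
Of the 23 expansin and xyloglucan genes, 7 rose and 6 fell with Glc on top of ABA (7 and 7 over all 16 libraries and 8 and 8 adjusted over the list alone, adjusted p = 0.775 with an estimated correlation).
The median of the list was -0.12 and its mean -0.11, while the set test pointed up.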

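Most genes that ABA + Glc changed in *sweet1* seeds were changed the same way by ABA alone.
Of the 1216 genes raised by ABA + Glc, 1060 (87.2%) were raised by ABA, and of the 1766 lowered, 1459 (82.6%) were lowered by ABA.
Together this is 84.5% (77.9% over all 16 libraries, with 76.1% of the raised genes).
If the calls were independent, 126.1 raised and 234.6 lowered genes would be shared, or 10.4 and 13.3%.
Only 1 gene raised and 2 genes lowered by ABA + Glc went the opposite way under ABA. Counted from the ABA side the overlap was smaller. Of the genes ABA raised, 58.4% were raised by ABA + Glc, and of those it lowered, 62.8% were lowered.
Both comparisons share the control libraries, which alone makes effects resemble each other.
Over 17498 genes, the log2 fold changes had a correlation of 0.913 and a covariance of 0.215, and 100 simulations of unchanged groups against shared controls gave 0.426 and 0.00905.
With the controls split between the comparisons in all 6 ways, the correlation was 0.819 to 0.843 and the shared part 70.6 to 81.4%.
Genes are not independent replicates, so these correlations describe the profiles.
When a single library was left out, the shared part was 79.9 to 86.5%.
Of the 1060 raised and 1459 lowered genes that were shared, 942 and 1166 did not pass the test in the same direction with Glc alone.
*OLEO1* (AT4G25140), an oleosin on chromosome 4 from 12900430 to 12901577, was such a gene, with 41.5 ± 10.2 TPM (SD, n = 4) in the control, 58.1 ± 14.2 TPM (SD, n = 4) with Glc, 552 ± 27.4 TPM (SD, n = 3) with ABA and 454 ± 48.2 TPM (SD, n = 3) with ABA + Glc.
It had log2 fold changes of 3.75 (SE 0.19, adjusted p = 2.94e-10, and 3.77 over 16 libraries) and 3.46 (SE 0.19, adjusted p = 1.31e-09, and 3.49 over 16 libraries).
*OLEO1* held 579 TPM in ABA replicate 3 and 492 TPM in ABA + Glc replicate 3.
*PV42B* (AT1G80090), a further CBS-domain protein, had 4.99 (adjusted p = 5.68e-13, and 4.98 over 16 libraries) and 4.49 (adjusted p = 5.30e-12, and 4.47 over 16 libraries).
With Glc alone, *OLEO1* passed without Glc replicate 4 (0.67, adjusted p = 0.0136) and *PV42B* without Glc replicate 3 (0.57, adjusted p = 0.00961).
Among genes that fell with all 3 treatments, *FLA9* (AT1G03870), a fasciclin-like arabinogalactan protein of the wall, had -1.92 (adjusted p = 1.24e-10, and -2.05 over 16 libraries) and -3.02 (adjusted p = 3.39e-12, and -2.99 over 16 libraries).
*MSRB9* (AT4G21850), a methionine sulfoxide reductase that fell with all 3 as well, had -2.04 (adjusted p = 2.03e-10, and -2.11 over 16 libraries) and -2.58 (adjusted p = 2.38e-11, and -2.56 over 16 libraries).
From the higher overlap in *sweet1* than in WT (Fig. 5b-e), the paper reasons that the response of *sweet1* to ABA + Glc is closer to its response to ABA alone.
It relates the smaller number of genes changed by Glc in *sweet1* to the lower Glc uptake of the mutant (Fig. 2b,c).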

More than 77% of the ABA‐inducible genes (FC ≥ 2, TPM ≥ 1.5) were suppressed by ABA + Glc in WT, but only *c*. 65% in *sweet1* (Fig. S5a). One example demonstration is that the transcript level of ABA‐responsive gene *RAB18* was downregulated in WT but upregulated in *sweet1* by Glc (Fig. S5b). 

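*RAB18* (AT5G66400) encodes a dehydrin, a protein of the drying seed whose gene is a common reading of ABA signalling, and lies on chromosome 5 from 26518277 to 26519447.
In *sweet1* seeds it held 113 ± 47.3 TPM (SD, n = 4) in the control and 178 ± 41.6 TPM (SD, n = 4) with Glc.
The log2 fold change was 0.71 (SE 0.22, limma, Benjamini-Hochberg adjusted p = 0.061; adjusted p = 0.0773 with the 16-library spread), which did not pass the test.
Control replicates 1 to 4 held 105, 69.7, 180.0 and 95.9 TPM, and Glc replicates 1 to 4 held 210.2, 197, 188 and 117 TPM.
Without control replicate 3 the change was 0.96 with adjusted p = 0.00312, and it also passed without Glc replicate 4 (0.90, adjusted p = 0.0193).
Of 22 tested LEA and desiccation genes, 6 rose with Glc and 16 did not pass (9 rose adjusted over the list alone). The set test passed at the preset correlation only (limma camera, adjusted p = 2.14e-05, and adjusted p = 0.246 with an estimated correlation). Among the rises, *LEA46* (AT5G06760), another desiccation gene, had a log2 fold change of 0.72 (SE 0.11, adjusted p = 0.000884, and 0.72 over 16 libraries) with Glc.
*ECP63* (AT2G36640), an embryonic LEA protein, had 0.72 (SE 0.10, adjusted p = 0.000378, and 0.72 over 16 libraries).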

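*RAB18* held 1237 ± 26.8 TPM (SD, n = 3) under ABA and 601 ± 26.8 TPM (SD, n = 3) under ABA + Glc.
*RAB18* held 1111 TPM in ABA replicate 3 and 721 TPM in ABA + Glc replicate 3.
Against the control this is a log2 fold change of 3.54 (SE 0.23, adjusted p = 8.38e-09, and 3.50 over 16 libraries) for ABA and 2.49 (SE 0.23, adjusted p = 8.21e-07, and 2.56 over 16 libraries) for ABA + Glc.
From ABA to ABA + Glc it was -1.04 (SE 0.25, adjusted p = 0.0317, and -0.94 over 16 libraries).
The call was lost with any of the 6 libraries left out: without any 1 of ABA replicates 1, 2 and 4 the adjusted p was 0.0899, 0.0944 and 0.0822, and without any 1 of ABA + Glc replicates 1, 2 and 4 it was 0.0996, 0.0775 and 0.0947.
The log2 fold change then lay between -1.08 and -1.01.
Over all the alternatives the adjusted p was 5.31e-06, in a fit on the ABA and ABA + Glc libraries alone, to 0.0996.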

*RAB18* was suppressed by ABA + Glc compared to ABA treatment in both *sweet1* and WT, but to a lesser degree in *sweet1*. These data indicate that ABA signaling is enhanced in the *sweet1* mutant in the presence of Glc.

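Genes that ABA induces should be lower when Glc relieves the ABA response, and genes that ABA represses should be higher.
By the level and ratio minimums of Fig. S5a, 379 genes were induced and 542 repressed by ABA in *sweet1* seeds (370 and 547 over all 16 libraries).
Of the induced genes, 369 (97.4%) had a lower mean under ABA + Glc than under ABA (96.5% over all 16 libraries, and 96.0 to 97.9% when 1 library was left out).
Of the repressed genes, 433 (79.9%) had a higher mean (75.9% over all 16 libraries, and 77.2 to 83.2% when 1 library was left out). Taken 1 ABA + Glc library at a time, the shares had SDs of 1.45 and 0.551 over the 3 ABA + Glc libraries. These SDs leave out the spread of the control and ABA libraries, which choose the genes.
Stricter definitions of an opposite change gave lower shares. The lowest for induced genes was 35.1%, the genes that no longer met the ABA ratio against the control. The lowest for repressed genes was 6.46%, by a ratio of ABA + Glc to ABA over 1/0.75.
Genes chosen for a high ABA value tend to be lower in any other library, and against ABA replicate 3, which had no part in the choice, the shares were 93.1 and 67.9%; this comparison was chosen after the values were seen.
The first shares count any lower or higher mean, without a test.
*ATHB-7* (AT2G46680), a homeodomain factor that ABA induces through the phosphatase pathway, lies on chromosome 2 from 19165274 to 19166967.
It held 1.46 ± 0.296 TPM (SD, n = 4) in the control, 9.46 ± 0.951 TPM (SD, n = 3) under ABA and 4.89 ± 0.756 TPM (SD, n = 3) under ABA + Glc. This control mean is under the 1.5 TPM minimum, so *ATHB-7* is not among the 379 induced genes.
*ATHB-7* held 9.65 TPM in ABA replicate 3 and 7.32 TPM in ABA + Glc replicate 3.
Between the 2 treatments its log2 fold change was -0.89 (SE 0.14, adjusted p = 0.00272, and -0.76 over 16 libraries).
*AIP1* (AT1G07430), a clade A phosphatase of seeds, had -0.39 (SE 0.07, adjusted p = 0.00538, and -0.43 over 16 libraries).
*CYP707A1* (AT4G19230), which breaks down ABA, had -0.96 (SE 0.13, adjusted p = 0.000509, and -0.99 over 16 libraries).
*ATEXPA10* (AT1G26770), an expansin lowered by ABA, had 0.80 (SE 0.07, adjusted p = 1.16e-05, and 0.75 over 16 libraries). Without ABA, Glc also raised *ATEXPA10* (0.43 to 0.52 over the alternatives) and lowered *CYP707A1* (-0.74 to -0.56). Their changes here are thus not particular to relief of the ABA response. *ATHB-7* and *AIP1* did not pass with Glc alone.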

### Transcript levels of genes in the SnRK1 pathway were enhanced in *sweet1* under ABA + Glc treatment

ABA application has been found to limit Glc availability in germinating seeds (Xue *et al*., 2021), while enhanced SnRK1 activity caused delayed germination (Tsai & Gazzarrini, 2012). Thus, we hypothesized that (1) ABA‐triggered Glc restriction would result in energy deprivation, which in turn activates an energy‐starvation signaling pathway mediated by SnRK1 (Rodriguez *et al*., 2019); (2) this pathway would, if active, in *sweet1* cannot be overcome by the presence of Glc since Glc fails to rescue the germination defect in *sweet1* (Fig. 1d). To test these hypotheses, we first surveyed the transcript levels of several marker genes that are downstream of KIN10/SnRK1.1, a kinase subunit of the SnRK1 complex. 

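In *sweet1* seeds, *DIN6* (AT3G47340), which encodes an asparagine synthase that starved cells turn on, *DRM1* (AT1G28330) and *DRM2* (AT2G33830), dormancy-associated genes, rose under ABA and were read as outputs of SnRK1, the kinase of sugar starvation. *DIN6*, on chromosome 3 from 17437840 to 17441431, held 0.590 ± 0.194 TPM (SD, n = 4) in the control, 0.838 ± 0.200 TPM (SD, n = 4) with Glc, 3.75 ± 0.150 TPM (SD, n = 3) with ABA and 1.46 ± 0.356 TPM (SD, n = 3) with ABA + Glc. The log2 fold change of the gene was 1.98 (SE 0.19, adjusted p = 6.00e-07, and 2.00 over 16 libraries) under ABA and 0.85 (SE 0.19, adjusted p = 0.00323, and 0.79 over 16 libraries) under ABA + Glc, and -1.13 (SE 0.20, adjusted p = 0.00492, and -1.21 over 16 libraries) between the pair. The control lay near the 0.5 TPM filter, so the size of these changes depends on the pseudocount. Over the alternatives it was 1.59 to 2.53 under ABA, 0.63 to 1.2 under ABA + Glc and -1.33 to -0.96 between the pair. *DIN6* held 3.94 TPM in ABA replicate 3 and 1.13 TPM in ABA + Glc replicate 3. *DRM1*, on chromosome 1 from 9933786 to 9935440, held 106 ± 9.83 TPM (SD, n = 4), 106 ± 6.43 TPM (SD, n = 4), 289 ± 8.28 TPM (SD, n = 3) and 199.6 ± 4.51 TPM (SD, n = 3) in the same order. It had 1.45 (SE 0.06, adjusted p = 6.43e-11, and 1.42 over 16 libraries) under ABA, 0.92 (SE 0.06, adjusted p = 2.68e-08, and 0.91 over 16 libraries) under ABA + Glc and -0.53 (SE 0.07, adjusted p = 0.000458, and -0.51 over 16 libraries) between them. *DRM1* held 265 TPM in ABA replicate 3 and 195 TPM in ABA + Glc replicate 3. *DRM2*, on chromosome 2 from 14308754 to 14310608, held 3.60 ± 1.56 TPM (SD, n = 4), 3.95 ± 0.402 TPM (SD, n = 4), 11.3 ± 1.64 TPM (SD, n = 3) and 6.95 ± 1.00 TPM (SD, n = 3). It had 1.60 (SE 0.21, adjusted p = 2.57e-05, and 1.54 over 16 libraries) under ABA and 0.93 (SE 0.21, adjusted p = 0.00442, and 0.89 over 16 libraries) under ABA + Glc. From ABA to ABA + Glc its change of -0.67 (SE 0.23, adjusted p = 0.145, and -0.65 over 16 libraries) did not pass the test, though it passed without control replicate 1 (adjusted p = 0.0494) and without control replicate 3 (adjusted p = 0.0354), and when fitted on its own 2 groups (adjusted p = 0.024). ABA replicate 3 held 9.64 TPM of *DRM2* and ABA + Glc replicate 3 held 6.24 TPM. Of 10 dark-induced and dormancy genes, 6 rose and 1 fell under ABA (5 and 1 over all 16 libraries and 6 and 1 adjusted over the list alone, adjusted p = 0.126 with an estimated correlation), and 2 fell without control replicate 3. The dark-induced gene *DIN10* went against *DIN6*, *DRM1* and *DRM2*. Over the alternatives its log2 fold change was -1.54 to -1.43 under ABA and -1.30 to -1.21 under ABA + Glc. With Glc added, 4 of the 10 fell from their ABA level (4 over all 16 libraries and 5 adjusted over the list alone). The set test of this contrast passed at both correlations (limma camera, adjusted p = 2.85e-05, and adjusted p = 0.0446 with an estimated correlation). The list holds *DIN6*, *DRM1* and *DRM2*, which the paper names from these libraries along with a dormancy term, so its counts and set tests are not independent evidence. *SEN5* (AT3G15450), a senescence gene that sugar lowers, had -0.84 (SE 0.10, adjusted p = 0.000147, and -0.97 over 16 libraries). *STR15* (AT4G35770), the dark-induced gene *DIN1*, had -0.88 (SE 0.12, adjusted p = 0.000907, and -0.73 over 16 libraries).

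**Figure D2:**
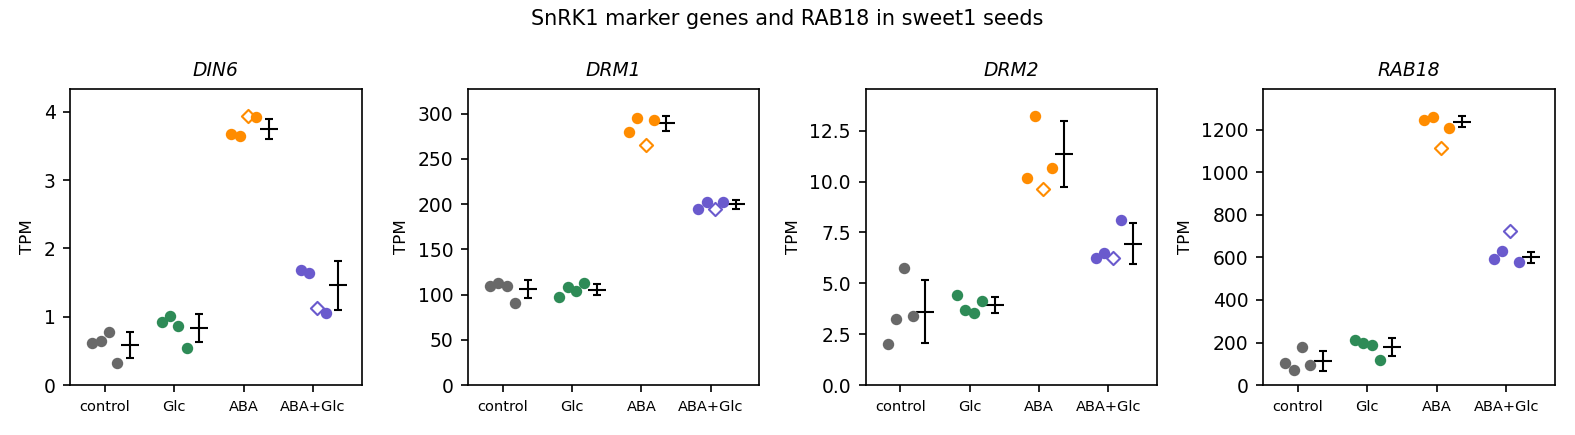
TPM of *DIN6*, *DRM1*, *DRM2* and *RAB18* in each library of the 4 treatments, with black bars for the mean and SD over the paper's libraries and open diamonds for ABA replicate 3 and ABA + Glc replicate 3. *DRM1* averages 289 TPM under ABA and 199.6 TPM under ABA + Glc.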

The transcript levels of SnRK1‐regulated genes, such as *DIN6* (dark inducible 6), *DRM1* and *DRM2,* were upregulated in *sweet1* compared to those in the WT under ABA + Glc (Fig. 5f), suggesting that the SnRK1 signaling pathway is more active in *sweet1* than in WT under ABA + Glc treatment. However, few of the SnRK1 complex genes showed significant differences among treatments or between genotypes (Fig. S6a). 

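SnRK1 is built from a catalytic alpha subunit and regulatory beta and gamma subunits, and 8 genes of the complex were tested in *sweet1* seeds.
Under ABA 2 rose, the gamma-type genes *KING1* and *KING2*, and the other 6 did not pass (2 over all 16 libraries and 2 adjusted over the list alone, adjusted p = 0.126 with an estimated correlation).
Under ABA + Glc 1 rose, *KING2* (adjusted p = 0.269 with an estimated correlation).
Against ABA alone, 2 fell under ABA + Glc (2 over all 16 libraries and 2 adjusted over the list alone, adjusted p = 0.109 with an estimated correlation).
Without ABA replicate 2, ABA + Glc replicate 1 or ABA + Glc replicate 2, 1 fell.
With Glc alone limma called 0 of the 8, and 2 were lower at an unadjusted p under 0.05 (adjusted p = 0.842 with an estimated correlation).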

The genes *KING1* and *KING2* encoding the regulatory gamma subunits of the SnRK1 complex were upregulated by ABA and downregulated by ABA + Glc relative to ABA, but the changes were similar between *sweet1* and WT (Fig. S6a).

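*KING1* (AT3G48530) lies on chromosome 3 from 17987378 to 17989763 and AT1G69800, taken here as *KING2*, on chromosome 1 from 26274195 to 26276336.
*KING1* held 90.6 ± 5.83 TPM (SD, n = 4) in the control, 129.8 ± 6.51 TPM (SD, n = 3) under ABA and 105 ± 3.01 TPM (SD, n = 3) under ABA + Glc in *sweet1* seeds.
*KING1* held 112 TPM in ABA replicate 3 and 79.6 TPM in ABA + Glc replicate 3.
Its log2 fold change was 0.52 (SE 0.06, adjusted p = 5.56e-06, and 0.46 over 16 libraries) under ABA.
From ABA to ABA + Glc it was -0.30 (SE 0.06, adjusted p = 0.0152, and -0.35 over 16 libraries), and it did not pass without ABA replicate 2 (adjusted p = 0.0755), ABA + Glc replicate 1 (0.0557) or ABA + Glc replicate 2 (0.0673).
It was also lost in 2 settings chosen after the values were seen, with every library scaled to the same sum (-0.26, under the minimum change) and with ABA replicate 3 added alone (-0.25, adjusted p = 0.0544).
*KING2* held 20.7 ± 1.13 TPM (SD, n = 4), 48.4 ± 1.64 TPM (SD, n = 3) and 37.3 ± 1.62 TPM (SD, n = 3) in the same order.
*KING2* held 49.6 TPM in ABA replicate 3 and 25.3 TPM in ABA + Glc replicate 3.
Log2 fold changes of the gene were 1.21 (SE 0.07, adjusted p = 1.15e-09, and 1.22 over 16 libraries) under ABA, 0.83 (SE 0.07, adjusted p = 1.52e-07, and 0.70 over 16 libraries) under ABA + Glc and -0.37 (SE 0.07, adjusted p = 0.00896, and -0.52 over 16 libraries) between them.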

Since there were no significant differences in the transcript levels of genes encoding SnRK1 core components, we then expanded our survey list to include interactors of KIN10 because several basic leucine zipper (bZIP) transcription factors have been shown to physically interact with KIN10 and transduce the KIN10‐mediated primary signal for responses (Baena‐Gonzalez *et al*., 2007; Carianopol *et al*., 2020). Remarkably, *GBF1* (G‐BOX BINDING FACTOR 1), *GBF2*, *GBF3*, *ABF4* (ABRE BINDING FACTOR 4), *EEL* (ENHANCED EM LEVEL), and *ABI5* were upregulated by ABA but to a lesser degree by ABA + Glc in both WT and *sweet1* (Figs 5g, S6b). Among these genes, only *ABF4* and *EEL* were differentially expressed in *sweet1* and WT under ABA + Glc (Fig. 5g). This pattern aligns with the observation that Glc suppresses 130 of 139 ABA‐activated genes (FC ≥ 3) in WT (Xue *et al*., 2021), indicating Glc‐mediated targeting of key ABA‐regulated genes. 

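G-box binding factors are bZIP proteins that bind the core of ABA-responsive promoters, and ABF4, EEL and ABI5 are bZIP proteins that carry the ABA signal in seeds. In *sweet1* seeds all 3 *GBF* genes rose under ABA and under ABA + Glc (3 over all 16 libraries in each; 3 adjusted over the list alone). For ABA the set test passed at the preset correlation only (limma camera, adjusted p = 2.85e-05, and adjusted p = 0.0686 with an estimated correlation). The same held for ABA + Glc (adjusted p = 4.96e-05, and adjusted p = 0.07 with an estimated correlation). *GBF1* (AT4G36730), on chromosome 4 from 17309612 to 17312488, had log2 fold changes of 0.76 (SE 0.04, adjusted p = 1.32e-09, and 0.73 over 16 libraries) under ABA and 0.40 (SE 0.04, adjusted p = 3.58e-06, and 0.43 over 16 libraries) under ABA + Glc. *GBF2* (AT4G01120), on chromosome 4 from 481569 to 484524, had 1.096 (SE 0.06, adjusted p = 1.08e-09, and 1.06 over 16 libraries) and 0.68 (SE 0.06, adjusted p = 5.40e-07, and 0.80 over 16 libraries). *GBF3* (AT2G46270), on chromosome 2 from 19000180 to 19003403, had 1.96 (SE 0.08, adjusted p = 3.70e-11, and 1.97 over 16 libraries) and 1.44 (SE 0.08, adjusted p = 2.59e-09, and 1.56 over 16 libraries). *ABF4* (AT3G19290), on chromosome 3 from 6687042 to 6690123, had 1.097 (SE 0.09, adjusted p = 6.88e-08, and 1.098 over 16 libraries) and 0.60 (SE 0.09, adjusted p = 7.69e-05, and 0.63 over 16 libraries). *EEL* (AT2G41070), on chromosome 2 from 17129753 to 17132386, had 1.105 (SE 0.11, adjusted p = 1.01e-06, and 1.13 over 16 libraries) and 1.08 (SE 0.11, adjusted p = 1.93e-06, and 1.12 over 16 libraries). *ABI5* (AT2G36270), on chromosome 2 from 15204659 to 15207636, had 2.09 (SE 0.08, adjusted p = 1.34e-11, and 2.101 over 16 libraries) and 1.62 (SE 0.08, adjusted p = 4.86e-10, and 1.72 over 16 libraries). Of 12 ABA-related transcription factor genes, 7 rose under ABA (7 over all 16 libraries and 7 adjusted over the list alone, adjusted p = 0.0767 with an estimated correlation) and 1, *ABI4*, fell, or 2 without Glc replicate 3 or Glc replicate 4. Against ABA alone, 4 of the 12 fell under ABA + Glc (4 over all 16 libraries and 4 adjusted over the list alone, adjusted p = 0.112 with an estimated correlation). *ABI4* (AT2G40220), an AP2 factor of sugar and ABA signalling, had -0.62 (SE 0.05, adjusted p = 8.28e-08, and -0.62 over 16 libraries) under ABA.

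**Figure D3:**
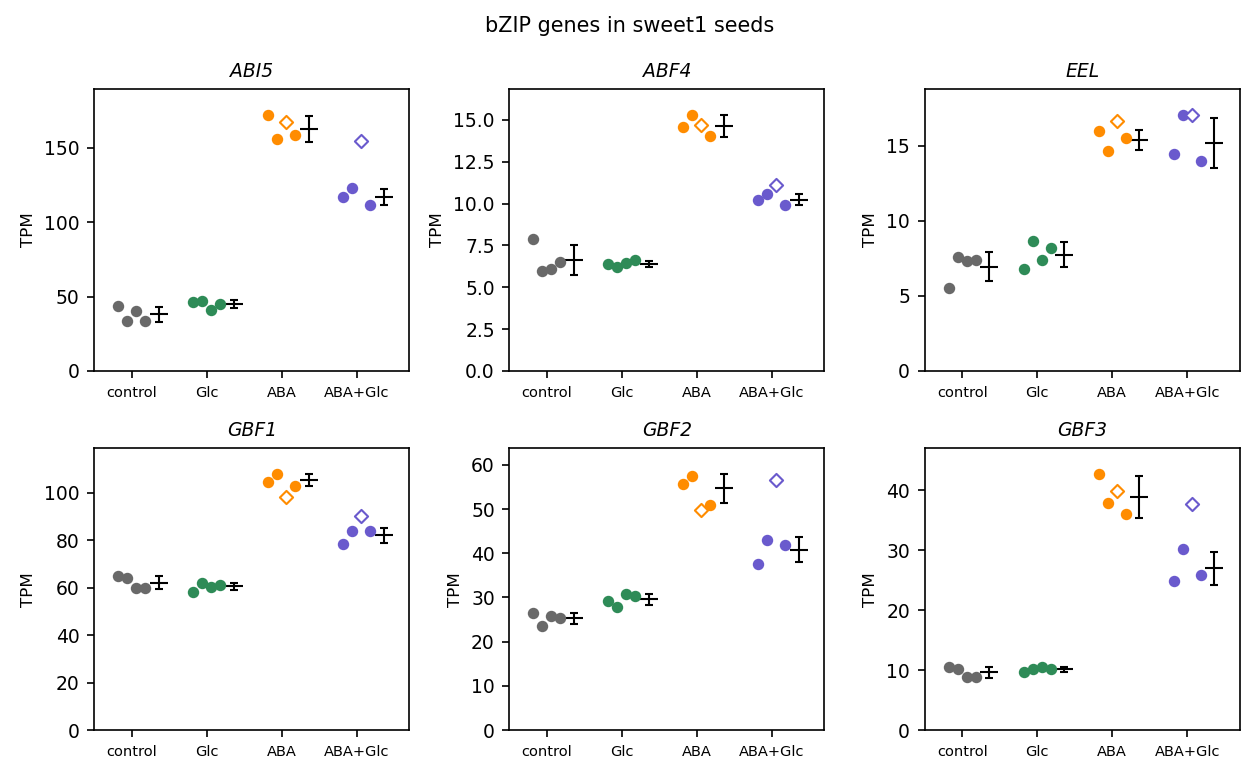
TPM of the 6 bZIP genes in each library of the 4 treatments, with black bars for the mean and SD over the paper's libraries and open diamonds for ABA replicate 3 and ABA + Glc replicate 3. *EEL* averages 15.4 TPM under ABA and 15.1 TPM under ABA + Glc.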

Given their responsiveness, ABI5 and its homologs ABF4 and EEL are potential regulators under ABA + Glc conditions.

Since ABI5 plays an important role during ABA‐triggered germination suppression (Lopez‐Molina *et al*., 2002; Albertos *et al*., 2015), we tested *abi5‐8* germination rate as well as the ABI5 protein levels in WT and *sweet1* under our conditions. We found that the *abi5‐8* mutant was insensitive to ABA and ABA + Glc treatment (Fig. S7a). In addition, ABI5 protein was induced to a comparable level by ABA and ABA + Glc in both WT and *sweet1* (Fig. S7b). These data implied that ABI5 plays a role in the process of germination inhibition, but not in the Glc relieving germination inhibition caused by ABA via SWEET1. Taken together, these results indicate that the SnRK1‐integrated energy‐starvation signaling pathway may be involved in Glc suppression of ABA inhibition on seed germination through bZIP transcription factors, likely ABF4 and EEL, which requires further exploration.

### KIN10 functions in relieving the inhibition caused by ABA during seed germination

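*KIN10* (AT3G01090) encodes the main catalytic alpha subunit of SnRK1 and lies on chromosome 3 from 31145 to 34670.
In *sweet1* seeds it held 37.9 ± 0.796 TPM (SD, n = 4) in the control, 39.4 ± 2.60 TPM (SD, n = 4) with Glc, 38.7 ± 2.72 TPM (SD, n = 3) with ABA and 37.6 ± 1.60 TPM (SD, n = 3) with ABA + Glc.
*KIN10* held 39.4 TPM in ABA replicate 3 and 41.8 TPM in ABA + Glc replicate 3.
Its log2 fold changes against the control did not pass the test, at 0.05 (SE 0.05, adjusted p = 0.614, and 0.05 over 16 libraries) with Glc, 0.03 (SE 0.06, adjusted p = 0.75, and 0.04 over 16 libraries) with ABA and -0.01 (SE 0.06, adjusted p = 0.932, and 0.03 over 16 libraries) with ABA + Glc.
In simulated data of the same libraries, a 1.5-fold change was called in 70.1% of genes for ABA and in 79.1% for Glc, so a change of that size in *KIN10* would usually have been found.
*KIN11* (AT3G29160), the other alpha subunit gene, had 0.13 (SE 0.07, adjusted p = 0.181, and 0.15 over 16 libraries) with ABA, which did not pass either.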

To investigate the role of the SnRK1‐integrated energy‐starvation signaling pathway in antagonizing the effect of Glc on ABA, although *KIN10* is not regulated at the transcriptional level, we directly tested whether KIN10 functions in relieving Glc‐mediated ABA inhibition genetically. The *kin10* (GABI_579_E09) has been used as a KIN10 knock‐out mutant in studies characterizing its functions in low‐energy response, hypocotyl elongation, and stomatal development in plants (Mair *et al*., 2015; Simon *et al*., 2018; Ramon *et al*., 2019; Han *et al*., 2020). We observed that the *kin10* mutant germinates slightly earlier than WT under ABA treatment, but there is no significant difference (Fig. 6a). KIN10 overexpression (*p35S:KIN10‐myc*) displayed suppressed germination under our conditions (Fig. 6a), which aligns with a previous finding (Tsai & Gazzarrini, 2012). To assess the effects of KIN10 on ABA response in the presence of Glc, we compared the relative change in germination (ratio of ABA + Glc vs ABA) among WT, *sweet1*, *kin10*, and *KIN10* overexpression lines. The *kin10* consistently showed lower relative change than WT during germination, while the two independent overexpression lines showed an opposite trend across all tested time points except for 48 HAI (Fig. 6b), supporting that KIN10 contributes to the antagonistic effect of Glc on ABA during germination.

**Fig. 6:**
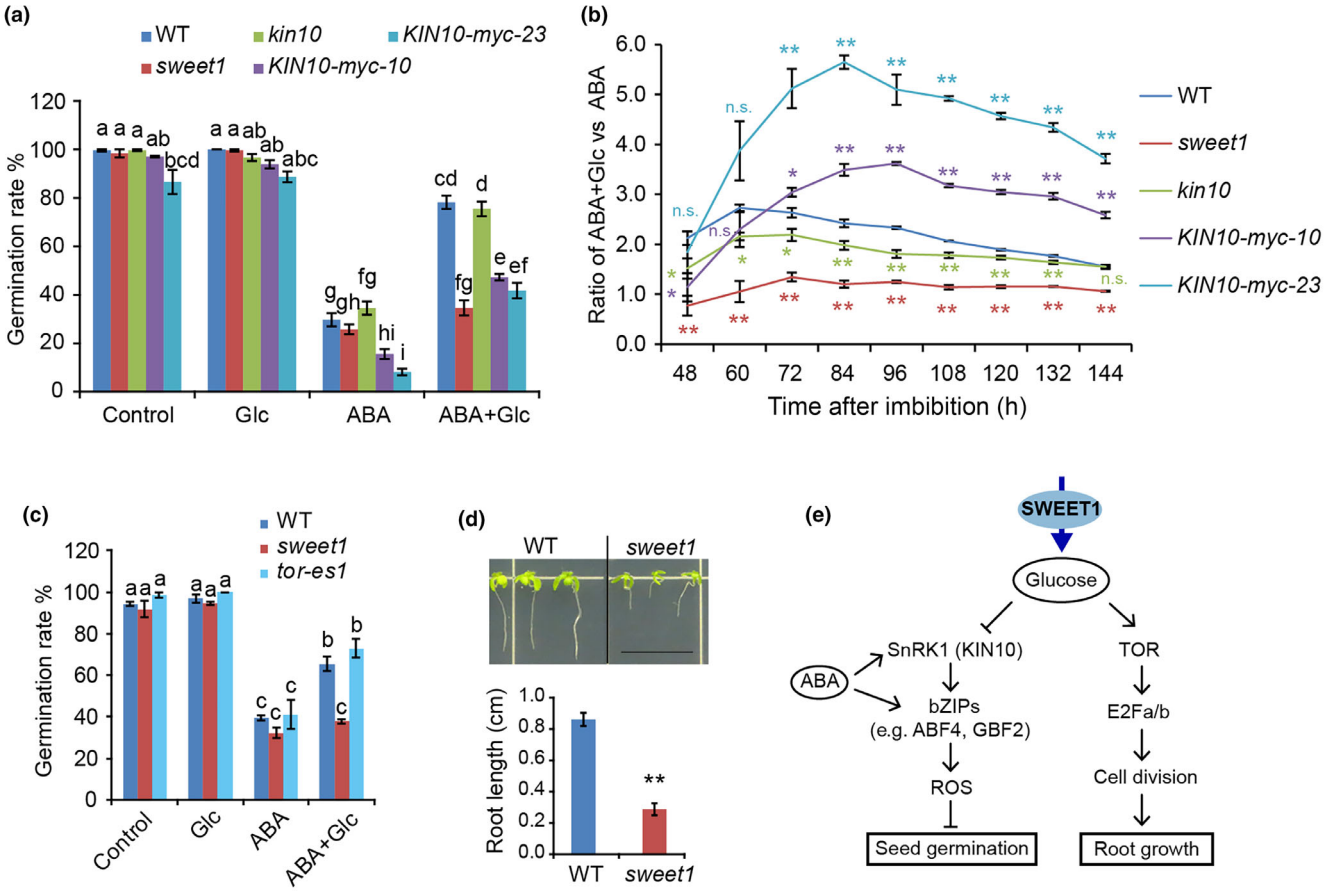
KIN10 functions in glucose (Glc)‐mediated suppression of the abscisic acid (ABA) inhibition. (a) Germination rates of the indicated plants under treatments at 72 hours after imbibition (HAI). Under ABA treatment, *kin10* germinated slightly earlier, while *KIN10* overexpression seeds germinated later. Values are means ± SE (*n* = 4). (b) The relative germination changes of the indicated plants. The ratio of germination rate on ABA + Glc vs that on ABA in *kin10* is always lower than that in WT during germination. Values are means ± SE (*n* = 4). Asterisks indicate significant differences compared with wild‐type (WT) values (Student's *t*‐test, *, *P* < 0.05; **, *P* < 0.01). ns, no significant difference. (c) Germination rate of *tor‐es1* under the treatments. Values are means ± SE (*n* = 3) at 60 HAI. Estradiol (10 μM) was added to the medium to induce *TOR* RNAi. Different lowercase letters in (a, c) indicate significantly different means at *P* < 0.05 by one‐way ANOVA Tukey test. (d) Glc fails to reactivate the arrested root growth in *sweet1*. The mitotically quiescent seedlings at 5 d after imbibition were transferred to medium supplemented with 15 mM Glc to grow for 8 d (top panel), and the quantification of the primary root length is shown in the bottom panel. Values are means ± SE (*n* = 8). Asterisks indicate significantly different compared with WT values (Student's *t*‐test, **, *P* < 0.01). Bar, 10 mm. (e) A working model for how SWEET1 functions in relieving ABA inhibition on germination in Arabidopsis. SWEET1‐mediated Glc inhibits the SnRK1 activities and therefore suppresses SnRK1‐ABA shared downstream targets, producing an ABA‐antagonistic effect in germinating seeds. After germination, Glc reactivates the arrested root growth via TOR‐directed cell division. Lines with an arrow indicate promotion, while those with a perpendicular bar indicate repression. ROS, reactive oxygen species; TOR, target of rapamycin.

### SWEET1‐mediated Glc transport is involved in root meristem activation in postgerminative growth

ABA signaling in seedlings was suppressed by Glc‐activated TOR kinase that phosphorylates ABA receptors under optimal conditions (Wang *et al*., 2018). Therefore, we investigated whether the TOR pathway also contributes to Glc suppression of ABA inhibition on seed germination. After induction by 10 μM estradiol, the *TOR* RNAi mutant *tor‐es1* showed stunted growth of cotyledons, true leaves, petioles, and roots (Fig. S8a), the same as reported (Xiong & Sheen, 2012). However, two independent RNAi mutant lines, *tor‐es1* and *tor‐es2*, showed a comparable germination rate with WT and *sweet1* on ½MS medium (Fig. S8b). The antagonistic effect of Glc on ABA responses was not compromised in *tor‐e*s mutants (Figs 6c, S8c,d). This excludes TOR from participating in this process during germination.

Although TOR has differential functions in germinating seeds and seedlings, we wonder if SWEET1 shares similar functions in both stages. Reactivation of root growth under sugar starvation with the addition of exogenous Glc has been used to characterize TOR function in the seedling stage (Xiong *et al*., 2013). In root meristems, TOR phosphorylates transcription factor E2Fa, activating S‐phase genes to promote cell proliferation (Xiong *et al*., 2013). In our study, we found that exogenous Glc did not stimulate the primary root growth of *sweet1* as much as that of WT after sugar depletion (Fig. 6d), a phenotype that phenocopied *tor‐es* in response to exogenous Glc application (Xiong *et al*., 2013). Overall, our results suggest that SWEET1 also functions in postgerminative growth and is involved in root meristem activation, likely mediated by TOR signaling, which is different from the SnRK1‐signaling pathway involved in the role of SWEET1 during germination.

## Discussion

### SWEET1 is responsible for absorbing Glc under adverse conditions

ABA inhibits seed germination in part by reducing Glc uptake and limiting its Glc availability, especially in the hypocotyl region (Xue *et al*., 2021). Enzyme‐catalyzed sugar metabolism contributes to the sugar availability under ABA treatment. For example, the *sps* mutants with elevated Glc levels germinate earlier under ABA, which supports the notion that endogenous Glc antagonizes ABA inhibition *in vivo,* similar to exogenous Glc (Finkelstein & Lynch, 2000; Price *et al*., 2003; Xue *et al*., 2021). However, it remained elusive whether sugar allocation contributed to this Glc antagonism of ABA‐induced inhibition of germination. Here, we show that SWEET1 plays a key role in Glc allocation under ABA treatment. Mutation of *SWEET1* significantly impairs Glc uptake and prevents exogenous Glc from rescuing germination inhibition by ABA, suggesting that SWEET1‐mediated Glc transport is required for Glc to antagonize ABA (Fig. 1b,c). Although two other transporters, *STP1* and *STP4*, were suppressed by both ABA and Glc in *sweet1*, *sweet1* uptook a similar amount of Glc under both Glc and ABA + Glc treatments, indicating downregulation of *STPs* had limited impact in the presence of sufficient Glc (Fig. 2b). 

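STP proteins carry hexoses into cells across the plasma membrane together with protons.
*STP1* (AT1G11260), on chromosome 1 from 3777236 to 3780823, held 24.5 ± 1.68 TPM (SD, n = 4) in the control, 17.39 ± 1.99 TPM (SD, n = 4) with Glc, 11.9 ± 1.399 TPM (SD, n = 3) with ABA and 11.6 ± 1.34 TPM (SD, n = 3) with ABA + Glc in *sweet1* seeds.
*STP1* held 13.1 TPM in ABA replicate 3 and 8.51 TPM in ABA + Glc replicate 3.
Changes on the log2 scale were -0.49 (SE 0.10, adjusted p = 0.00581, and -0.49 over 16 libraries) with Glc, -1.02 (SE 0.10, adjusted p = 1.21e-06, and -0.99 over 16 libraries) with ABA and -1.05 (SE 0.10, adjusted p = 1.20e-06, and -1.16 over 16 libraries) with ABA + Glc.
*STP4* (AT3G19930), on chromosome 3 from 6934568 to 6937197, held 62.6 ± 5.00 TPM (SD, n = 4), 42.4 ± 2.78 TPM (SD, n = 4), 27.3 ± 3.23 TPM (SD, n = 3) and 28.0 ± 1.19 TPM (SD, n = 3).
*STP4* held 29.8 TPM in ABA replicate 3 and 24.7 TPM in ABA + Glc replicate 3.
It had -0.56 (SE 0.07, adjusted p = 0.000332, and -0.56 over 16 libraries), -1.19 (SE 0.08, adjusted p = 9.69e-09, and -1.15 over 16 libraries) and -1.15 (SE 0.08, adjusted p = 2.54e-08, and -1.19 over 16 libraries) in that order.
From ABA to ABA + Glc neither gene passed the test, at -0.03 (SE 0.11, adjusted p = 0.932, and -0.17 over 16 libraries) for *STP1* and 0.04 (SE 0.09, adjusted p = 0.88, and -0.04 over 16 libraries) for *STP4*.
*STP13* (AT5G26340), a hexose carrier of stress, had -0.63 (SE 0.09, adjusted p = 0.000429, and -0.63 over 16 libraries) with Glc and -0.62 (SE 0.10, adjusted p = 0.00279, and -0.79 over 16 libraries) from ABA to ABA + Glc.
Of 6 tested *STP* genes, 3 fell with Glc, 3 with ABA and 4 with ABA + Glc (3 with Glc and 3 with ABA over all 16 libraries, with 1 rise under ABA; 4, 3 and 4 adjusted over the list alone).
The set test gave adjusted p = 0.0488 with an estimated correlation for Glc, adjusted p = 0.389 with an estimated correlation for ABA and adjusted p = 0.0745 with an estimated correlation for ABA + Glc. The paper names *STP1* and *STP4* as lowered by ABA and by Glc in *sweet1*, so these counts and set tests are not independent evidence.
The fall of *STP13* with ABA + Glc, which makes up the fourth, was not called without control replicate 1 (-0.27), ABA + Glc replicate 1 (adjusted p = 0.0507) or ABA + Glc replicate 2 (adjusted p = 0.0549).
*STP14* (AT1G77210) makes up the third fall with ABA, at -0.42 (SE 0.14, adjusted p = 0.0326, and -0.48 over 16 libraries).
It was not called without control replicate 1 (adjusted p = 0.0899), control replicate 4 (0.0822), ABA replicate 1 (0.0968) or ABA replicate 2 (0.0931), on its own 2 groups (0.0502) or with array weights (0.052).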

The remaining Glc uptake in *sweet1* may be attributed to other transporters, such as the PLTs. Although the absorbed Glc is sufficient to suppress the expression of *STP1* and *STP4* in *sweet1*, it is still not sufficient to overcome the germination inhibition caused by 2 μM ABA (Fig. 1d).

Based on transporter expression patterns, transporter activities, and affinities, we proposed, in the presence of exogenous Glc, the rank of Glc uptake capacity in germinating seeds is SWEET1 > PLTs > STPs. SWEET1 is a low‐affinity (*c*. 9 mM) Glc uniporter (Chen *et al*., 2010), whereas STP1 and STP4 have high affinities of 20 μM (Sherson *et al*., 2000) and 15 μM (Truernit *et al*., 1996), respectively. Under low external Glc, STPs are likely more efficient, as seen in Fig. 2(c), where Glc uptake was reduced in both WT and *sweet1* by ABA when only radiolabeled Glc was provided. By contrast, under high Glc conditions, SWEET1 becomes the dominant transporter.

In early germination, when reserves are not fully mobilized – as indicated by low activity of glyoxylate cycle enzyme ICL (ISOCITRATE LYASE) (Eastmond *et al*., 2000) and the gluconeogenesis enzyme PCK1 (PHOSPHOENOLPYRUVATE CARBOXYKINASE1) (Penfield *et al*., 2004)—high‐affinity STPs may dominate. Under stress, ABA may induce secondary dormancy by downregulating STPs and slowing sugar partitioning (Buijs, 2020). At later stages, when soluble sugars increase, low‐affinity transporters like SWEET1 may take over. If unfavorable conditions occur at this point, seeds may no longer re‐enter dormancy but instead require efficient sugar distribution to counteract ABA and promote germination.

SWEET1 is able to both export Glc into the cell wall space and to take up Glc into the cell along the concentration gradient. This mechanism provides a means for Glc to be transported from sugar‐rich to sugar‐poor cells or tissues. This could be especially important when symplastic connectivity is restricted, limiting direct cytoplasmic sugar movement.

The Arabidopsis embryo is symplasmically isolated from the cotyledons, shoot apex, hypocotyl, and root (Kim & Zambryski, 2005). The endosperm, physically active but symplasmically isolated from the embryo, stores one‐tenth of the fatty acids present in the whole seed (Penfield *et al*., 2004). SWEET1 is expressed in the epidermal cells of the embryo so that it can take up Glc leaked from the endosperm or derived from sucrose that has been hydrolyzed in the apoplasmic space into the embryo. SWEET1 may also be involved in Glc transport from other parts of the embryo to the hypocotyl since there is a lack of Glc under ABA treatment (Xue *et al*., 2021), and hypocotyl elongation is responsible for the completion of seed germination (Sliwinska *et al*., 2009). This speculation is also aligned with plasma membrane localization and the relatively high level of SWEET1 in the cotyledons, a dominant storage organ for lipids, proteins, and sugars during germination.

### Glc suppresses the ABA‐activated SnRK1 pathway during seed germination

It had been shown that ABI5 is a master regulator that controls seed germination in the ABA‐dependent signaling pathway (Lopez‐Molina *et al*., 2002; Albertos *et al*., 2015; Jin *et al*., 2018). The *ABI5* expression level was reduced to the same level in both WT and *sweet1* by the addition of Glc compared to ABA only (Fig. 5g), and levels of ABI5 protein were induced to comparable levels in both WT and *sweet1* by ABA + Glc (Fig. S7b), indicating that ABI5 may contribute to Glc‐mediated ABA inhibition relief, but likely independent of SWEET1. 

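ABI5 is the bZIP factor that holds germination back under ABA.
*ABI5* held 37.9 ± 5.00 TPM (SD, n = 4) in the control, 44.7 ± 2.63 TPM (SD, n = 4) with Glc, 162 ± 8.73 TPM (SD, n = 3) with ABA and 117 ± 5.60 TPM (SD, n = 3) with ABA + Glc in *sweet1* seeds.
*ABI5* held 167 TPM in ABA replicate 3 and 154 TPM in ABA + Glc replicate 3.
Added Glc gave it a log2 fold change of -0.47 (SE 0.09, adjusted p = 0.00688, and -0.38 over 16 libraries) against ABA alone.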

Levels of ABI5 protein or activities, even other transcription factors, may be involved, and this needs to be investigated in the future.

Sugars play a pivotal role in regulating plant growth, development, and responses to energy stress (Rolland *et al*., 2006). The finding that metabolizable sugars, not structural sugars, can overcome ABA inhibition of seed germination indicates that energy‐signaling pathways are involved. It is known that Glc limitation activates KIN10‐/11‐mediated energy sensing (Baena‐Gonzalez *et al*., 2007) through sugar phosphates, such as glucose‐6‐phosphate (G6P) and trehalose‐6‐phosphate (T6P), which directly suppress SnRK1 activity in plants (Toroser *et al*., 2000; Nunes *et al*., 2013). When we survey the common downstream genes between ABA and SnRK1 signaling, *c*. 20% of KIN10 response genes are also regulated by ABA (Fig. S9a,b), including the upregulated bZIP genes *ABF4* and *GBF2* (Fig. S9a). ABF4, as a common downstream gene of ABA and SnRK1, has been shown to promote the production of reactive oxygen species, thereby inhibiting seed germination (Li *et al*., 2023). 

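*ABF4* held 6.61 ± 0.891 TPM (SD, n = 4) in the control, 6.41 ± 0.183 TPM (SD, n = 4) with Glc, 14.6 ± 0.644 TPM (SD, n = 3) with ABA and 10.2 ± 0.341 TPM (SD, n = 3) with ABA + Glc in *sweet1* seeds.
*ABF4* held 14.7 TPM in ABA replicate 3 and 11.1 TPM in ABA + Glc replicate 3.
Its change from ABA to ABA + Glc was -0.50 (SE 0.09, adjusted p = 0.00701, and -0.47 over 16 libraries) on the log2 scale.
*EEL*, whose product competes with ABI5 for promoters of late embryo genes, held 6.93 ± 0.949 TPM (SD, n = 4) in the control and 7.74 ± 0.822 TPM (SD, n = 4) with Glc.
It held 15.4 ± 0.678 TPM (SD, n = 3) under ABA and 15.1 ± 1.66 TPM (SD, n = 3) under ABA + Glc.
*EEL* held 16.6 TPM in ABA replicate 3 and 17.1 TPM in ABA + Glc replicate 3.
From ABA to ABA + Glc it had -0.03 (SE 0.12, adjusted p = 0.952, and -0.01 over 16 libraries), which did not pass the test.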

Under ABA + Glc conditions, the transcript levels of *ABF4* and another bZIP gene, *EEL*, were higher in *sweet1* (Fig. 5g), indicating that ABF4 and EEL are potential regulatory factors responsible for the phenotypic differences between WT and *sweet1* (Fig. 6e).

This study reveals a SWEET1‐SnRK1 module in which SWEET1 absorbs Glc on the membrane and imported Glc pushes more carbon to be converted into sugar phosphates, such as G6P and T6P, which in turn inhibit the SnRK1‐ABA shared signaling pathway (Zhang *et al*., 2009; Nunes *et al*., 2013), thus producing an ABA‐antagonistic effect in germinating seeds (Fig. 6e). Our findings also support that SWEET1‐mediated Glc allocation can restore root growth in sugar‐starvation plants, likely through the TOR‐directed root meristem activation pathway (Xiong *et al*., 2013) at postgerminative growth (Fig. 6e).

### Transporters guide signaling intensity

The *sweet1* mutant is an ideal genetic material to dissect the interaction between Glc and ABA under stress conditions during germination. Although Glc failed to relieve ABA inhibition in *sweet1* as it did in WT, treatment with Glc still suppressed germination in *sweet1* and WT at 36 HAI (Fig. 1d), which indicates that the threshold for Glc to be effective is different for these two physiological processes or that there may be different underlying mechanisms. The amount of Glc absorbed by the *sweet1* mutant was sufficient to delay germination, but not enough to trigger sugar signaling pathways to override ABA (2 μM) inhibition on 60 mM Glc medium. This finding proved that these two processes are controlled by different Glc transporters and/or signaling pathways. Indeed, it has been reported that germination inhibition caused by Glc is independent of the HXK1 and ABIs (Dekkers *et al*., 2004). Thus, Glc likely delays germination through an ABA‐independent pathway.

As shown in Fig. 4(b), Fru cannot release ABA germination inhibition as efficiently as Glc can, mainly due to a lack of an efficient Fru transporter in germinating seeds. These results reveal the importance of spatiotemporal expression of a competent STP for seeds in overcoming adversity. Since both Glc and Fru can facilitate seed germination under stress, SWEET4 may be a good target for engineering to improve seed vigor under the control of the *SWEET1* promoter, as SWEET4 can transport both Glc and Fru, and *pSWEET1:gSWEET4‐YFP/sweet1* seeds indeed performed better than WT in the presence of ABA plus Glc or Fru (Fig. 4d).

## Competing interests

None declared.

## Author contributions

L‐QC oversaw the project. XX and L‐QC conceived and designed the experiments. XX, JL, and Y‐CY conducted experiments. XX and L‐QC analyzed data and wrote the manuscript.

## Disclaimer

The New Phytologist Foundation remains neutral with regard to jurisdictional claims in maps and in any institutional affiliations.

## Supporting information

**Dataset S1** Oligonucleotides and DEG annotation.

**Dataset S2** GO enrichment in each cluster.

**Fig. S1** Transcript levels of *SWEET*, *STP*, and *PLT* families in germinating seeds.
**Fig. S2** Characterization of *sweet1* mutants.
**Fig. S3** Expression profile of *SWEET1*.
**Fig. S4** *SWEET1* levels under treatments and *sweet1* phenotypes respond to different sugars.
**Fig. S5** Compromised Glc response in *sweet1*.
**Fig. S6** Expression of SnRK1‐related genes upon treatments in germinating seeds.
**Fig. S7** ABI5 unlikely contributing to Glc antagonizing ABA inhibition on seed germination.
**Fig. S8** TOR lacking contribution to Glc suppression of ABA inhibition on seed germination.
**Fig. S9** Downstream genes shared by ABA and KIN10.
Please note: Wiley is not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

## Data Availability

The RNA‐sequencing data that support the findings of this study are available in the National Center for Biotechnology Information GEO database (accession nos.: GSE163057 and GSE193111).

## References

[nph70738-bib-0001] Albertos P , Romero‐Puertas MC , Tatematsu K , Mateos I , Sanchez‐Vicente I , Nambara E , Lorenzo O . 2015. S‐nitrosylation triggers ABI5 degradation to promote seed germination and seedling growth. Nature Communications 6: 8669.10.1038/ncomms9669PMC463989626493030

[nph70738-bib-0002] Baena‐Gonzalez E , Rolland F , Thevelein JM , Sheen J . 2007. A central integrator of transcription networks in plant stress and energy signalling. Nature 448: 938–942.17671505 10.1038/nature06069

[nph70738-bib-0003] Bewley JD . 1997. Seed germination and dormancy. Plant Cell 9: 1055–1066.12237375 10.1105/tpc.9.7.1055PMC156979

[nph70738-bib-0004] Bray NL , Pimentel H , Melsted P , Pachter L . 2016. Near‐optimal probabilistic RNA‐seq quantification. Nature Biotechnology 34: 525–527.10.1038/nbt.351927043002

[nph70738-bib-0005] Buijs G . 2020. A perspective on secondary seed dormancy in *Arabidopsis thaliana* . Plants 9: 749.32549219 10.3390/plants9060749PMC7355504

[nph70738-bib-0006] Buttner M . 2010. The Arabidopsis sugar transporter (AtSTP) family: an update. Plant Biology 12(Suppl 1): 35–41.10.1111/j.1438-8677.2010.00383.x20712619

[nph70738-bib-0007] Carianopol CS , Chan AL , Dong S , Provart NJ , Lumba S , Gazzarrini S . 2020. An abscisic acid‐responsive protein interaction network for sucrose non‐fermenting related kinase1 in abiotic stress response. Communications Biology 3: 145.32218501 10.1038/s42003-020-0866-8PMC7099082

[nph70738-bib-0008] Chen JG , Willard FS , Huang J , Liang J , Chasse SA , Jones AM , Siderovski DP . 2003. A seven‐transmembrane RGS protein that modulates plant cell proliferation. Science 301: 1728–1731.14500984 10.1126/science.1087790

[nph70738-bib-0009] Chen LQ , Hou BH , Lalonde S , Takanaga H , Hartung ML , Qu XQ , Guo WJ , Kim JG , Underwood W , Chaudhuri B *et al*. 2010. Sugar transporters for intercellular exchange and nutrition of pathogens. Nature 468: 527–532.21107422 10.1038/nature09606PMC3000469

[nph70738-bib-0010] Chen LQ , Lin IW , Qu XQ , Sosso D , McFarlane HE , Londono A , Samuels AL , Frommer WB . 2015. A cascade of sequentially expressed sucrose transporters in the seed coat and endosperm provides nutrition for the Arabidopsis embryo. Plant Cell 27: 607–619.25794936 10.1105/tpc.114.134585PMC4558658

[nph70738-bib-0011] Chen LQ , Qu XQ , Hou BH , Sosso D , Osorio S , Fernie AR , Frommer WB . 2012. Sucrose efflux mediated by SWEET proteins as a key step for phloem transport. Science 335: 207–211.22157085 10.1126/science.1213351

[nph70738-bib-0012] Cutler SR , Rodriguez PL , Finkelstein RR , Abrams SR . 2010. Abscisic acid: emergence of a core signaling network. Annual Review of Plant Biology 61: 651–679.10.1146/annurev-arplant-042809-11212220192755

[nph70738-bib-0013] Dekkers BJ , Schuurmans JA , Smeekens SC . 2004. Glucose delays seed germination in *Arabidopsis thaliana* . Planta 218: 579–588.14648119 10.1007/s00425-003-1154-9

[nph70738-bib-0014] Eastmond PJ , Germain V , Lange PR , Bryce JH , Smith SM , Graham IA . 2000. Postgerminative growth and lipid catabolism in oilseeds lacking the glyoxylate cycle. Proceedings of the National Academy of Sciences, USA 97: 5669–5674.10.1073/pnas.97.10.5669PMC2588610805817

[nph70738-bib-0015] Finkelstein R , Reeves W , Ariizumi T , Steber C . 2008. Molecular aspects of seed dormancy. Annual Review of Plant Biology 59: 387–415.10.1146/annurev.arplant.59.032607.09274018257711

[nph70738-bib-0016] Finkelstein RR , Gampala SS , Rock CD . 2002. Abscisic acid signaling in seeds and seedlings. Plant Cell 14(Suppl): S15–S45.12045268 10.1105/tpc.010441PMC151246

[nph70738-bib-0017] Finkelstein RR , Lynch TJ . 2000. Abscisic acid inhibition of radicle emergence but not seedling growth is suppressed by sugars. Plant Physiology 122: 1179–1186.10759513 10.1104/pp.122.4.1179PMC58952

[nph70738-bib-0018] Fu L , Wang P , Xiong Y . 2020. Target of Rapamycin signaling in plant stress responses. Plant Physiology 182: 1613–1623.31949028 10.1104/pp.19.01214PMC7140942

[nph70738-bib-0019] Garciarrubio A , Legaria JP , Covarrubias AA . 1997. Abscisic acid inhibits germination of mature *Arabidopsis* seeds by limiting the availability of energy and nutrients. Planta 203: 182–187.9362564 10.1007/s004250050180

[nph70738-bib-0020] Guo WJ , Nagy R , Chen HY , Pfrunder S , Yu YC , Santelia D , Frommer WB , Martinoia E . 2014. SWEET17, a facilitative transporter, mediates fructose transport across the tonoplast of Arabidopsis roots and leaves. Plant Physiology 164: 777–789.24381066 10.1104/pp.113.232751PMC3912105

[nph70738-bib-0021] Han C , Liu Y , Shi W , Qiao Y , Wang L , Tian Y , Fan M , Deng Z , Lau OS , De Jaeger G *et al*. 2020. KIN10 promotes stomatal development through stabilization of the SPEECHLESS transcription factor. Nature Communications 11: 4214.10.1038/s41467-020-18048-wPMC744763432843632

[nph70738-bib-0022] Ho L‐H , Klemens PAW , Neuhaus HE , Ko H‐Y , Hsieh S‐Y , Guo W‐J . 2019. SlSWEET1a is involved in glucose import to young leaves in tomato plants. Journal of Experimental Botany 70: 3241–3254.30958535 10.1093/jxb/erz154PMC6598072

[nph70738-bib-0023] Hong SP , Carlson M . 2007. Regulation of snf1 protein kinase in response to environmental stress. The Journal of Biological Chemistry 282: 16838–16845.17438333 10.1074/jbc.M700146200

[nph70738-bib-0024] Hu DG , Sun CH , Zhang QY , An JP , You CX , Hao YJ . 2016. Glucose sensor MdHXK1 phosphorylates and stabilizes MdbHLH3 to promote anthocyanin biosynthesis in apple. PLoS Genetics 12: e1006273.27560976 10.1371/journal.pgen.1006273PMC4999241

[nph70738-bib-0025] Jang JC , Leon P , Zhou L , Sheen J . 1997. Hexokinase as a sugar sensor in higher plants. Plant Cell 9: 5–19.9014361 10.1105/tpc.9.1.5PMC156897

[nph70738-bib-0026] Jin D , Wu M , Li B , Bucker B , Keil P , Zhang S , Li J , Kang D , Liu J , Dong J *et al*. 2018. The COP9 signalosome regulates seed germination by facilitating protein degradation of RGL2 and ABI5. PLoS Genetics 14: e1007237.29462139 10.1371/journal.pgen.1007237PMC5834205

[nph70738-bib-0027] Kang J , Yim S , Choi H , Kim A , Lee KP , Lopez‐Molina L , Martinoia E , Lee Y . 2015. Abscisic acid transporters cooperate to control seed germination. Nature Communications 6: 8113.10.1038/ncomms9113PMC456971726334616

[nph70738-bib-0028] Kim I , Zambryski PC . 2005. Cell‐to‐cell communication via plasmodesmata during *Arabidopsis* embryogenesis. Current Opinion in Plant Biology 8: 593–599.16207533 10.1016/j.pbi.2005.09.013

[nph70738-bib-0029] Le Guen L , Thomas M , Bianchi M , Halford NG , Kreis M . 1992. Structure and expression of a gene from *Arabidopsis thaliana* encoding a protein related to SNF1 protein kinase. Gene 120: 249–254.1339373 10.1016/0378-1119(92)90100-4

[nph70738-bib-0030] Lee KP , Piskurewicz U , Tureckova V , Strnad M , Lopez‐Molina L . 2010. A seed coat bedding assay shows that RGL2‐dependent release of abscisic acid by the endosperm controls embryo growth in *Arabidopsis* dormant seeds. Proceedings of the National Academy of Sciences, USA 107: 19108–19113.10.1073/pnas.1012896107PMC297390720956298

[nph70738-bib-0031] Li L , Li L , Cui S , Qian D , Lyu S , Liu W , Botella JR , Li H , Burritt DJ , Tran L‐SP *et al*. 2023. PDC1 is activated by ABF4 and inhibits seed germination by promoting ROS accumulation in Arabidopsis. Environmental and Experimental Botany 206: 105188.

[nph70738-bib-0032] Li Y , Lee KK , Walsh S , Smith C , Hadingham S , Sorefan K , Cawley G , Bevan MW . 2006. Establishing glucose‐ and ABA‐regulated transcription networks in *Arabidopsis* by microarray analysis and promoter classification using a Relevance Vector Machine. Genome Research 16: 414–427.16424108 10.1101/gr.4237406PMC1415219

[nph70738-bib-0033] Liu X , Zhang Y , Yang C , Tian Z , Li J . 2016. AtSWEET4, a hexose facilitator, mediates sugar transport to axial sinks and affects plant development. Scientific Reports 6: 24563.27102826 10.1038/srep24563PMC4840376

[nph70738-bib-0034] Lopez‐Molina L , Mongrand S , McLachlin DT , Chait BT , Chua NH . 2002. ABI5 acts downstream of ABI3 to execute an ABA‐dependent growth arrest during germination. The Plant Journal 32: 317–328.12410810 10.1046/j.1365-313x.2002.01430.x

[nph70738-bib-0035] Mair A , Pedrotti L , Wurzinger B , Anrather D , Simeunovic A , Weiste C , Valerio C , Dietrich K , Kirchler T , Nagele T *et al*. 2015. SnRK1‐triggered switch of bZIP63 dimerization mediates the low‐energy response in plants. eLife 4: e05828.26263501 10.7554/eLife.05828PMC4558565

[nph70738-bib-0036] Menand B , Desnos T , Nussaume L , Berger F , Bouchez D , Meyer C , Robaglia C . 2002. Expression and disruption of the *Arabidopsis TOR* (target of rapamycin) gene. Proceedings of the National Academy of Sciences, USA 99: 6422–6427.10.1073/pnas.092141899PMC12296411983923

[nph70738-bib-0037] Moore B , Zhou L , Rolland F , Hall Q , Cheng WH , Liu YX , Hwang I , Jones T , Sheen J . 2003. Role of the *Arabidopsis* glucose sensor HXK1 in nutrient, light, and hormonal signaling. Science 300: 332–336.12690200 10.1126/science.1080585

[nph70738-bib-0038] Nunes C , Primavesi LF , Patel MK , Martinez‐Barajas E , Powers SJ , Sagar R , Fevereiro PS , Davis BG , Paul MJ . 2013. Inhibition of SnRK1 by metabolites: tissue‐dependent effects and cooperative inhibition by glucose 1‐phosphate in combination with trehalose 6‐phosphate. Plant Physiology and Biochemistry 63: 89–98.23257075 10.1016/j.plaphy.2012.11.011

[nph70738-bib-0039] Penfield S , Rylott EL , Gilday AD , Graham S , Larson TR , Graham IA . 2004. Reserve mobilization in the Arabidopsis endosperm fuels hypocotyl elongation in the dark, is independent of abscisic acid, and requires PHOSPHOENOLPYRUVATE CARBOXYKINASE1. Plant Cell 16: 2705–2718.15367715 10.1105/tpc.104.024711PMC520966

[nph70738-bib-0040] Pimentel H , Bray NL , Puente S , Melsted P , Pachter L . 2017. Differential analysis of RNA‐seq incorporating quantification uncertainty. Nature Methods 14: 687–690.28581496 10.1038/nmeth.4324

[nph70738-bib-0041] Price J , Li TC , Kang SG , Na JK , Jang JC . 2003. Mechanisms of glucose signaling during germination of Arabidopsis. Plant Physiology 132: 1424–1438.12857824 10.1104/pp.103.020347PMC167082

[nph70738-bib-0042] Quettier AL , Eastmond PJ . 2009. Storage oil hydrolysis during early seedling growth. Plant Physiology and Biochemistry 47: 485–490.19136267 10.1016/j.plaphy.2008.12.005

[nph70738-bib-0043] Ramon M , Dang TVT , Broeckx T , Hulsmans S , Crepin N , Sheen J , Rolland F . 2019. Default activation and nuclear translocation of the plant cellular energy sensor SnRK1 regulate metabolic stress responses and development. Plant Cell 31: 1614–1632.31123051 10.1105/tpc.18.00500PMC6635846

[nph70738-bib-0044] Rodriguez M , Parola R , Andreola S , Pereyra C , Martinez‐Noel G . 2019. TOR and SnRK1 signaling pathways in plant response to abiotic stresses: do they always act according to the “yin‐yang” model? Plant Science 288: 110220.31521220 10.1016/j.plantsci.2019.110220

[nph70738-bib-0045] Rolland F , Baena‐Gonzalez E , Sheen J . 2006. Sugar sensing and signaling in plants: conserved and novel mechanisms. Annual Review of Plant Biology 57: 675–709.10.1146/annurev.arplant.57.032905.10544116669778

[nph70738-bib-0046] Sanchez‐Montesino R , Bouza‐Morcillo L , Marquez J , Ghita M , Duran‐Nebreda S , Gomez L , Holdsworth MJ , Bassel G , Onate‐Sanchez L . 2019. A regulatory module controlling GA‐mediated endosperm cell expansion is critical for seed germination in *Arabidopsis* . Molecular Plant 12: 71–85.30419294 10.1016/j.molp.2018.10.009PMC7086157

[nph70738-bib-0047] Sherson SM , Hemmann G , Wallace G , Forbes S , Germain V , Stadler R , Bechtold N , Sauer N , Smith SM . 2000. Monosaccharide/proton symporter AtSTP1 plays a major role in uptake and response of *Arabidopsis* seeds and seedlings to sugars. The Plant Journal 24: 849–857.11135118 10.1046/j.1365-313x.2000.00935.x

[nph70738-bib-0048] Simon NML , Sawkins E , Dodd AN . 2018. Involvement of the SnRK1 subunit KIN10 in sucrose‐induced hypocotyl elongation. Plant Signaling & Behavior 13: e1457913.29584583 10.1080/15592324.2018.1457913PMC6110359

[nph70738-bib-0049] Sliwinska E , Bassel GW , Bewley JD . 2009. Germination of *Arabidopsis thaliana* seeds is not completed as a result of elongation of the radicle but of the adjacent transition zone and lower hypocotyl. Journal of Experimental Botany 60: 3587–3594.19620183 10.1093/jxb/erp203

[nph70738-bib-0050] Solfanelli C , Poggi A , Loreti E , Alpi A , Perata P . 2006. Sucrose‐specific induction of the anthocyanin biosynthetic pathway in Arabidopsis. Plant Physiology 140: 637–646.16384906 10.1104/pp.105.072579PMC1361330

[nph70738-bib-0051] Streb S , Zeeman SC . 2012. Starch metabolism in Arabidopsis. The Arabidopsis Book 10: e0160.23393426 10.1199/tab.0160PMC3527087

[nph70738-bib-0052] Toroser D , Plaut Z , Huber SC . 2000. Regulation of a plant SNF1‐related protein kinase by glucose‐6‐phosphate. Plant Physiology 123: 403–412.10806257 10.1104/pp.123.1.403PMC59014

[nph70738-bib-0053] Truernit E , Schmid J , Epple P , Illig J , Sauer N . 1996. The sink‐specific and stress‐regulated Arabidopsis STP4 gene: enhanced expression of a gene encoding a monosaccharide transporter by wounding, elicitors, and pathogen challenge. Plant Cell 8: 2169–2182.8989877 10.1105/tpc.8.12.2169PMC161343

[nph70738-bib-0054] Tsai AY , Gazzarrini S . 2012. AKIN10 and FUSCA3 interact to control lateral organ development and phase transitions in Arabidopsis. The Plant Journal 69: 809–821.22026387 10.1111/j.1365-313X.2011.04832.x

[nph70738-bib-0055] Tuan PA , Kumar R , Rehal PK , Toora PK , Ayele BT . 2018. Molecular mechanisms underlying abscisic acid/gibberellin balance in the control of seed dormancy and germination in cereals. Frontiers in Plant Science 9: 668.29875780 10.3389/fpls.2018.00668PMC5974119

[nph70738-bib-0056] Wang P , Zhao Y , Li Z , Hsu CC , Liu X , Fu L , Hou YJ , Du Y , Xie S , Zhang C *et al*. 2018. Reciprocal regulation of the TOR kinase and ABA receptor balances plant growth and stress response. Molecular Cell 69: 100–112.29290610 10.1016/j.molcel.2017.12.002PMC5772982

[nph70738-bib-0057] Woods A , Munday MR , Scott J , Yang X , Carlson M , Carling D . 1994. Yeast SNF1 is functionally related to mammalian AMP‐activated protein kinase and regulates acetyl‐CoA carboxylase *in vivo* . The Journal of Biological Chemistry 269: 19509–19515.7913470

[nph70738-bib-0058] Xiong Y , McCormack M , Li L , Hall Q , Xiang C , Sheen J . 2013. Glucose‐TOR signalling reprograms the transcriptome and activates meristems. Nature 496: 181–186.23542588 10.1038/nature12030PMC4140196

[nph70738-bib-0059] Xiong Y , Sheen J . 2012. Rapamycin and glucose‐target of rapamycin (TOR) protein signaling in plants. The Journal of Biological Chemistry 287: 2836–2842.22134914 10.1074/jbc.M111.300749PMC3268441

[nph70738-bib-0066] Xue X , Wang J , Shukla D , Cheung LS , Chen LQ . 2022. When SWEETs turn tweens: Updates and perspectives. Annual Review of Plant Biology 73: 379–403.10.1146/annurev-arplant-070621-09390734910586

[nph70738-bib-0060] Xue X , Yu Y‐C , Wu Y , Xue H , Chen L‐Q . 2021. Locally restricted glucose availability in the embryonic hypocotyl determines seed germination under ABA treatment. New Phytologist 231: 1832–1844.34032290 10.1111/nph.17513

[nph70738-bib-0061] Yan L , Wei S , Wu Y , Hu R , Li H , Yang W , Xie Q . 2015. High‐efficiency genome editing in Arabidopsis using YAO promoter‐driven CRISPR/Cas9 system. Molecular Plant 8: 1820–1823.26524930 10.1016/j.molp.2015.10.004

[nph70738-bib-0062] Zhang Y , Primavesi LF , Jhurreea D , Andralojc PJ , Mitchell RA , Powers SJ , Schluepmann H , Delatte T , Wingler A , Paul MJ . 2009. Inhibition of SNF1‐related protein kinase1 activity and regulation of metabolic pathways by trehalose‐6‐phosphate. Plant Physiology 149: 1860–1871.19193861 10.1104/pp.108.133934PMC2663748

[nph70738-bib-0063] Zhang Z , Zhu JY , Roh J , Marchive C , Kim SK , Meyer C , Sun Y , Wang W , Wang ZY . 2016. TOR signaling promotes accumulation of BZR1 to balance growth with carbon availability in Arabidopsis. Current Biology 26: 1854–1860.27345161 10.1016/j.cub.2016.05.005PMC5126233

[nph70738-bib-0064] Zhao M , Zhang H , Yan H , Qiu L , Baskin CC . 2018. Mobilization and role of starch, protein, and fat reserves during seed germination of six wild grassland species. Frontiers in Plant Science 9: 234.29535748 10.3389/fpls.2018.00234PMC5835038

[nph70738-bib-0065] Zhu JK . 2016. Abiotic stress signaling and responses in plants. Cell 167: 313–324.27716505 10.1016/j.cell.2016.08.029PMC5104190

# Supplementary material for: SWEET1‐mediated glucose transport is crucial for energy availability in Arabidopsis
**Source:** New Phytol. 2025 Nov 18;249(4):1816–30. doi: 10.1111/nph.70738
**Supplement:** Supplementary file 3 — Fig. S1 Transcript levels of SWEET, STP, and PLT families in germinating seeds. Fig. S2 Characterization of sweet1 mutants. Fig. S3 Expression profile of SWEET1. Fig. S4 SWEET1 levels under treatments and sweet1 phenotypes respond to different sugars. Fig. S5 Compromised Glc response in sweet1. Fig. S6 Expression of SnRK1‐related genes upon treatments in germinating seeds. Fig. S7 ABI5 unlikely contributing to Glc antagonizing ABA inhibition on seed germination. Fig. S8 TOR lacking contribution to Glc suppression of ABA inhibition on seed germination. Fig. S9 Downstream genes shared by ABA and KIN10. Please note: Wiley is not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the New Phytologist Central Office.

New Phytologist Supporting Information

Article title: SWEET1-mediated glucose transport is crucial for energy availability in Arabidopsis

Authors: Xueyi Xue, Jiankun Li, Ya-Chi Yu and Li-Qing Chen

Article acceptance date: 24 October 2025

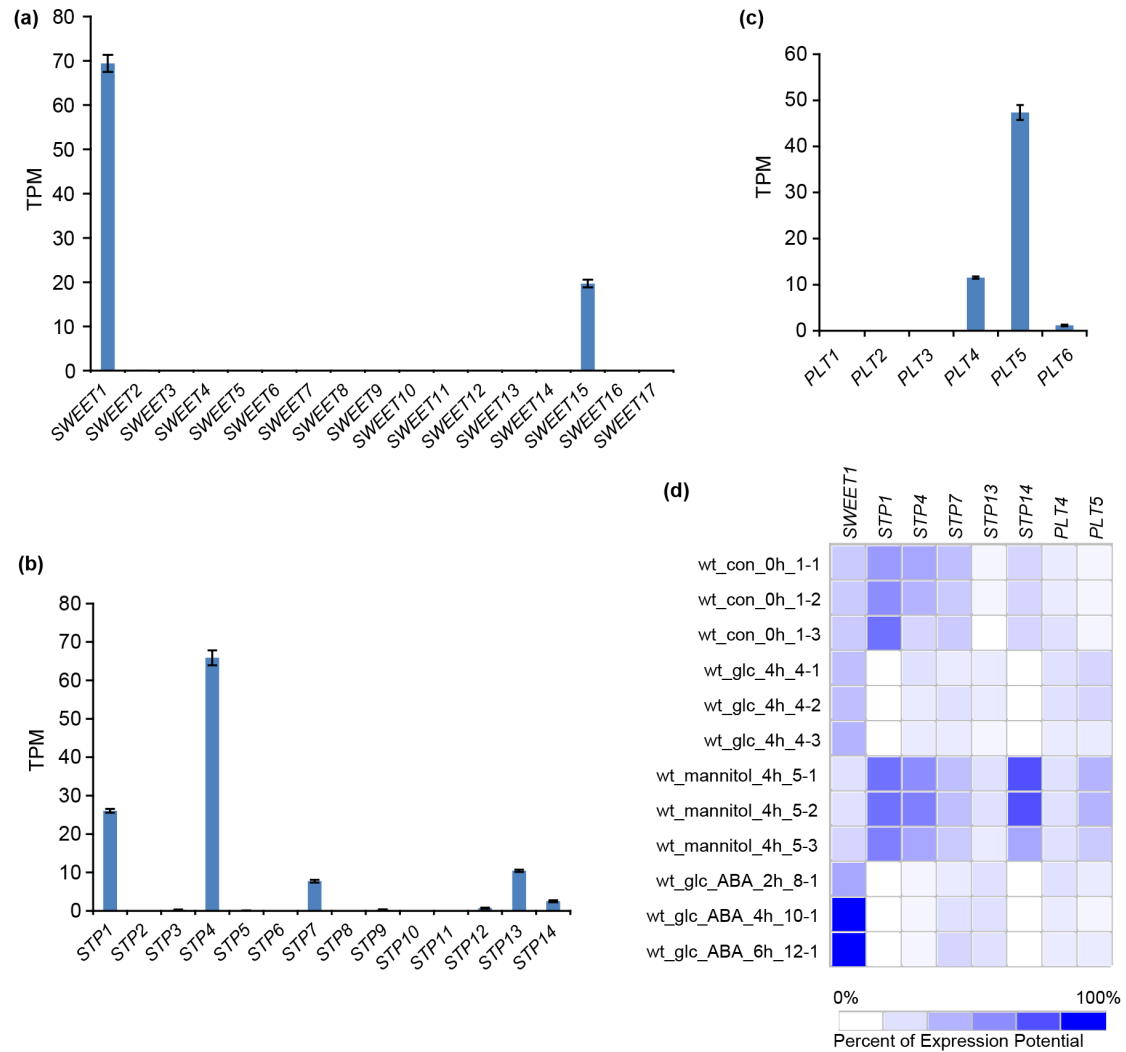

Fig. S1 Transcript levels of *SWEET*, *STP* and *PLT* families in germinating seeds.

(a-c) Transcript levels of sugar transporter genes of *SWEETs* (a), *STPs* (b), and *PLTs* (c) at 30 HAI (Xue *et al.*, 2021). *SWEET1*, *SWEET15*, *STP1*, *STP4*, *STP7*, *STP13*, *PLT4*, and *PLT5* are relatively high. Values are means $\pm$ SD (n = 3).

(d) Expression of candidate Glc transporter genes upon Glc and ABA+Glc treatment in seedlings. These data were extracted from a study exploring the regulatory network of ABA and Glc in seedlings (Li *et al.*, 2006) through Genevestigator (Hruz *et al.*, 2008). *STP1*, *STP4*, *STP7*, and *STP14* were down-regulated by both Glc and ABA+Glc. *PLT4* and *PLT5* remained unchanged by ABA+Glc, while *SWEET1* was induced by ABA+Glc.

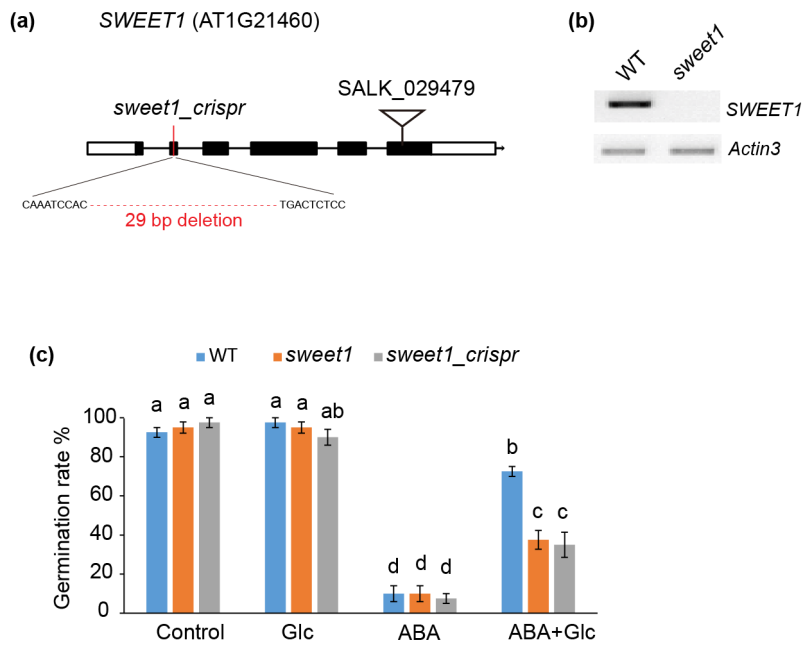

Fig. S2 Characterization of *sweet1* mutants.

(a) Schematic representation of *SWEET1* with the T-DNA insertion and CRISPR/Cas9 editing. The black boxes represent exons, and the white boxes represent UTRs. The triangle labels the T-DNA insertion site of allele SALK_029479. A 29 bp fragment was deleted from second exon in *sweet1_crispr* allele.

(b) RT-PCR test for *SWEET1* transcript in *sweet1* mutant SALK_029479. There was no detectable *SWEET1* transcript in mutant seeds.

(c) Germination rate of WT and *sweet1* mutants under treatments at 72 HAI. Glc fails to promote germination of *sweet1* mutants in the presence of ABA. Values are means $\pm$ SE ($n = 4$). Different lowercase letters indicate significantly different means at $P < 0.05$, as determined by a one-way ANOVA with Tukey test.

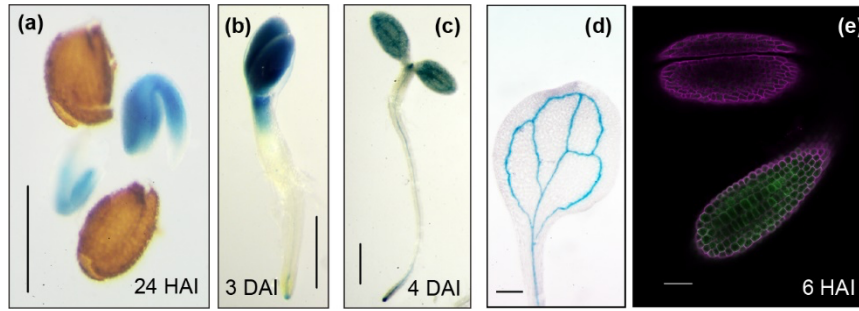

Fig. S3 Expression profile of *SWEET1*.

(a-c) *SWEET1* accumulation pattern from germinating seeds to seedlings. GUS staining of *pSWEET1:gSWEET1-GUS* was observed in embryo, but not endosperm or testa at 24 HAI (a), seedlings (b,c) at indicated stages after imbibition. Scale bars = 0.5 mm.

(d) *SWEET1* GUS staining in the first pair of true leaves from 3-week-old plants. Scale bar = 1 mm.

(e) *SWEET1*-YFP detected in cortex cells in hypocotyl at 6 HAI. Scale bar = 50 μm.

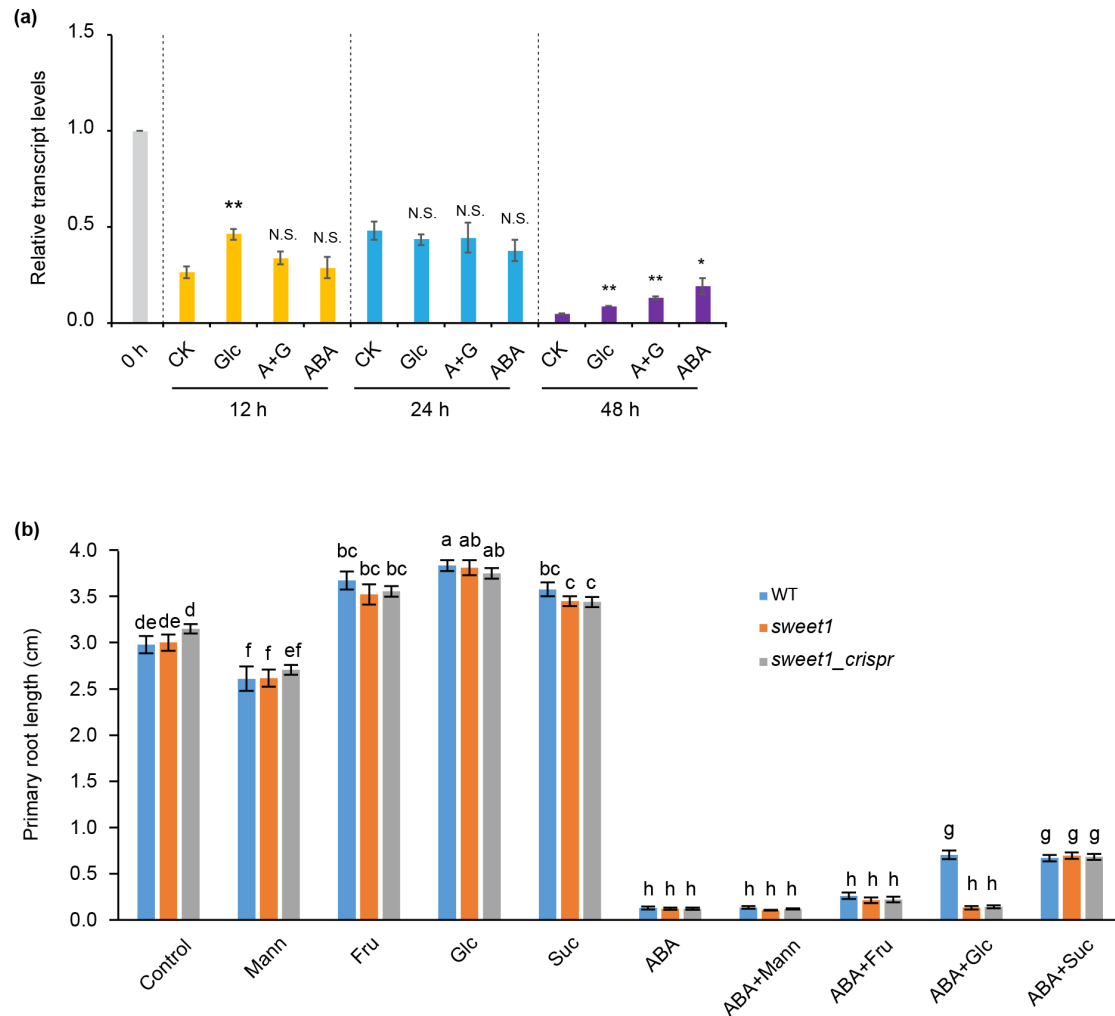

Fig. S4 *SWEET1* levels under treatments and *sweet1* phenotypes respond to different sugars.

(a) Transcript levels of *SWEET1* upon indicated treatments. After 3-day imbibition, Transcript levels were analyzed under treatments for 0, 12, 24 and 48 hours. Asterisks indicate significantly different compared with control (CK) values for each time point (Student's *t*-test, * $P < 0.05$, ** $P < 0.01$).

(b) Metabolizable sugars promote primary root growth under ABA treatment. After 3-day imbibition, seeds were sown on $\frac{1}{2}$ MS medium with either 2 μ M ABA or 2 μ M ABA plus 60 mM sugar as indicated. The root length was measured at 10 DAI. Fru, Glc and Suc can promote root growth without ABA in both WT and *sweet1* mutants, but mannitol (Mann) did not. In the presence of 2 μ M ABA, Suc can accelerate root growth in both WT and *sweet1* mutants compared to that on ABA only, while Glc promotes root growth in WT only. Different lowercase letters indicate significant different means at $P < 0.05$ by one-way ANOVA Tukey test.

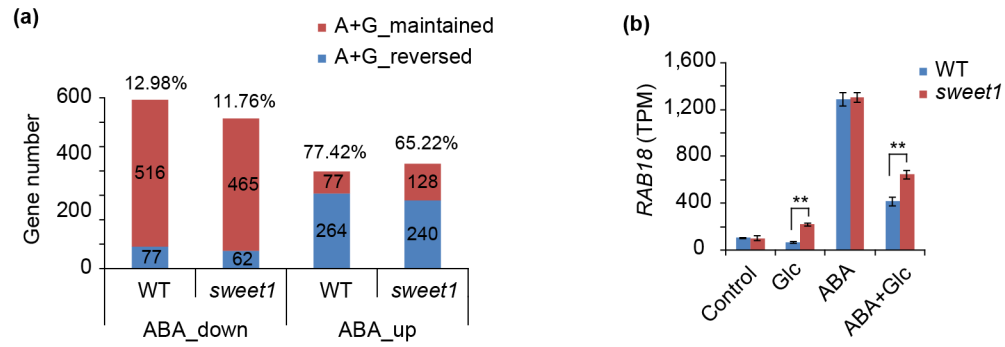

Fig. S5 Compromised Glc response in *sweet1*.

(a) The bar graph indicates the number of genes regulated by ABA in WT and *sweet1*. Genes with TPM > 20 under control condition and FC < 0.75 upon ABA treatment were classified as ABA down-regulated DEGs. Genes with TPM > 1.5 under control condition and FC > 2 upon ABA treatment were classified as ABA up-regulated DEGs. The numbers in the blue area indicate genes that showed the opposite change with the addition of Glc compared to ABA only. The number on top of each bar indicates the proportion of genes oppositely regulated by the addition of Glc.

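The bars of Fig. S5a count genes that ABA moved and that moved back when Glc was added, and the legend does not give the size of change that counts as opposite.
For *sweet1* seeds the share of ABA-induced genes was 60.2% (228 of 379) with a ratio of ABA + Glc to ABA under 0.75, and 58.9% over all 16 libraries.
It was 49.9% with a fall past the test from ABA to ABA + Glc, and 35.1% with genes no longer at the ABA minimum against the control.
The shares of the 542 ABA-repressed genes under the same definitions were 6.46% (35 genes; 10.8% over all 16 libraries), 11.4% and 33.4%.
The ratio over all 16 libraries was added after the values were seen.
Per library, ABA + Glc replicates 1, 2 and 4 had a lower value than the ABA mean in 97.6, 95.0 and 97.4% of induced genes and a higher value in 76.6, 77.7 and 77.1% of repressed genes.
ABA + Glc replicate 3 had 86.3 and 64.9%.
*ZEP* (AT5G67030), which makes an ABA precursor and is itself induced by ABA, held 35.9 ± 1.83 TPM (SD, n = 3) under ABA and 27.5 ± 0.554 TPM (SD, n = 3) under ABA + Glc, a log2 fold change of -0.38 (SE 0.07, adjusted p = 0.00455, and -0.37 over 16 libraries).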

(b) Expression levels of ABA-responsive gene *RAB18* under treatments. *RAB18* is highly induced by ABA and then reduced by the addition of Glc. Asterisks indicate significantly different compared with WT values (Student's *t*-test, ** $P < 0.01$).

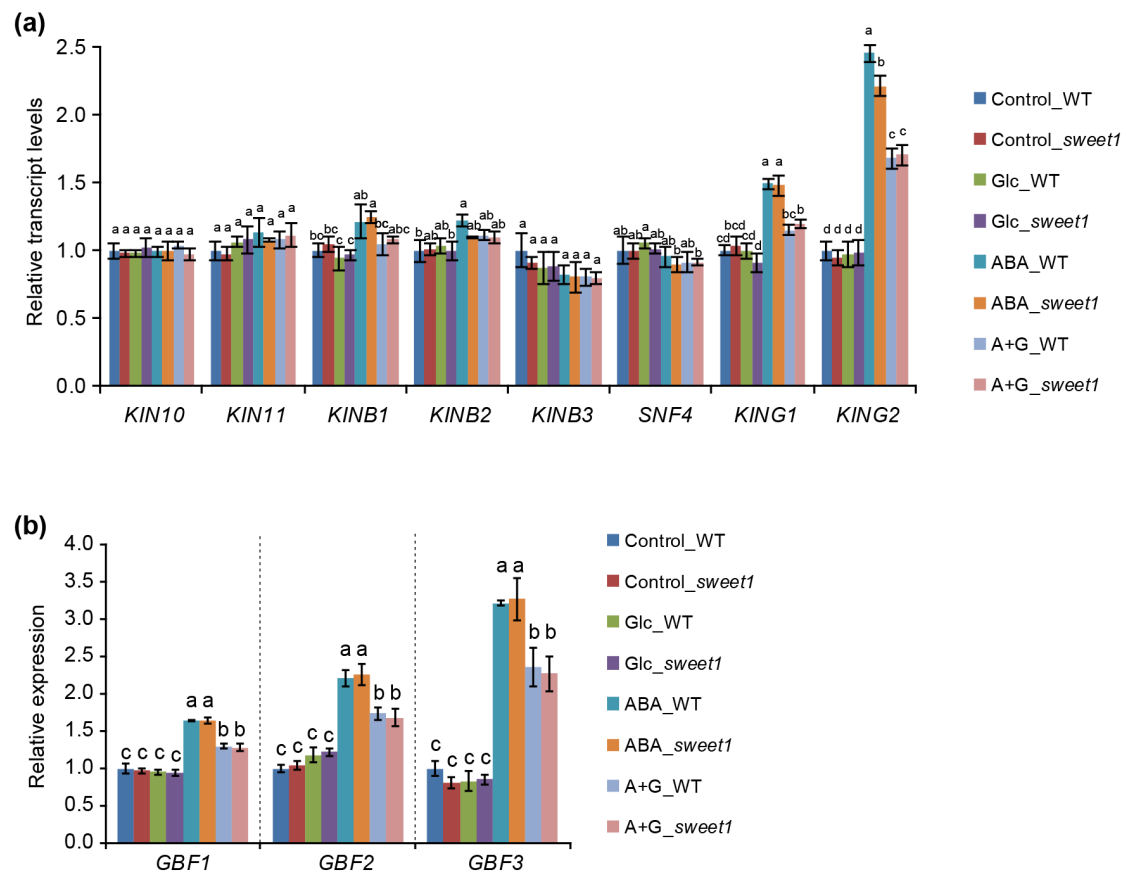

Fig. S6 Expression of SnRK1-related genes upon treatments in germinating seeds.

(a) Transcript levels of genes that encode subunits of the SnRK1 complex. The gamma subunit genes *KING1* and *KING2* were up-regulated by ABA and down-regulated by ABA+Glc relative to ABA. Genes encoding other subunits did not respond to the treatments.

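The remaining SnRK1 subunit genes in *sweet1* seeds are *KIN10* and *KIN11* (alpha), *KINB1*, *KINB2* and *KINB3* (beta) and *SNF4* (beta-gamma).
*KINB1* (AT5G21170) had a log2 fold change of 0.25 (SE 0.05, adjusted p = 0.000942, and 0.19 over 16 libraries) with ABA, under the minimum change, with 42.9 ± 2.26 TPM (SD, n = 4) in the control and 51.0 ± 1.74 TPM (SD, n = 3) under ABA.
*SNF4* (AT1G09020) had -0.15 (SE 0.06, adjusted p = 0.0478, and -0.14 over 16 libraries) with ABA, also under the minimum, with 23.2 ± 1.23 TPM (SD, n = 4) and 20.9 ± 1.27 TPM (SD, n = 3).
*KINB2* (AT4G16360) had 0.12 (SE 0.05, adjusted p = 0.09, and 0.14 over 16 libraries) and *KINB3* (AT2G28060) had -0.18 (SE 0.10, adjusted p = 0.175, and -0.23 over 16 libraries), which did not pass the test.
For *KIN11* the levels were 17.5 ± 0.815 TPM (SD, n = 4) in the control and 19.3 ± 0.211 TPM (SD, n = 3) with ABA.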

(b) Transcript levels of *GBF* genes. *GBF1*, 2, and 3 were induced by ABA and suppressed by the addition of Glc in both WT and *sweet1*. 

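*GBF1* held 62.2 ± 2.57 TPM (SD, n = 4) in the control, 60.6 ± 1.58 TPM (SD, n = 4) with Glc, 105 ± 2.49 TPM (SD, n = 3) with ABA and 82.2 ± 3.22 TPM (SD, n = 3) with ABA + Glc in *sweet1* seeds.
*GBF1* held 98.1 TPM in ABA replicate 3 and 90.3 TPM in ABA + Glc replicate 3.
The log2 fold change of *GBF1* between the last pair was -0.36 (SE 0.05, adjusted p = 0.000455, and -0.30 over 16 libraries).
*GBF2* held 25.3 ± 1.298 TPM (SD, n = 4), 29.6 ± 1.26 TPM (SD, n = 4), 54.7 ± 3.28 TPM (SD, n = 3) and 40.8 ± 2.86 TPM (SD, n = 3) in the same order.
*GBF2* held 49.7 TPM in ABA replicate 3 and 56.5 TPM in ABA + Glc replicate 3.
It had -0.42 from ABA to ABA + Glc (adjusted p = 0.00218), but over all 16 libraries -0.27 (adjusted p = 0.126), which did not pass the test.
*GBF3* held 9.63 ± 0.881 TPM (SD, n = 4), 10.1 ± 0.351 TPM (SD, n = 4), 38.9 ± 3.45 TPM (SD, n = 3) and 27.0 ± 2.76 TPM (SD, n = 3).
*GBF3* held 39.9 TPM in ABA replicate 3 and 37.8 TPM in ABA + Glc replicate 3, and its change from ABA to ABA + Glc was -0.52 (SE 0.09, adjusted p = 0.00399, and -0.41 over 16 libraries).
All 3 fell from ABA to ABA + Glc (3 adjusted over the list alone and 2 over all 16 libraries). The set test passed at the preset correlation only (limma camera, adjusted p = 7.27e-07, and adjusted p = 0.051 with an estimated correlation).
The paper names these 3 genes for this pattern in the same libraries, so the count and the set test are not independent evidence.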

Different lowercase letters in (a,b) indicate significant different mean for each gene at $P < 0.05$ by one-way ANOVA Tukey test.

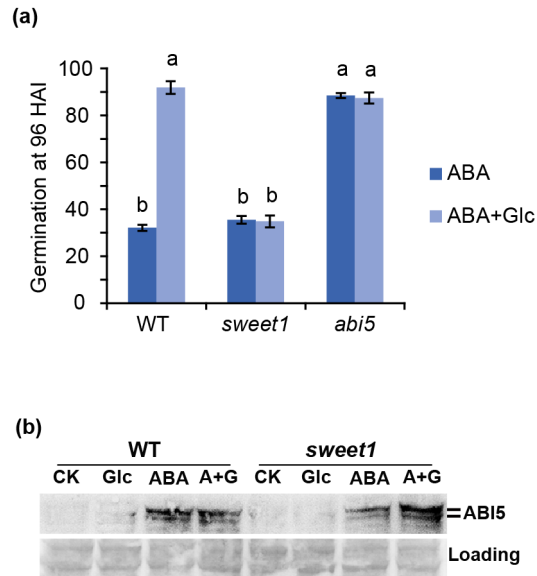

Fig. S7 ABI5 unlikely contributing to Glc antagonizing ABA inhibition on seed germination.

(a) Germination rate of WT, *sweet1*, and *abi5-8* under treatments at 96 HAI. The *abi5-8* is insensitive to ABA and ABA+Glc treatment. Values are means $\pm$ SE (n = 3). Different lowercase letters indicate significantly different means at $P < 0.05$ according to one-way ANOVA Tukey test.

(b) Immunoblotting shows ABI5 levels responding to treatments. ABI5 accumulation was up-regulated to a comparable level in both WT and *sweet1* mutants by ABA and ABA+Glc.

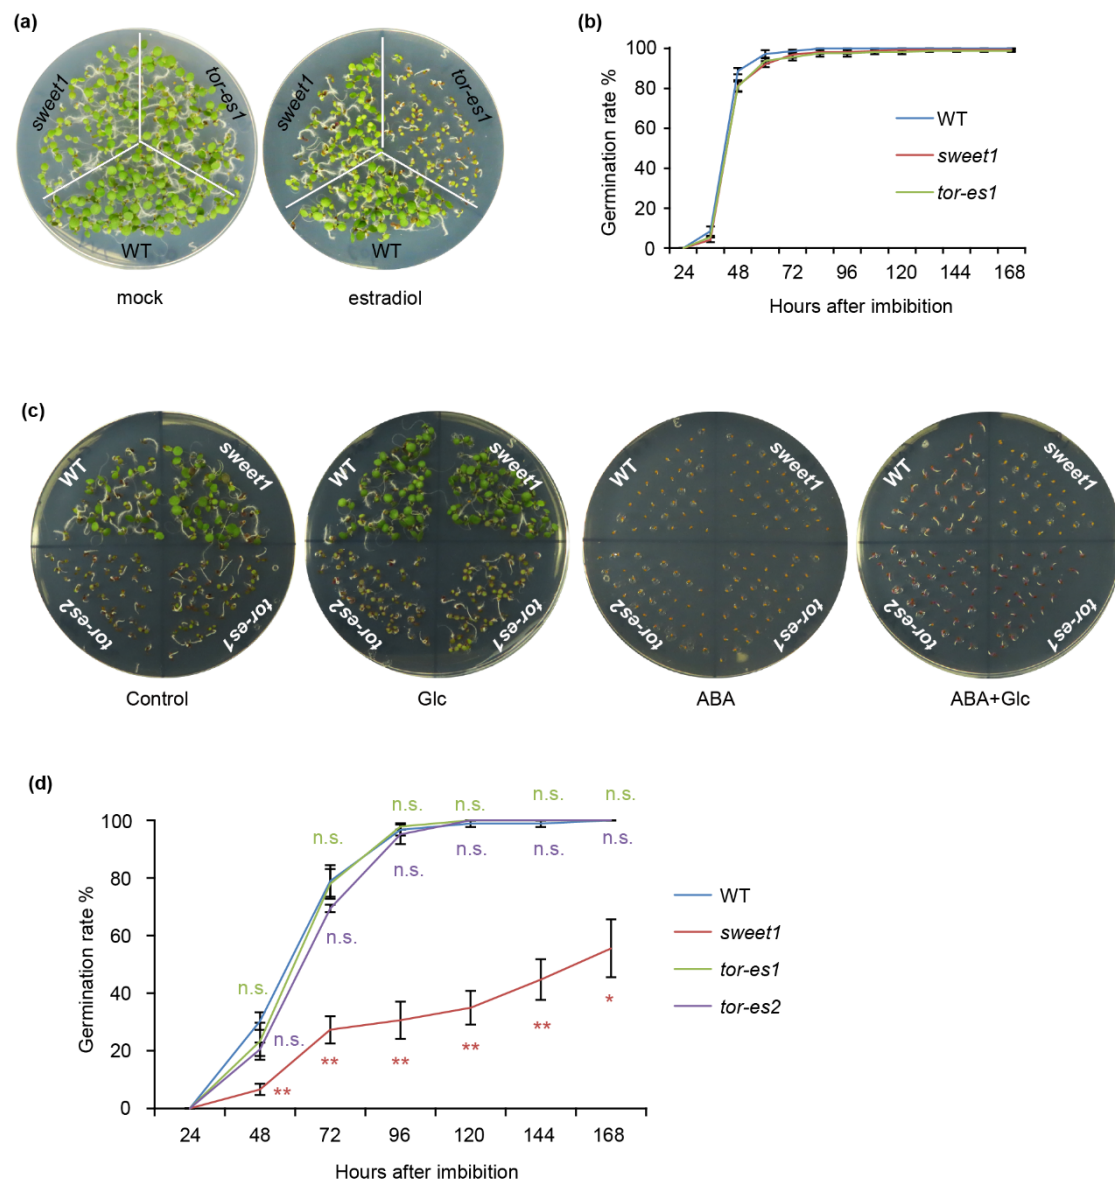

Fig. S8 TOR lacking contribution to Glc suppression of ABA inhibition on seed germination.

(a) Characterization of *tor-es1* phenotypes. Under 10 μ M estradiol treatment, *tor-es1* showed stunted growth of cotyledons, true leaves, petioles, and roots as previously reported (Xiong & Sheen, 2012).

(b) Germination rate of WT, *sweet1*, and *tor-es1* under control conditions. WT, *sweet1* and *tor-es1* showed comparable germination rate on $\frac{1}{2}$ MS medium supplemented with 10 μ M estradiol. Values are means $\pm$ SE (n = 3).

(c) Phenotypes of two independent *tor-es* lines upon treatments for 7 days. Seeds of WT, *sweet1*, and two independent *tor-es* lines were grown on indicated medium.

(d) Germination rate of WT, *sweet1*, and two *tor-es* lines under ABA+Glc. WT, *tor-es1* and *tor-es2* showed comparable germination rate. Values are means $\pm$ SE (n = 3). Asterisks indicate a significant difference compared with WT values (Student's *t*-test, * $P < 0.05$, ** $P < 0.01$). n.s., no significant difference.

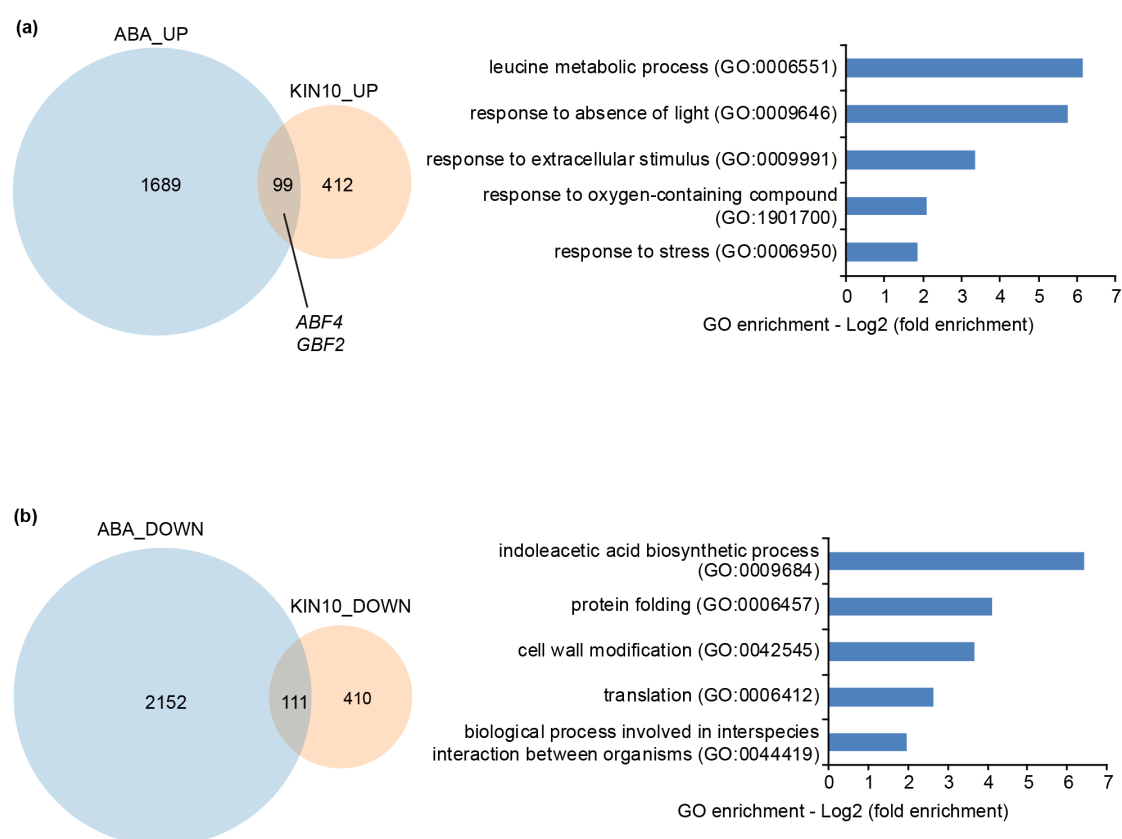

Fig. S9 Downstream genes shared by ABA and KIN10.

(a) Genes up-regulated by ABA and KIN10. Among 511 genes up-regulated by KIN10, 99 are also up-regulated by ABA in germinating seeds, including *ABF4* and *GBF2*. These overlapping genes play a role in the leucine catabolic process, response to the absence of light, extracellular stimulus, oxygen-containing compounds, and stress.

(b) Common genes down-regulated by ABA and KIN10. Of the 521 genes down-regulated by KIN10, 111 are also suppressed by ABA, including genes involved in indoleacetic acid biosynthesis, protein folding, cell wall modification, and translation. KIN10 response genes in (a,b) were downloaded from a previous study (Baena-Gonzalez *et al.*, 2007).

REFERENCES

- Baena-Gonzalez E, Rolland F, Thevelein JM, Sheen J. 2007.** A central integrator of transcription networks in plant stress and energy signalling. *Nature* **448**(7156): 938-942.
- Hruz T, Laule O, Szabo G, Wessendorp F, Bleuler S, Oertle L, Widmayer P, Gruissem W, Zimmermann P. 2008.** Genevestigator v3: a reference expression database for the meta-analysis of transcriptomes. *Adv Bioinformatics* **2008**: 420747.
- Li Y, Lee KK, Walsh S, Smith C, Hadingham S, Sorefan K, Cawley G, Bevan MW. 2006.** Establishing glucose- and ABA-regulated transcription networks in *Arabidopsis* by microarray analysis and promoter classification using a Relevance Vector Machine. *Genome Res* **16**(3): 414-427.
- Xiong Y, Sheen J. 2012.** Rapamycin and glucose-target of rapamycin (TOR) protein signaling in plants. *J Biol Chem* **287**(4): 2836-2842.
- Xue X, Yu Y-C, Wu Y, Xue H, Chen L-Q. 2021.** Locally restricted glucose availability in the embryonic hypocotyl determines seed germination under ABA treatment. *bioRxiv*: 2021.2004.2007.438879.

How the deposited data were processed for this re-analysis (not part of the article)

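The values are from 16 RNA sequencing libraries of whole germinating *sweet1* seeds, 4 each of control, 60 mM Glc, 5 µM ABA and both together, taken after 6 h of treatment at 30 h after imbibition. Libraries were grouped by the genotype, treatment and replicate number of their labels, and doses and times are those of the paper's methods. WT libraries were not analysed here. The authors trimmed reads with Trimmomatic 0.38, quantified primary transcripts with kallisto 0.44.0 and tested genes with sleuth. The labels and the paper's methods name different sequencers, and the sources used here do not settle which is right. The deposited values are a score per gene under the header TPM, made by the authors with kallisto and sleuth, and how they were scaled between libraries is not given in the sources used here. They summed to 975845 to 1012836 in control libraries (median 990980.5), 951008 to 984279 in Glc libraries (median 967589) and 1023329 to 1053766 in the 3 ABA libraries the paper used (median 1053421). In the 3 ABA + Glc libraries the paper used the sums were 1003493 to 1030227 (median 1004553), with 1001029 in ABA replicate 3 and 1027299 in ABA + Glc replicate 3. No read counts were used here, so the depth per library and the counting error of a value are unknown, and precision rests on the spread between libraries. Within a treatment, correlations of log2 values between pairs of libraries were 0.9908 to 0.9957. The files hold 27655 genes, of which 27445 matched a locus tag of TAIR10.1; 88 plastid and 122 mitochondrial genes are named in another way. Symbols are those of the files, which name 13136 genes, then those of the annotation, and genes the paper names keep its spelling. Coordinates come from the annotation. The gene AT1G69800 is taken here as *KING2*, since the paper's text gives no locus code for it.

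Genes with over 0.5 TPM in at least 50% of the libraries were tested, 17498 over the 14 libraries of Dataset S1 and 17500 over all 16. The test was limma 3.58.1 (R 4.3.3) with a trend in the prior variance, on log2(TPM + 0.5), in 1 model of 4 group means. Contrasts were Glc, ABA and ABA + Glc against the control, ABA + Glc against ABA, and the Glc effect with ABA minus the Glc effect without ABA. A gene passed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.289 (1.22-fold), the paper's minimum of 0.2 on the natural log scale. The paper's filter on a CPM of 10 could not be applied without counts, and a filter of 10 TPM is among the alternatives. Samples, tests, thresholds, alternatives and gene lists were chosen before the data were examined, except where the text says otherwise. Genes are named by a rule: every gene the paper names, the 10 largest rises and falls per contrast with at least 10 TPM in the higher group and no overlap between libraries, and up to 4 members per list and contrast with the largest change, with any member that went against its list. This gives 260 genes. For a gene named under 1 contrast, values of other contrasts are given where the conclusion is about them, and those were chosen after the values were seen.

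The 30 gene lists cover ABA receptors, ABA synthesis and breakdown, clade A protein phosphatases 2C, ABA-related bZIP and other transcription factors, G-box binding factors, LEA and desiccation genes, seed storage proteins and oleosins, and gibberellin synthesis and response. They also cover the SnRK1 complex, dark-induced and dormancy markers, class II trehalose phosphate synthases, sugar-induced genes, hexokinases and sucrose cleavage, and the STP, PLT, SUC and SWEET sugar transporters. The rest are lipid breakdown and gluconeogenesis, branched-chain amino acid breakdown, photosynthesis, pectin synthesis and modification, cellulose and xyloglucan synthesis, expansins and xyloglucan endotransglucosylases, phytic acid and inositol metabolism, heat shock proteins and factors, wound and touch response, cell cycle and DNA replication, ribosome biogenesis, endosperm markers and seed coat markers. Lists for pectin, wounding, cellulose, photosynthesis, heat and inositol follow terms the study found on these samples. The dormancy, G-box, SnRK1, STP and ABA transcription factor lists hold genes the paper names from these libraries, so their results are not independent of it. Each list was counted over all genes tested and adjusted over the list alone, and tested as a set with limma camera at a preset correlation of 0.01 and at an estimated correlation. Of 120 set tests, 56 passed an adjusted p of 0.05 at the preset and 6 at the estimated correlation.

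For the bars of Fig. S5a, induced genes had at least 1.5 TPM in the control and a ratio of ABA to control of at least 2, and repressed genes had over 20 TPM in the control and a ratio under 0.75, without a test. The 14 libraries were left out in turn, and the other alternatives were all 16 libraries, a replicate block, a fit on the 2 groups of each contrast, other filters, pseudocounts of 0.1 and 1, scaling by median ratios, array weights and other minimum changes. Scaling every library to a sum of 1000000, adding ABA replicate 3 or ABA + Glc replicate 3 alone, comparing ABA + Glc with ABA replicate 3, and taking the Fig. S5a ratio over all 16 libraries were added after the values were seen. The pipeline was tested on simulated data with the spread of these libraries, in which 79.1% of 1.5-fold changes were called for Glc, 70.1% for ABA, 76.1% for ABA + Glc and 73.1% between ABA and ABA + Glc, with 0 of the called changes in the wrong direction and 2 to 5 false calls. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Left out were single transcripts, since the files give 1 value per gene, and the comparison of genotypes. The copy of Dataset S1 used here holds 1178 of its genes, and its values equal those of the files to rounding.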

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

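The counts over other splits of the libraries, the tests of ABA + Glc replicate 3 and the tests of the 2 Glc effects on ABA-responsive genes were chosen only after their results were seen. Glc had another effect with ABA than without it on part of the genome. The difference between the effects, tested as an interaction in the limma model, passed in 313 genes with a positive and 340 with a negative difference (230 and 291 over all 16 libraries). Without ABA + Glc replicate 1 it passed in 206 genes with a positive difference. In 100 splits of the libraries into groups of these sizes, the real one was the only 1 to give as many positive genes, and the only 1 to give as many negative genes, against 105 and 105 in the highest other split. These splits shuffle Glc labels within the libraries without ABA and within those with ABA. They thus test for any Glc effect, and cannot decide whether the 2 Glc effects differ by chance. Of 29 genes named by the paper, 10 had a difference that passed the limma test. It was 0.60 on the log2 scale for *STP4*, whose level Glc alone lowers. It was -1.75 for *RAB18*, -1.43 for *DIN6*, -0.71 for *ABI5* and -0.53 for *DRM1*, and these 5 genes passed under every alternative that gives this contrast and keeps the minimum change. For *DIN6*, near the 0.5 TPM filter in the control, the difference ran from -1.79 to -1.17 over the alternatives. For *GBF1*, *GBF2* and *GBF3* it was -0.32, -0.64 and -0.59, with adjusted p over all 16 libraries of 0.0587, 0.0529 and 0.0933 (over the alternatives, 0.0047 to 0.0587, 0.000267 to 0.0578 and 0.00375 to 0.143). *GBF1* was under the minimum change without ABA + Glc replicate 1 (-0.285). For *KING2* it was -0.42, with adjusted p = 0.0528 without ABA replicate 1, 0.0551 without ABA replicate 2 and 0.0589 without ABA + Glc replicate 4 (0.00971 to 0.0777 over the alternatives). For *ABF4* it was -0.46, and leaving out any 1 library except control replicate 1 ended the call, at adjusted p from 0.057 to 0.112 (0.00663 to 0.112 over the alternatives).

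The medians of genes that respond to ABA lay on opposite sides of 0 with Glc alone and with Glc on top of ABA: over the 1815 genes that ABA raised, the median log2 change was 0.11 with Glc alone (74.7% higher) and -0.18 with Glc on top of ABA (92.0% lower), and over the 2324 that ABA lowered it was -0.14 (81.6% lower) and 0.13 (77.3% higher). This holds for the medians of small shifts, since over all genes the correlation of the Glc effects was 0.015, and of genes that passed the test for both effects 72 went the same way and 59 opposite ways. Control and ABA libraries shared between the choice of genes and the effects do not account for it, since with genes chosen on other control and ABA libraries, in 18 ways, the medians were 0.063 to 0.10 and -0.188 to -0.141 for raised genes, and -0.156 to -0.076 and 0.063 to 0.12 for lowered genes. The authors' scaling between libraries does not account for it either, since with every library scaled to the same sum and genes chosen in that way they were 0.099 to 0.139 and -0.226 to -0.144 for raised genes, and -0.12 to -0.005 and 0.113 to 0.145 for lowered genes. A change in ABA signalling, osmotic effects of 60 mM Glc and shifts in germination stage were not tested as causes, and stay open.

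ABA + Glc replicate 3, which the paper left out, lies apart from the other ABA + Glc libraries: the SD over genes of its deviation from its group was 0.375 on the log2 scale, against 0.208 to 0.262 in the other 15 libraries, and its mean correlation with its group was 0.9911. GC content or gene length bias does not account for it, since the SD was still 0.366 after a trend in both was removed, with 222 genes over 2-fold from the group in place of 249. A library of another *sweet1* treatment under this label, or a mixture of such treatments, does not account for it either. Differences between the group means explain 3.50% of the deviation of replicate 3. WT libraries were not among the candidates. The 22.6, 17.42 and 19.7% in replicates 1, 2 and 4 are not a like comparison. Each of these was left out of the group mean it was set against, which then held fewer libraries. Replicate 3 correlated most with its own group (0.9849, against 0.9819 with ABA). Some heat shock genes were high in it, with 108 TPM of *HSP17.4A* against 37.9 to 41.0 TPM in the other ABA + Glc libraries, a gene chosen after its values were seen, and AT2G01021 held 4754 TPM against 16424 to 27092 TPM. Stress or handling of this sample may differ, which the labels do not record and the SD of 0.366 does not decide.

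A library was far from the other 3 of its treatment, by a gap that Dixon's criterion allows about 1 time in 20, for 24 of 368 groups of values of the 92 genes named here, where chance gives about 1 in 20 groups. Control replicate 1 held 5.52 TPM of *EEL*, 12.3 TPM of *LHCB3* and 63.3 TPM of *WRKY18*. Control replicate 3 had 212 TPM of *CRA1*, 12.3 TPM of *MPK3* and 21.4 TPM of *SNF4*. Glc replicate 2 carried 1.51 TPM of *ATHB-7*, 9.13 TPM of *ERD10* and 35.6 TPM of *NIA2*. Glc replicate 4 held 34.7 TPM of *PYL6* and 38.2 TPM of *STP4*. ABA replicate 3 had 14.6 TPM of *ADPG2*, 7.42 TPM of *CESA5*, 2696 TPM of *PCK1* and 14.2 TPM of *SWEET15*. ABA + Glc replicate 3 carried 151 TPM of *GAE1*, 108 TPM of *HSP17.4A*, 3.14 TPM of *IPS2* and 79.0 TPM of *PV42A*. The value was 19.6 TPM of *MSRB9* in Glc replicate 3, 40.3 TPM of *CYP707A1* in ABA replicate 1 and 212 TPM of *PV42A* in ABA replicate 2. It was 46.5 TPM of *KING2* in ABA replicate 4 and 8.10 TPM of *DRM2* in ABA + Glc replicate 4. Of 32 groups of library measures, 3 had such a library, namely ABA + Glc replicate 3 for its deviation and its correlation, and ABA + Glc replicate 4 for the share of the 10 most abundant genes, 8.23%. *SWEET1* held a median of 13.1 TPM over all 16 (8.29 to 17.59 TPM), and no WT library was analysed here to set it against.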

How the results depend on the processing

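Tests with every library scaled to the same sum, with ABA replicate 3 or ABA + Glc replicate 3 added alone, with ABA replicate 3 as the reference, and with the ratio of 0.75 over all 16 libraries were chosen only after the values were seen. Of 725 results of named genes, 0 reversed in any alternative. Over all 16 libraries 668 of 723 kept their side of the threshold, 38 no longer passed and 17 newly passed. Leaving out 1 library ended 9 to 32 calls, most without ABA replicate 1 or control replicate 1. Pseudocounts, a filter of 1 TPM, median ratios and array weights ended 0 to 5. Adding ABA + Glc replicate 3 alone ended 40, the most of the settings run gene by gene, which leave out other minimum changes, and testing without a filter on low values ended 25. A fit on each contrast's 2 groups ended 24 and gives no interaction. A replicate block ended 8; the numbers do not pair the libraries, since deviations of libraries of 1 number correlated by -0.065 to 0.123 (mean 0.009, 19 pairs). Methods that need counts were not run.

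Without a minimum change, which admits smaller changes, Glc raised 472 genes and lowered 791, ABA raised 2902 and ABA + Glc raised 2015. With a 2-fold minimum Glc raised 5 and lowered 22, ABA raised 432 and lowered 342, ABA + Glc raised 291 and lowered 276, and from ABA to ABA + Glc 1 rose and 23 fell. The interaction then had 23 positive and 78 negative genes, the share of genes raised by ABA + Glc that ABA raised was 96.9%, and list members made 136 calls. With a filter of 10 TPM, which tests 10337 genes, ABA raised 1068 and lowered 1292, and ABA + Glc raised 694 and lowered 931. Scaled to the same sum, 310 genes rose with Glc; the median of all genes moved by at most -0.069. With ABA + Glc replicate 3 added alone, 129 rose and 340 fell with Glc, the interaction had 196 positive genes, and the shares were 76.3% of all and 76.0% of raised genes; the cause was not tested. Over all 16 libraries the shares were 77.9 and 76.1%.

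Leaving out 1 library gave 155 to 217 rises and 324 to 518 falls with Glc, 1674 to 1849 and 2109 to 2328 with ABA, 1087 to 1223 and 1552 to 1769 with ABA + Glc, 66 to 143 and 192 to 366 from ABA to ABA + Glc, and 206 to 335 positive and 240 to 364 negative interactions. Fewer libraries share in each such test. The shares were 79.9 to 86.5% of all, 84.3 to 89.0% of raised and 77.0 to 84.9% of lowered genes, and lists made 451 to 517 calls.

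The Fig. S5a shares follow the definition of opposite: of induced genes 35.1% when the ABA ratio is no longer met, 60.2% by a ratio of 0.75, 49.9% by the test, 93.1% against ABA replicate 3 and 96.0 to 97.9% when 1 library is left out. Of repressed genes they were 33.4, 6.46, 11.4 and 67.9%, 77.2 to 83.2% when 1 library is left out, 75.9% over all 16 libraries and 81.9% with the level taken in the ABA mean. By the ratio over all 16 libraries the shares were 58.9 and 10.8%. Unknown depth limits what a low value can show.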

Differences from the paper's values

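Scaling every library to the same sum, adding ABA + Glc replicate 3 alone and taking the ratio over all 16 libraries were chosen only after the values were seen, and the other settings were set before the data were examined. The share of ABA-repressed genes that were higher under ABA + Glc than under ABA was 79.9% in *sweet1* seeds, while the paper's value is about 12% in Fig. S5a, read by eye. The legend gives the minimum level and ratio that choose the genes, which were used here, and no minimum for an opposite change. Counting only genes that passed the test from ABA to ABA + Glc gave 11.4%, within 1.5 times of the paper's value. The other alternatives set in advance did not come within 1.5 times of it, with 6.46% by a ratio over 1/0.75, 33.4% when the ABA ratio is no longer met, 75.9% over all 16 libraries, 80.1% with genes that also passed the test with ABA, 81.9% with the level taken in the ABA mean and 77.2 to 83.2% when 1 library is left out. A ratio over 1/0.75 together with all 16 libraries, chosen after the values were seen, gave 10.8%, within 1.5 times of it. For the ABA-induced genes, the paper's share of 65% in the text stands beside 97.4% here, and the ratio of 0.75 comes closest, with 60.2%. On that share the settings more than 1.5 times from the paper's were genes that also passed the test with ABA (97.6%), the ABA ratio no longer met (35.1%) and leaving out control replicate 2 (97.9%) or ABA + Glc replicate 2 (97.6%). The 97.4% lies just inside that limit, and differs from the paper's 65% about as much as the 97.6 and 97.9% do.

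The paper states that Glc raised *RAB18* in *sweet1* seeds. The gene was higher with Glc here, by 0.71 on the log2 scale, with limma adjusted p = 0.061, which did not pass the test (0.0773 over all 16 libraries, and 0.00312 to 0.163 over the alternatives). It passed without control replicate 3 (adjusted p = 0.00312), without Glc replicate 4 (0.0193), with a replicate block (0.0348), with a filter of 10 TPM (0.0445) and with array weights (0.00873). It also passed with every library scaled to the same sum (0.0407), a setting chosen after seeing the values. The paper states that 6 bZIP genes were raised less by ABA + Glc than by ABA, and 5 of them, *GBF1*, *GBF2*, *GBF3*, *ABF4* and *ABI5*, fell from ABA to ABA + Glc here, *GBF2* over the 14 libraries and not over all 16. With ABA + Glc replicate 3 added alone *ABI5* (adjusted p = 0.0813), *GBF3* (0.0858) and *GBF2* (0.14) did not pass. *EEL* did not, with a log2 fold change of -0.03 (adjusted p = 0.952), a range of -0.11 to 0.03 over the alternatives and adjusted p of 0.797 to 0.999.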

Other observations

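The counts over other splits of the libraries were chosen only after the results were seen. Receptors of the PYL family start the ABA signal, and in *sweet1* seeds 7 of 9 tested fell with ABA and 6 with ABA + Glc (7 and 6 over all 16 libraries and 7 and 6 adjusted over the list alone, each with adjusted p = 0.0488 with an estimated correlation). With Glc alone 4 fell (adjusted p = 0.0694 with an estimated correlation), or 2 over all 16 libraries and without control replicate 1, Glc replicate 1 or Glc replicate 3. *PYL6* (AT2G40330) had log2 fold changes of -1.67 (adjusted p = 1.32e-09, and -1.71 over 16 libraries) with ABA and -1.29 (adjusted p = 4.52e-08, and -1.28 over 16 libraries) with ABA + Glc. From ABA to ABA + Glc limma called 0 receptors, 5 were higher at an unadjusted p under 0.05, and 2 passed adjusted over the list alone. Without control replicate 1, control replicate 3, Glc replicate 4, ABA replicate 1 or ABA + Glc replicate 1 the model called 1 rise, and without ABA replicate 4 and over all 16 libraries 2. Of 10 genes of ABA synthesis and breakdown, 6 rose with ABA (6 over all 16 libraries, 6 adjusted over the list alone, adjusted p = 0.0806 with an estimated correlation). Of the 10, 3 fell from ABA to ABA + Glc (5 over all 16 libraries, 5 adjusted over the list alone, 5 without control replicate 3, adjusted p = 0.0818 with an estimated correlation). *CYP707A1* had -0.64 (adjusted p = 0.00241, and -0.64 over 16 libraries) with Glc and 1.53 (adjusted p = 5.31e-08, and 1.52 over 16 libraries) with ABA. Gibberellins oppose ABA in germination, and of 19 genes of their synthesis and response 5 rose and 8 fell with ABA (5 and 6 over all 16 libraries, 5 and 8 adjusted over the list alone, adjusted p = 0.631 with an estimated correlation). *GA3OX1* (AT1G15550), which makes active gibberellin, had -1.31 (adjusted p = 6.50e-09, and -1.250 over 16 libraries) with ABA and -0.92 (adjusted p = 6.72e-07, and -0.87 over 16 libraries) with ABA + Glc, and *SCL3* (AT1G50420) had 0.51 (adjusted p = 5.17e-05, and 0.51 over 16 libraries) with Glc and 0.91 (adjusted p = 6.02e-09, and 0.91 over 16 libraries) with ABA. Of 5 tested endosperm markers, 1 rose with Glc, with ABA and with ABA + Glc, the mannanase gene *MAN7* (1 in each over all 16 libraries, 1 adjusted over the list alone with ABA, adjusted p = 0.338 with an estimated correlation), and with Glc 2 rose without Glc replicate 3. Of 4 seed coat markers, 2 fell with ABA, *BGAL6* and *RHM2* (1 over all 16 libraries, 2 adjusted over the list alone, adjusted p = 0.631 with an estimated correlation). *RHM2* was not called without control replicate 1 or ABA replicate 2.

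Class II trehalose phosphate synthases are linked to sugar signalling, and of 7 tested 3 rose and 1 fell with ABA (3 and 1 over all 16 libraries, 3 and 1 adjusted over the list alone, adjusted p = 0.68 with an estimated correlation). Without control replicate 3, ABA replicate 1 or ABA replicate 2, 2 fell. *TPS11* (AT2G18700) had 1.03 (adjusted p = 9.89e-09, and 1.06 over 16 libraries) with ABA and -0.60 (adjusted p = 0.000338, and -0.72 over 16 libraries) from ABA to ABA + Glc. Of 9 genes of hexokinases and sucrose cleavage, 1 rose and 3 fell with ABA (1 and 3 over all 16 libraries, 1 and 3 adjusted over the list alone, adjusted p = 0.647 with an estimated correlation), and the list's median was 0.13, its mean -0.11 and the set test down. *SUS3* (AT4G02280), a sucrose synthase, had 2.13 (adjusted p = 4.56e-11, and 2.19 over 16 libraries) with ABA, and *CWINV1* (AT3G13790), a cell wall invertase, had -0.52 (adjusted p = 5.08e-05, and -0.52 over 16 libraries) with Glc and -0.64 (adjusted p = 4.33e-07, and -0.64 over 16 libraries) with ABA. Of 5 *SUC* genes for sucrose carriers, 1 rose and 2 fell with ABA (1 and 2 over all 16 libraries, 1 and 2 adjusted over the list alone, adjusted p = 0.623 with an estimated correlation), and *SUC1* (AT1G71880) had -0.87 (adjusted p = 1.33e-10, and -0.87 over 16 libraries). Of 3 *PLT* genes for polyol carriers 2 fell with ABA + Glc (2 over all 16 libraries, 2 adjusted over the list alone, adjusted p = 0.109 with an estimated correlation), and *PLT5* had -0.39 (adjusted p = 5.99e-05, and -0.39 over 16 libraries) with ABA. Of 2 tested *SWEET* genes 1 fell with ABA (1 over all 16 libraries, 1 adjusted over the list alone, adjusted p = 0.647 with an estimated correlation), *SWEET15* at -0.71 (adjusted p = 2.29e-05, and -0.80 over 16 libraries). Of 6 sugar-induced genes, 2 rose and 1 fell with Glc (1 and 0 over all 16 libraries, 2 and 1 adjusted over the list alone, adjusted p = 0.384 with an estimated correlation), and limma called 0 falls without control replicate 1, where 1 fell at an unadjusted p under 0.05 over the 14 libraries. *GPT2*, which rose with Glc, had -0.81 (adjusted p = 6.46e-07, and -0.78 over 16 libraries) with ABA. Of 21 genes of lipid breakdown and gluconeogenesis 1 fell with ABA, the gene *PPDK* (1 over all 16 libraries, 1 adjusted over the list alone, adjusted p = 0.976 with an estimated correlation). With Glc limma called 0 of them, and 7 were lower at an unadjusted p under 0.05. Of 12 genes of ribosome biogenesis 1 fell with ABA, *NOP56* (1 adjusted over the list alone, adjusted p = 0.109 with an estimated correlation), and limma called 0 over all 16 libraries and without control replicate 1 or ABA replicate 4, with 7 lower at an unadjusted p under 0.05 over the 14.

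Among the other splits of the same libraries, the real split was the only 1 of 35 to give as many rises or falls with Glc, with 200 and 516 genes against 38 and 38 in the highest other split. For ABA it was the only 1 of 35 with as many, 1815 rises and 2324 falls against 1353 and 1062, and for ABA + Glc the only 1 of 35, with 1216 and 1766 against 930 and 634. For these 3 contrasts a share of 1 in 35 is under 0.05, so chance is unlikely. It is also the smallest share that 35 splits can give, so chance is not excluded. Other splits mix treated and control libraries, which widens the spread within groups and lowers their counts. With ABA and with ABA + Glc the high counts of other splits came from the 4 splits that set 3 controls against the 3 treated libraries and 1 control, so they reflect the structure of the samples, and every other split gave at most 1 gene. Between ABA and ABA + Glc the 14 libraries allow 10 splits, too few for a share under 0.05, with 128 rises and 335 falls against 1 and 1 in the highest other split. Over all 16 libraries the real split was the only 1 of 35 with as many, 166 and 374 against 1 and 1, so that chance is unlikely there, within the same limits. For these sets of libraries, other splits test grouping only, and say nothing about the cause of a difference.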
